# Nonclassical action of Ku70 promotes Treg-suppressive function through a FOXP3-dependent mechanism in lung adenocarcinoma

**DOI:** 10.1172/JCI178079

**Published:** 2024-10-24

**Authors:** Qianru Huang, Na Tian, Jianfeng Zhang, Shiyang Song, Hao Cheng, Xinnan Liu, Wenle Zhang, Youqiong Ye, Yanhua Du, Xueyu Dai, Rui Liang, Dan Li, Sheng-Ming Dai, Chuan Wang, Zhi Chen, Qianjun Zhou, Bin Li

**Keywords:** Immunology, Oncology, Lung cancer, T cells

## Abstract

Ku70, a DNA repair protein, binds to the damaged DNA ends and orchestrates the recruitment of other proteins to facilitate repair of DNA double-strand breaks. Besides its essential role in DNA repair, several studies have highlighted nonclassical functions of Ku70 in cellular processes. However, its function in immune homeostasis and antitumor immunity remains unknown. Here, we discovered a marked association between elevated Ku70 expression and unfavorable prognosis in lung adenocarcinoma, focusing specifically on increased Ku70 levels in tumor-infiltrated Tregs. Using a lung-colonizing tumor model in mice with Treg-specific Ku70 deficiency, we demonstrated that deletion of Ku70 in Tregs led to a stronger antitumor response and slower tumor growth due to impaired immune-suppressive capacity of Tregs. Furthermore, we confirmed that Ku70 played a critical role in sustaining the suppressive function of human Tregs. We found that Ku70 bound to forkhead box protein P3 (FOXP3) and occupied FOXP3-bound genomic sites to support its transcriptional activities. These findings not only unveil a nonhomologous end joining–independent (NHEJ-independent) role of Ku70 crucial for Treg-suppressive function, but also underscore the potential of targeting Ku70 as an effective strategy in cancer therapy, aiming to both restrain cancer cells and enhance pulmonary antitumor immunity.

## Abstract 2

Our research delves into the NHEJ-independent role of Ku70 in the regulation of regulatory T (Treg) cells, which impacts pulmonary anti-tumor immune responses.

## Introduction

Ku70, encoded by *XRCC6*, is well known as forming a heterodimer with Ku80 participating in repairing DNA double-strand breaks (DSBs) by nonhomologous end joining (NHEJ) (1). Many studies have highlighted that cancer cells with Ku70 deletion were genetically unstable and hypersensitive to therapeutic agents that caused DNA damage, such as chemotherapy and radiotherapy (2, 3). Moreover, the absence of Ku70 disrupts NHEJ, impacting V(D)J recombination and causing impaired lymphocyte development, ultimately resulting in SCID in mice (4). Ku70 also exhibits heterodimer-independent and non-DNA repair functions. In innate immunity, Ku70 serves as a cytosolic DNA sensor to induce interferons and proinflammatory cytokines (5). Additionally, Ku70 also detects cytoplasmic DNA in aged CD4^+^ T cells, promoting T cell activation and potentiating aging-related autoimmunity (6). However, it remains unclear whether Ku70 plays novel roles in diverse cells of adaptive immunity.

Tregs, a distinctive subset of CD4^+^ T cells endowed with immunosuppressive capabilities, play a pivotal role in maintaining immune tolerance while simultaneously hindering antitumor immunity (7). The immune-suppressive mechanisms employed by Tregs encompass the inhibition of costimulatory signals by cytotoxic T lymphocyte antigen-4 (CTLA4), the deprivation of IL-2 by CD25, and the secretion of antiinflammatory cytokines, such as IL-10, among other strategies (8). Categorized by their maturation sites, Tregs are classified into 3 clusters: thymus-derived Tregs (tTregs), peripherally derived Tregs (pTregs), and in vitro–induced Tregs (iTregs) (9). The master transcription factor forkhead box protein P3 (FOXP3) governs the development and function of Tregs under diverse conditions. The stability and binding partners of FOXP3 regulate the plasticity of Treg function. Previous reports demonstrated some factors, such as Neuropilin-1 (NRP1) (10) and enhancer of zeste homolog 2 (EZH2) (11), restrictively deleted in Tregs impaired the transcription activity of FOXP3, restricting Treg-suppressive ability and conferring resistance to tumor growth in the host. As increasing data illuminate the intricate roles of Tregs in tumor, the strategic targeting of Tregs emerges as a promising approach for tumor therapy.

Lung adenocarcinoma (LUAD) is the predominant subtype of lung cancer, and patients with LUAD can benefit from various treatment options, including surgery, chemotherapy, radiotherapy, targeted therapy, and immunotherapy (12). However, further research is still urgently needed to integrate multiple treatment strategies and improve therapeutic effects. Here, we unearthed a negative correlation between Ku70 expression and the prognosis of LUAD and highlighted the elevated Ku70 levels in tumor-infiltrating Tregs. Specific knockout of Ku70 in Tregs impaired the Treg-suppressive function and enhanced the antitumor response to limit the development of lung-colonizing tumors. And the same changes could be detected in human Tregs. Furthermore, we uncovered that Ku70 sustained the suppressive ability of Tregs in LUAD by interacting with FOXP3 to strengthen the transcriptional activity of FOXP3.

## Results

### The expression of Ku70 is negatively correlated with prognosis of LUAD with an increased level in tumor-infiltrating Tregs.

To assess Ku70 levels in lung cancer, we utilized RNA-Seq data from the The Cancer Genome Atlas–LUAD (TCGA-LUAD) dataset. Our analysis unveiled heightened *XRCC6* expression in LUAD tumors compared with adjacent normal tissues (Figure 1A). Immunohistochemical analysis further confirmed markedly elevated levels of Ku70 protein staining in LUAD tissues compared with adjacent nontumor tissues (Figure 1B). Moreover, we investigated the correlation between *XRCC6* expression and prognosis in cancer patients. *XRCC6* overexpression was associated with an unfavorable prognosis in LUAD (Figure 1C). Interestingly, its expression showed no correlation with prognosis in lung squamous cell carcinoma (LUSC), colon cancer (COAD), and liver cancer (LIHC) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI178079DS1), suggesting that the prognostic importance of Ku70 expression is influenced by the unique tumor microenvironment (TME) of LUAD.

Previous studies primarily emphasized the impact of Ku70 in cancer cells on sensitivity to radiotherapy and chemotherapy (2, 13). Using the transcriptome of LUAD from 4 public single-cell RNA-Seq data sets (14–17), we unraveled the heterogeneity of *XRCC6* expression across different cell types. Strikingly, *XRCC6* exhibited high expression in T/NK cells of LUAD cancer (Figure 1D). Further, 2 public data sets were employed to discern the differential expression of *XRCC6* in various clusters of T cells in LUAD (15, 18). They revealed elevated *XRCC6* expression in Treg CD4^+^ T cells compared with non-Treg CD4^+^ T cells and CD8^+^ T cells in LUAD cancer (Figure 1E). Correlation analysis showed a positive relationship between *XRCC6* expression and *FOXP3* expression in whole blood data from the GTEx database (https://gtexportal.org/home/) (Figure 1F).

Subsequently, we collected paired tumor tissues and adjacent normal tissues from patients with LUAD before the treatment (Supplemental Tables 1 and 2) as well as PBMCs from healthy donors to analyze Ku70 expression. The results showed that Tregs in healthy PBMCs expressed a lower level of Ku70 compared with conventional CD4^+^ T (Tconv) cells (Figure 1G). In contrast, Tregs in LUAD exhibited higher Ku70 expression compared with Tconv and CD8^+^ T cells (Figure 1H). Concurrently, Ku70 expression showed no substantial difference in different clusters of adjacent normal tissue (Figure 1I). This suggests that tumor-infiltrated Tregs express high levels of Ku70 in LUAD tissue, potentially contributing to tumor progression. In summary, these findings underscore the negative correlation of Ku70 expression with the prognosis of LUAD and its upregulation in tumor-infiltrated Tregs.

### FOXP3 conditional knockout of Ku70 in mice results in heightened T cell activation and a reduced proportion of tissue Tregs.

The preceding discoveries prompt the inquiry of whether Ku70 directly impacts the functionality of Tregs. To learn the effect of Ku70 on the function of Tregs, we generated mice with Treg-conditional knockout of Ku70 (*FOXP3^Cre–YFP^XRCC6^fl/fl^*, designated as cKO) by crossing *FOXP3^Cre–YFP^* (designated as WT) mice with *XRCC6^fl/fl^* mice (Supplemental Figure 2A). Validation of Treg-specific deletion of Ku70 was confirmed via Western blot analysis (Supplemental Figure 2, B and C). The development of T cells in the thymus of the cKO group was normal (Supplemental Figure 2D). However, we observed an increase in the proportion of central memory and effector memory CD4^+^ T cells in both the spleen and peripheral lymph nodes (pLNs) of cKO mice compared with WT mice. Additionally, the proportion of activated CD8^+^ T cells increased in the spleen of cKO mice compared with WT mice. The activated Treg proportion remained comparable (Figure 2A). As mice aged, progressive alterations in peripheral immune homeostasis were observed. At 6 weeks of age, the peripheral immune homeostasis of WT and cKO mice was comparable (Supplemental Figure 3, A–C). However, at the age of 14 weeks, a noteworthy reduction in the proportion of Tregs was detected in multiple tissues of cKO mice, concomitant with an increase in the proportion of IFN-γ^+^ Tconv in the lung, in contrast to their WT counterparts. This was accompanied by diminished expression levels of FOXP3 within the pulmonary tissue (Figure 2B and Supplemental Figure 3, D and E). By the age of 30 weeks, cKO mice demonstrated not only a sustained decrease in Treg proportions and an increase in lung IFN-γ^+^ Tconv cells, but also a significant elevation in the secretion of IFN-γ by CD8^+^ T cells in the spleen, pLNs, and lung (Figure 2C and Supplemental Figure 3, F and G). Although the absence of Ku70 in Tregs does not precipitate severe autoimmune inflammation in mice, the observed perturbations in immune homeostasis with advancing age across multiple tissues suggest that Ku70 deficiency compromises the suppressive capabilities of Tregs. Notably, the pulmonary tissue appears to be particularly susceptible to the functional alterations induced by the deficiency of Ku70 in Tregs.

Since Ku70 was associated with DNA damage, we also detected the DNA damage level of Tregs. In vitro treatment of natural Tregs (nTregs) sorted from WT and cKO mice with etoposide — a topoisomerase II inhibitor known to induce DNA DSBs — demonstrated that Tregs lacking Ku70 are more susceptible to the cytotoxic effects of high concentrations of DNA-damaging agents (Supplemental Figure 4, A and B). However, robust T cell receptor (TCR) activation in vitro did not markedly influence the DNA damage levels or the proliferative capacity of Ku70-deficient Tregs (Supplemental Figure 4, C and D). Furthermore, ex vivo analysis revealed that the DNA damage levels or the proliferative capacity in Tregs were comparable between WT and cKO mice (Supplemental Figure 4, E and F). Thus, we speculated that Ku70 directly regulates Treg function to affect immune homeostasis, especially in the lung.

We sorted naive T cells from WT and cKO mice to induce into iTregs in vitro and found the absence of Ku70 impedes the induction and differentiation efficiency of iTregs (Supplemental Figure 5A). Besides, Ku70 expression is upregulated during the generation of mouse iTregs (Supplemental Figure 5B). To further determine the impact of Ku70 deficiency on Treg function, we isolated CD45.2^+^ Tregs from WT and cKO mice and then transferred them along with naive CD45.1^+^CD4^+^ T cells into Rag1^–/–^ recipient mice to establish adoptive transfer colitis models. Our findings revealed that recipient mice engrafted with cKO Tregs, as opposed to those receiving WT Tregs, experienced slower weight gain and significant weight loss at 6 weeks (Figure 2D). At the 6 weeks following adoptive transfer, the proportion of cKO Tregs within the pLN and mesenteric lymph nodes (mLNs) of the recipient mice was notably reduced in comparison with that of WT Tregs (Supplemental Figure 5C). Moreover, recipient mice that received cKO Tregs demonstrated an elevated proportion of IFN-γ–producing cells in the pLN and a significantly heightened expression of IFN-γ within the transferred CD45.1^+^ cells in the colon and mLN (Figure 2E). These observations collectively indicate that mice with Tregs lacking Ku70 exhibit a disrupted immune homeostasis, particularly with advancing age, predominantly in the lung. This disruption is attributed to the compromised functionality of Tregs in the absence of Ku70.

### Ku70-deficient Tregs fail to suppress pulmonary antitumor immune responses.

To unravel the role of Ku70 in Treg function during tumor progression, we introduced Lewis lung carcinoma (LLC) into mice through tail-vein injection to establish a pulmonary tumor-colonizing model. In comparison with the WT group, cKO mice exhibited a notable reduction in lung tumor burdens (Figure 3A). Histopathological analysis of the lung tissue further revealed a diminished proportion of the lung area occupied by tumor lesions in cKO mice (Figure 3B). Additionally, our investigation unveiled that cKO mice had an augmented presence of intratumoral CD8^+^ T cells, accompanied by increased IFN-γ expression (Figure 3, C–E). Simultaneously, the percentage of tumor-infiltrated Tregs was lower in cKO mice than in WT mice (Figure 3F). These findings imply that the absence of Ku70 in Tregs compromises their ability to restrain the antitumor immune response. Moreover, the analysis of tumor-draining LNs (dLNs) indicated heightened levels of CD8^+^ T cells and reduced Tregs in cKO mice compared with WT mice. Furthermore, the Tconv in dLNs of cKO mice secreted higher levels of TNF-α and IL-2 (Figure 3, G–J).

To verify the impact of Ku70-deficient Tregs on tumor, we also injected B16F10 cells into WT and cKO mice to develop a pulmonary metastasis model. The results coincided with the LLC model, and we similarly observed restrained tumor growth in Ku70-deficient mice (Figure 4A). Consistently, there was also an elevated proportion of intratumoral CD8^+^ T cells with increased IFN-γ expression in cKO mice compared with WT mice (Figure 4, B–D). Notably, the Treg percentages and FOXP3 expression in tumor were also lower in cKO mice than in WT mice (Figure 4E). Besides, the proliferation and the DNA damage marker γH2AX expression in T cells were comparable (Supplemental Figure 5, D and E). The in vitro treatment with tumor-conditioned medium (TCM) from LLC did not alter γH2AX expression in cKO mice (Supplemental Figure 5F). Interestingly, tumor-infiltrating Tregs in cKO mice exhibited reduced CTLA4 expression (Figure 4F), indicating compromised Treg function following Ku70 ablation. The dLNs from cKO mice in the B16F10 tumor mouse model also displayed increased CD8^+^ T cell infiltration and decreased Treg proportions (Figure 4, G and H). Collectively, these findings suggest that the deficiency of Ku70 in Tregs leads to effective pulmonary antitumor immune responses, resulting in slower tumor growth and increased infiltration of CD8^+^ T cells into the lung-colonizing tumors.

However, in the B16F10 subcutaneous tumor model, we did not observe a marked containment of tumor growth in cKO mice (Supplemental Figure 6, A–C). Additionally, the quantitative analysis of T cell populations and cytokine secretion within TME demonstrated no substantial differences between cKO and WT mice (Supplemental Figure 6, D and E). Previous literature has posited that the fitness of tumor-infiltrating Tregs is influenced by various factors within the TME (19, 20). Consistent with the elevated Ku70 expression observed in Tregs within LUAD, Tregs from mouse LLC lung-colonized tumors also exhibited higher Ku70 expression compared with Tconv cells (Supplemental Figure 7A). We explored the effect of TME factors on Ku70 expression in human iTregs. Our results indicated that TCM, particularly from LLC, substantially upregulated Ku70 expression in human iTregs (Supplemental Figure 7B). Among the various factors tested, glucose deprivation, but not TGF-β and CoCl_2_-induced hypoxia, was found to notably induce Ku70 expression in human iTregs (Supplemental Figure 7, C–E). These findings collectively suggest that the prognostic implications of Ku70 are intricately shaped by the distinct characteristics of the pulmonary TME, underscoring the complexity of Ku70’s role in modulating Treg behavior.

### Knockdown of Ku70 impairs the suppressive function of human iTregs.

To elucidate the impact of Ku70 on human Treg function, human iTregs differentiated from naive CD4^+^ T cells in vitro were infected with lentivirus carrying shRNA targeting Ku70 (shKu70) or scrambled control (shCK). shKu70-1 most effectively reduced the expression of Ku70 and was used for subsequent experiments (Figure 5, A and B). The data revealed that Ku70 knockdown resulted in a notable reduction in FOXP3 expression and the proportion of FOXP3^+^ cells (Figure 5C). Noteworthy alterations were also observed in the expression of suppressive function–associated proteins, including CD25, CTLA4, IL-10, and granzyme B (GZMB), all of which were downregulated following Ku70 knockdown (Figure 5, D–F, and Supplemental Figure 8A). Additionally, Tregs with Ku70 knockdown exhibited increased production of IL-2, a cytokine linked to the proliferation and differentiation of activated T cells (Figure 5G). To explore the role of Ku70 in Treg differentiation, we knocked down Ku70 in human naive CD4^+^ T cells, revealing a decline in the iTreg differentiation ratio (Supplemental Figure 8B). Ku70 expression is upregulated during the generation of human iTregs (Supplemental Figure 8C). Besides, Ku70 knockdown attenuated the expression of proliferation marker Ki67 (Supplemental Figure 8D). Consistent with these findings, in vitro suppressive assays demonstrated a marked impairment in the Treg capacity to suppress CD8^+^ T cell proliferation upon Ku70 knockdown (Figure 5H). Taken together, these observations strongly suggest that Ku70 plays an essential role in maintaining human Treg functions.

### Ku70 interacts with FOXP3.

Previous insights suggested that acetylated FOXL2, a member of the forkhead family, could restrict DSB repair by binding to Ku70 (21). In order to deeply investigate the regulatory role of Ku70 in Treg function, we explored its potential interaction with FOXP3. Co-immunoprecipitation (Co-IP) assays confirmed the interaction between Ku70 and FOXP3 in HEK293T cells, which were cotransfected with FOXP3 and Ku70 overexpression plasmids (Figure 6, A and B). The endogenous interaction of Ku70 with FOXP3 was also observed in human iTregs (Figure 6C). Immunofluorescence (IF) analysis revealed colocalization of Ku70 with FOXP3 in the nucleus of iTregs following 24 hours of TCR stimulation (Figure 6D). Notably, we demonstrated that Ku70-FOXP3 interaction was independent of DNA, as evident by adding DNase I in the cell lysate during the Co-IP assay (Figure 6E). Consequently, these results indicated that Ku70 is a part of the FOXP3 complex in human Tregs.

To pinpoint the FOXP3-binding domain of Ku70, we generated 4 Myc-tagged Ku70 deletion mutants. Co-IP experiments revealed that Ku70-C2 (500-609aa) and Ku70-N2 (1-351aa) lost the ability to bind FOXP3 (Figure 6F), indicating that FOXP3 binds to a specific region within the Ku70 core (351–500 aa). On the other hand, when we generated 6 truncated FOXP3 constructs with distinct domain depletions, only FOXP3-C1 (268–431 aa) and FOXP3-C2 (238–431 aa) truncations showed an inability to bind Ku70, while other truncated Myc-FOXP3 mutants retained their Ku70-binding ability (Figure 6G). This highlighted the critical role of the region (190–238 aa) containing the zinc finger for the interaction between FOXP3 and Ku70. Furthermore, we also uncovered an endogenous interaction between the Ku70 and FOXP3 in mouse iTregs (Figure 6H). These findings emphasized that the DNA repair protein Ku70, through its Ku70 core region, binds to the zinc finger of the transcription factor FOXP3, independently of DNA presence and across species.

### Ku70 supports the activity of FOXP3 transcription.

To gain deeper insights into the impact of Ku70 knockout on Treg function, we performed RNA-Seq analysis of tumor-infiltrating Tregs sorting from lung-colonizing tumors. 

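Tumor-infiltrating Tregs were sorted from the lungs of WT (Foxp3 Yfp-cre) and cKO (Xrcc6 flox/floxFoxp3 Yfp-cre) mice 21 days after cells of the mouse lung carcinoma line LLC were injected through the tail vein. RNA-Seq gave 3 libraries from the WT group and 3 from the cKO group. The authors aligned the paired-end reads to GRCm38 and deposited estimated counts per gene symbol, without normalization. The paper's text does not name the program that counted the reads, and 21.7% of the deposited values were not whole numbers, as when reads shared between genes are divided by an estimate. The values were rounded to whole counts, and the 15315 of 15319 listed genes with at least 1 count were kept. Total counts were 21707706, 19376740 and 19032620 in WT replicates 1, 2 and 3, and 20762042, 22382218 and 23159815 in cKO replicates 1, 2 and 3. Each library was scaled by edgeR's TMM method to CPM (counts relative to the scaled library total), and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A count of 3, the limit that a count of 0 allows, was worth 0.133 to 0.156 CPM depending on the library, a limit that covers counting error only.
WT replicate 2 differed from the other libraries at a similar total count. It listed 11513 genes with at least 1 count, against 14442 and 14519 in WT replicates 1 and 3 and 14512, 14559 and 14737 in the cKO libraries. Among the 1168 genes with a mean of 2 to 5 CPM in the other libraries, 31.4% were at 0 counts in WT replicate 2, while the same share for each other library, over the genes in that range for it, was at most 0.259%. Its correlation of log2(CPM + 0.5) across genes with the other libraries was at most 0.930, and the highest correlation of each other library was at least 0.991. Values computed without WT replicate 2 are given beside many of the results below.

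**Figure D1:**
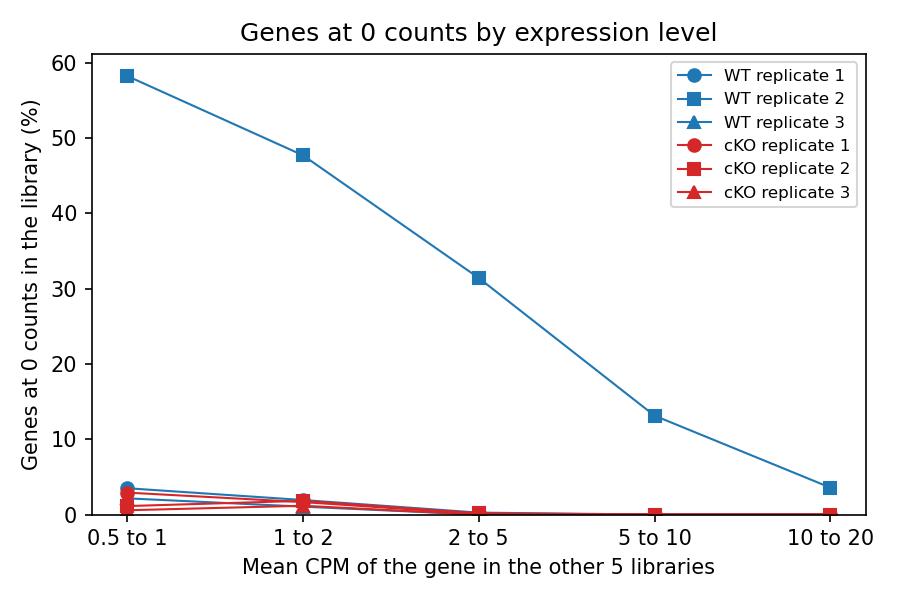
Percent of genes at 0 counts in each of the 6 libraries, by the mean CPM of the gene in the other 5 libraries (x axis, CPM ranges). WT replicate 2 lies at 58.3% for genes at 0.5 to 1 CPM and at 13.1% for genes at 5 to 10 CPM, where the other 5 libraries lie at 0%.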

In comparing the cKO group to the WT group, we identified 39 upregulated genes and 110 downregulated genes in tumor-infiltrating Tregs (Figure 7A and Supplemental Table 3). 

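Xrcc6, the targeted gene, which encodes Ku70 and lies on chromosome 15 of GRCm38 from 81987835 to 82040085, was at 20.9, 63.1 and 23.8 CPM in WT replicates 1, 2 and 3 and at 5.24, 3.51 and 4.18 CPM in cKO replicates 1, 2 and 3. Its mean was 35.9 ± 23.6 CPM (SD, n = 3) in the WT group and 4.31 ± 0.875 CPM (SD, n = 3) in the cKO group. The log2 fold change of cKO over WT was -3.06 (standard error 0.48), with an unadjusted p of 0.000306 and an adjusted p of 0.984 from edgeR's quasi-likelihood test. Every cKO library was below every WT library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). With WT replicate 2 left out, the log2 fold change was -2.38 and the adjusted p from edgeR was 0.0196. Xrcc6 overlaps Desi1 on the other strand, and whether the counting used strand is not stated in the paper's text.
Across the 15315 genes, edgeR gave 0 genes with an adjusted p under 0.05 in either direction, and 144 genes higher and 133 lower in the cKO group at an unadjusted p under 0.05. The smallest adjusted p was 0.984. Of the genes not within 5 Mb of Xrcc6, 1.81% had an unadjusted p under 0.05. A calibrated test gives 5% when no gene differs, so these genes are not an excess and the test was conservative here. The reason was not tested. The paper defines changed genes by a P under 0.05 and an absolute log2 fold change of at least 1. Its statistics section states that RNA-Seq p-values were adjusted. The p was read here as unadjusted, since Supplemental Table 3 has 39 higher and 110 lower genes at that limit. Under the paper's definition, so read, edgeR gave 114 upregulated and 67 downregulated genes. In 107 of the 114 upregulated genes all WT libraries were at or under 3 counts, and in 78 they were all at 0. Without WT replicate 2, edgeR still called 75 of the 114 upregulated and 15 of the 67 downregulated genes. DESeq2, the paper's tool, moved these counts to 39 upregulated and 110 downregulated genes on the same counts. Of these, 31 upregulated and 41 downregulated genes were also called by edgeR. DESeq2 gave 2 genes with an adjusted p under 0.05, Ifi208 and Xrcc6. In 102 of the 110 downregulated genes from DESeq2, WT replicate 2 was the highest of the 3 WT libraries, against 33.2% of all genes with counts in the WT group. When WT replicate 2 was left out, an alternative chosen after seeing the data, DESeq2 still called 16 of the 110 downregulated and 33 of the 39 upregulated genes. When WT replicate 1 or 3 was left out instead, it still called 100 and 94 of the 110 downregulated and 21 and 32 of the 39 upregulated genes. Leaving out cKO replicate 1, 2 or 3 left 53, 31 and 37 of the downregulated and 10, 6 and 7 of the upregulated genes called. In these fits the total of downregulated genes from DESeq2 ranged from 42 without WT replicate 2 to 366 without WT replicate 1 (262 without WT replicate 3), and that of upregulated genes from 6 without cKO replicate 2 (7 without cKO replicate 3) to 2.1e+02, rounded to 2 digits, without WT replicate 3.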

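Ifi208 encodes an interferon-activated protein and lies on chromosome 1 of GRCm38 from 173673675 to 173698395. It was at 18.6 ± 5.41 CPM (SD, n = 3) in the WT group and 56.4 ± 12.0 CPM (SD, n = 3) in the cKO group. Its log2 fold change was 1.60 (standard error 0.27), with an unadjusted p of 0.000516 from edgeR's quasi-likelihood test, which did not pass adjustment. With each library left out in turn, the log2 fold change stayed between 1.40 and 1.82. DESeq2 gave Ifi208 an adjusted p of 0.0018.
Retnlg (chromosome 16, 48872621 to 48874496) was at 0 counts in all 3 WT libraries and at 19, 13 and 34 counts in cKO replicates 1, 2 and 3, at least 6.43-fold higher in the cKO group when the WT group is set at the limit of 3 counts. Its unadjusted p from edgeR was 0.00237. S100a9 (chromosome 3, 90692632 to 90695721) had 2, 0 and 4 counts in WT replicates 1, 2 and 3 and 24, 28 and 43 counts in cKO replicates 1, 2 and 3. Its mean was 0.101 ± 0.104 CPM (SD, n = 3) in the WT group and 1.46 ± 0.411 CPM (SD, n = 3) in the cKO group, a log2 fold change of 3.79 (standard error 1.15) with an unadjusted p of 0.0122 from edgeR. The groups did not overlap for any of these genes, which chance gives for 10% of genes with 3 libraries against 3 (exact two-sided permutation test, p = 0.1 for each, the smallest possible). The log2 fold change of S100a9 without WT replicate 2 was 3.23.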

Among the upregulated genes, we identified those associated with proinflammation and lymphocyte recruitment, such as interferon-activated gene 208 (*Ifi208*), resistin-like γ (*Retnlg*), and S100 calcium-binding protein a9 (*S100a9*). Conversely, downregulated genes were linked to diverse posttranslational modifications, including E3 ubiquitin-protein ligase *Prkn* and palmitoyltransferase *Zdhhc12*. Additionally, *Ccdc38*, a gene associated with lung function (22), exhibited decreased expression in the cKO group. 

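Zdhhc12 lies on chromosome 2 of GRCm38 from 30090944 to 30093648 and overlaps Pkn3 on the other strand. It was at 9.51, 28.9 and 9.69 CPM in WT replicates 1, 2 and 3, and at 6.20 ± 0.832 CPM (SD, n = 3) in the cKO group. Its log2 fold change was -1.37 (standard error 0.50), with an unadjusted p of 0.0276 from edgeR's quasi-likelihood test. The groups did not overlap for this gene or the others below, and the exact two-sided permutation test gave p = 0.1, the smallest possible, for each. Without WT replicate 2 the log2 fold change fell to -0.63, under the paper's limit of 1 in absolute size, with an unadjusted p of 0.0155 from edgeR. Leaving out cKO replicate 1, 2 or 3 gave an unadjusted p of 0.0652, 0.0858 and 0.0619 from edgeR. Insrr and Catsper2, which Figure 7A also names, had log2 fold changes of -1.89 and -1.84, and -1.08 and -0.44 without WT replicate 2. Catsper2 had an unadjusted p of 0.0655 from edgeR, 0.0289 when WT replicate 1 was left out, and 0.0313 from DESeq2. Insrr had one of 0.0344 from edgeR, and of 0.0647, 0.0935 and 0.119 when cKO replicate 1, 2 or 3 was left out. Insrr overlaps Pear1 and Catsper2 overlaps Pdia3, each on the other strand, and Catsper2 also overlaps pseudogenes.

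**Figure D2:**
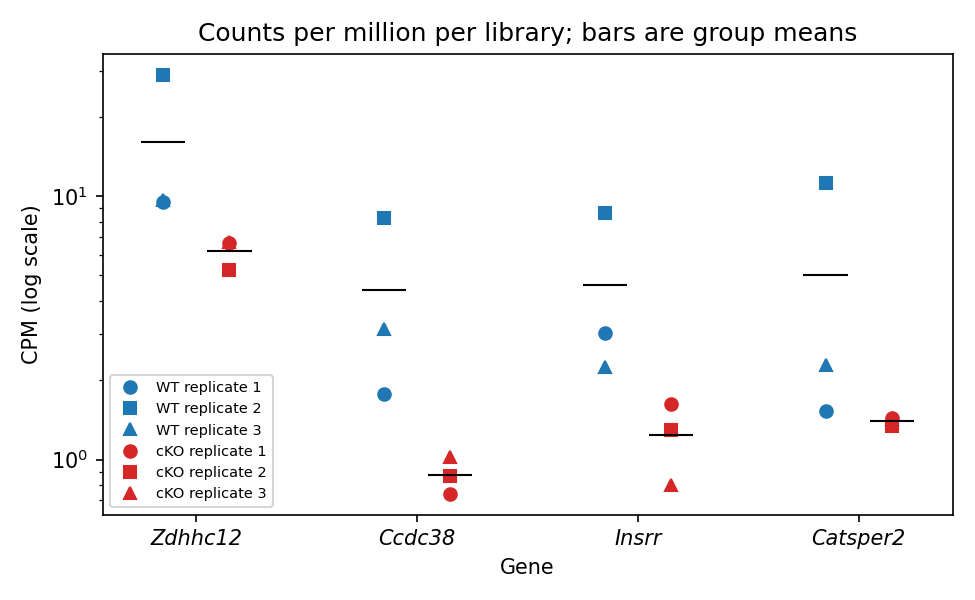
CPM (log axis) of 4 genes in each of the 3 WT and 3 cKO libraries, with a bar at each group mean. WT replicate 2 is the highest library for each gene, at 28.9 CPM for Zdhhc12 and 11.2 CPM for Catsper2.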

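Ccdc38, on chromosome 10 of GRCm38 from 93540632 to 93584327, overlaps Snrpf on the other strand. It had 37, 176 and 60 counts in WT replicates 1, 2 and 3 and 16, 18 and 23 counts in cKO replicates 1, 2 and 3. The mean was 4.39 ± 3.43 CPM (SD, n = 3) in the WT group and 0.877 ± 0.141 CPM (SD, n = 3) in the cKO group. The log2 fold change was -2.32 (standard error 0.76), with an unadjusted p of 0.017 from edgeR's quasi-likelihood test, which did not pass adjustment over all genes (exact two-sided permutation test, p = 0.1, the smallest possible). Without WT replicate 2 it was -1.47, with an unadjusted p of 0.00848 from edgeR. The unadjusted p was 0.0636 without cKO replicate 1 and 0.0606 without cKO replicate 2, both from edgeR.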

Gene ontology analysis of the upregulated genes in the cKO group revealed enrichment in terms related to leukocyte migration, collagen-containing extracellular matrix, and cellular response to IFN-β, while the downregulated genes were enriched in the voltage-gated calcium channel complex (Figure 7B). 

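The paper's gene ontology terms were not used here, and lists of genes stood in for 2 of them. They were written before the deposited counts were opened, but after the genes that the paper calls in Supplemental Table 3, measured on the same libraries, had been read. Of 83 interferon response genes, 77 had counts, with 51 higher and 26 lower in the cKO group and a median log2 fold change of 0.10. The list was higher by limma's camera, a test of a gene list against all other genes (adjusted p = 0.00505 over 7 lists). It was not called by fry, which asks whether the listed genes changed at all (adjusted p = 0.509). These tests ask different questions, so their results can differ. No difference of the summed CPM of the list was detectable (exact two-sided permutation test, p = 0.6). Its median was -0.00 without WT replicate 2, where limma's camera still called the list (adjusted p = 0.0258), and the call was lost without WT replicate 3 (adjusted p = 0.16) and without cKO replicate 2 (adjusted p = 0.126). Without the 3 members among the genes called by DESeq2, a test added after seeing the data, the camera p was 0.0625. In the list, 1 gene had an adjusted p under 0.05 when adjusted over the list alone, and 0 over all genes. Among the 39 upregulated genes from DESeq2, 3 were in the list, Ifi208, Oas1d and Oas1e, where 0.197 were expected (one-sided Fisher's exact test over the 15265 genes with a p, adjusted p = 0.0047 over 38 tests). Oas1d and Oas1e were at 0 counts in all WT libraries and at 6 to 12 counts in the cKO libraries, and both are also in the list of oocyte markers. They and the members below were picked from these calls after their values were seen.
Of 37 voltage-gated calcium channel subunits, 23 had counts, and their median log2 fold change was -0.28 (adjusted p = 0.267 by limma's camera and 0.757 by fry), and 0.69 without WT replicate 3. Among the 110 downregulated genes from DESeq2, 3 were subunits, Cacna1a, Cacna1d and Catsper2, where 0.166 were expected (one-sided Fisher's exact test, adjusted p = 0.00368). Among the 67 from edgeR, 0 were. Cacna1a was at 4.01, 17.4 and 6.57 CPM and Cacna1d at 2.87, 7.61 and 4.27 CPM in WT replicates 1, 2 and 3, and their means in the cKO group were 3.88 ± 0.184 and 2.19 ± 0.585 CPM (SD, n = 3). The log2 fold changes without WT replicate 2 were -0.45 for Cacna1a and -0.70 for Cacna1d. The most abundant subunits, Cacna2d4, Cacnb1 and Cacna1s, had log2 fold changes of -0.46, 0.81 and -0.58. Their standard errors were 0.49, 0.57 and 0.40. Without WT replicate 2 their log2 fold changes were 0.24, 0.35 and -0.53. Leukocyte migration and collagen-containing extracellular matrix genes were not analysed here.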

Gene set enrichment analysis (GSEA) further highlighted the enrichment of TNFA_SIGNALING_VIA_NFKB term in the WT group compared with the cKO group (Figure 7C). Thus, these findings suggested that Ku70-absent Tregs may have an impaired ability to infiltrate tumors and activate pathways in response to inflammatory factors.

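The hallmark gene set was not used here, and a list of 159 NF-kB response genes, written from general knowledge before the deposited counts were opened, took its place. Of these, 156 had counts, with 97 lower and 59 higher in the cKO group and a median log2 fold change of -0.09. The list was lower in the cKO group by limma's camera (adjusted p = 0.00399 over 7 lists) but not by fry (adjusted p = 0.577). When WT replicate 2 was left out, the median was 0.02 and the adjusted camera p from limma was 0.883. The summed CPM of the list was 47020, 66050 and 53560 in WT replicates 1, 2 and 3 and 48660, 51710 and 52900 in cKO replicates 1, 2 and 3 (exact two-sided permutation test, p = 0.6). When adjusted over the list alone, 0 genes had an adjusted p under 0.05 from edgeR, and 7 had an unadjusted p under 0.05.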

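The most abundant NF-kB response genes in these libraries were Junb, Tnfaip3 and Eif1. Junb was at 5086 ± 2094 CPM in the WT group and 4070 ± 452 CPM in the cKO group (SD, n = 3), a log2 fold change of -0.32 (standard error 0.35), and was at 7389 CPM in WT replicate 2, without which the log2 fold change was 0.05. Tnfaip3 had a log2 fold change of 0.03 (standard error 0.27), and 0.18 without that library. Eif1 had a log2 fold change of -0.19 (standard error 0.26), and -0.00 without it. None of these differences exceeded the spread between replicates. From the upregulated and downregulated genes, their ontology terms and the enrichment in the WT group, the paper proposes that Tregs without Ku70 infiltrate tumors less well and respond less to inflammatory factors.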

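Tnfrsf19, on chromosome 14 of GRCm38 from 60963875 to 61046490, encodes a TNF receptor family member and overlaps Gm41168, a long noncoding RNA on the other strand. It had 0, 0 and 1 count in WT replicates 1, 2 and 3 and 9, 5 and 7 counts in cKO replicates 1, 2 and 3, or 0.323 ± 0.0893 CPM (SD, n = 3) in the cKO group. All WT libraries were under the limit of 3 counts, so Tnfrsf19 was at least 2.07-fold higher in the cKO group. The unadjusted p from edgeR's quasi-likelihood test was 0.0187, and it did not pass adjustment over all genes (exact two-sided permutation test, p = 0.1, the smallest possible). Leaving out WT replicate 1, cKO replicate 1 or cKO replicate 3 raised it above 0.05, to 0.0593, 0.0562 and 0.0506 from edgeR.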

Notably, we observed an elevation in the expression of *Tnfrsf19*, a gene suppressed by Foxp3, in the cKO group (Figure 7A). Moreover, based on previous literature (23), a gene set of 48 genes bound and downregulated by FOXP3, termed FOXP3_TARGETS_DOWN, was enriched in the cKO group (Figure 7D). 

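The 48-gene set was not analysed here. In its place, 2 lists written before the deposited counts were opened were tested, 40 Treg signature genes and 28 genes that are low in Tregs. All 40 Treg signature genes had counts, with 28 lower and 12 higher in the cKO group and a median log2 fold change of -0.12 (adjusted p = 0.00505 over 7 lists by limma's camera and 0.613 by fry). The median was 0.04 without WT replicate 1 (adjusted p = 0.947 by limma's camera) and -0.05 without cKO replicate 3 (adjusted p = 0.248), while it was -0.21 without WT replicate 2 (adjusted p = 0.00132) and -0.19 without WT replicate 3 (adjusted p = 0.00276). The most abundant members, Rgs1, Tnfrsf4 and Il2rb, had log2 fold changes of -0.20 (standard error 0.31), -0.28 (standard error 0.28) and 0.08 (standard error 0.23), and 0.02, -0.38 and -0.04 without WT replicate 2. Of the genes that are low in Tregs, 19 were higher and 9 lower in the cKO group, with a median log2 fold change of 0.15 (adjusted p = 0.267 by limma's camera and 0.577 by fry). That median was -0.04 without WT replicate 1, and without WT replicate 2 it was 0.21 with an adjusted camera p of 0.00229 from limma, and 0.24 without WT replicate 3, with one of 0.0473. Klf2, Ccr7 and Thy1, the most abundant of them, had log2 fold changes of 0.13 (standard error 0.56), 0.19 (standard error 0.22) and 0.23 (standard error 0.22), and 0.78, 0.33 and 0.07 without WT replicate 2. In both lists, 0 genes had an adjusted p under 0.05 when adjusted over the list alone.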

The heatmap shows that genes upregulated in tumor-infiltrating Tregs were reduced in cKO mice, while genes downregulated by FOXP3 exhibited increased expression in the cKO group (Figure 7E). 

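All 6 heatmap genes that are upregulated in tumor-infiltrating Tregs had lower values in the cKO group, with a median log2 fold change of -0.44 (adjusted p = 7.81e-05 over 7 lists by limma's camera and 0.176 by fry, and p = 0.1 for the summed CPM by the exact two-sided permutation test). How the paper selected these genes is not stated in its text, so the test is not taken as independent evidence. Cd83, at 621 ± 103 CPM in the WT group and 426 ± 83.3 CPM in the cKO group (SD, n = 3), had a log2 fold change of -0.54 (standard error 0.21) and was the only gene of the 6 with an unadjusted p under 0.05 from edgeR, 0.0365, which was 0.0597 without WT replicate 2 (exact two-sided permutation test, p = 0.1, the smallest possible). Tfrc was at 46.9 ± 1.37 and 36.7 ± 4.54 CPM (SD, n = 3), with a log2 fold change of -0.35 (standard error 0.16) and an unadjusted p from edgeR of 0.0565, which was 0.0418 without WT replicate 2. Without cKO replicate 1, 2 or 3 the unadjusted p from edgeR was 0.019, 0.14 and 0.12 for Cd83. For Tfrc it was 0.041, 0.16 and 0.20 in the same fits. Ctla4 had a log2 fold change of -0.27 (standard error 0.21), Ikzf2 of -0.24 (standard error 0.18), Il1r2 of -0.59 (standard error 0.35) and Layn of -0.53 (standard error 0.62). Ctla4, Cd83 and Tfrc were lower in every cKO library than in every WT library, while Ikzf2, Il1r2 and Layn overlapped between the groups.
The 4 heatmap genes repressed by FOXP3 were higher in the cKO group, with a median log2 fold change of 0.58 (adjusted p = 0.00505 by limma's camera and 0.176 by fry, and p = 0.3 for the summed CPM by the exact two-sided permutation test). Mbp was at 107 ± 18.4 CPM in the WT group and 125 ± 10.9 CPM in the cKO group (SD, n = 3), with a log2 fold change of 0.22 (standard error 0.17). Cdyl2 had a log2 fold change of 0.17 (standard error 0.21). Zcchc14 was at 1.86, 0.376 and 1.46 CPM in WT replicates 1, 2 and 3 and at 2.36 ± 0.2 CPM (SD, n = 3) in the cKO group, and its log2 fold change of 0.94 was 0.50 without WT replicate 2. Tnfrsf19 is the remaining gene. Without it the median of this list was 0.22 and the camera p from limma was 0.104, a test added after seeing the data. The adjusted p by limma's camera was 0.147 when WT replicate 1 was left out. Neither list had a gene with an adjusted p under 0.05 when adjusted over the list alone.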

To validate whether Ku70 directly regulates the transcriptional function of FOXP3, we conducted chromatin immunoprecipitation sequencing (ChIP-Seq) to investigate the genome-wide occupancy of FOXP3 and Ku70 in Tregs. Our analysis revealed that 46.48% of the FOXP3 peaks overlapped with Ku70 peaks in Tregs, and their genomic distribution was largely similar (Figure 7F and Supplemental Figure 9A). Compared with Tconv cells, 86.53% of Ku70-binding sites are unique to Tregs (Figure 7G). Further, we evaluated the influence of Ku70 deficiency on the binding patterns of FOXP3. The assay revealed that 88.59% of FOXP3 peaks in WT Tregs were markedly reduced in intensity in Ku70-deficient Tregs, with 34% of these peaks corresponding to gene loci also occupied by Ku70 (Figure 7H and Supplemental Figure 9B). Additionally, we integrated RNA-Seq results and assessed the genes possessing the altered FOXP3-binding sites among differential genes; 18% up genes and 6% of down genes exhibited altered FOXP3 binding. Among the downregulated genes, 71.43% of the genes exhibited decreased Foxp3 binding (Figure 7I). These results indicate that FOXP3 and Ku70 share a substantial number of target genes in Tregs, suggesting that Ku70 can directly influence the binding of FOXP3 to the genome.

Additionally, in human iTregs, the knockdown of Ku70 resulted in a reduced transcription level of signature molecules directly regulated by FOXP3, such as CD25 and CTLA4 (Supplemental Figure 9C). The double luciferase reporter gene experiment showed that Ku70 knockdown markedly disrupted the repression of FOXP3 on IL-2 promoter–mediated luciferase transcription (Figure 7J). Utilizing ChIP-qPCR, we analyzed the binding of Ku70 at FOXP3-occupied sites (24, 25). Compared with the CD4-negative PBMCs and Ig isotype, Ku70 in human iTregs is significantly bound to FOXP3-bound chromatin regions, such as IL-2Ra, CTLA4, RGS1, and IL-2 promoter regions (Figure 7K). These data indicate that the binding is not due to the potential of Ku70 binding dsDNA and is dependent on the presence of FOXP3. Consequently, we thought that the Ku70-forming complex with FOXP3 supports the activity of FOXP3 transcription, shedding light on the underlying cause for the weakened suppressive function of Tregs following Ku70 disruption.

## Discussion

The DNA repair protein Ku70 has been widely reported to affect the resistance of cancer cells to chemicals and radiotherapy. However, its multifaceted nonclassical roles have gradually come into focus. As major barriers to antitumor immunity, Tregs emerge as promising targets for tumor immunotherapy. In this study, we reveal that Ku70 supports Treg-suppressive function by binding to FOXP3 and regulating the transcriptional activity of FOXP3. The disruption of Ku70 in Tregs inhibits pulmonary tumor growth, which is accompanied by an increased infiltration of CD8^+^ T cells. This underscores the nonclassical function of Ku70 in the immune system, which indicates that targeting Ku70 can combine its function in immune regulation with its DNA repair capabilities to exert control over pulmonary tumor progression.

While Ku70 is well known for its role in DNA repair, accumulating evidence suggests its influence extends beyond this function to regulate various crucial cellular activities. Among these, Ku70 is implicated in antiapoptotic mechanisms and gene transcription. Notably, cytosolic Ku70 has been observed binding to the proapoptotic protein Bax, thereby dampening Bax-induced cell death (13). Additionally, Ku70 serves as a deubiquitinase, stabilizing the antiapoptotic Mcl-1 (26). In human macrophages, Ku70 and Ku80 interact with the NF-κB complex following lipopolysaccharide (LPS) treatment, facilitating LPS-induced NF-κB activation and proinflammatory cytokine production (27). Moreover, Ku70 demonstrates an ability to read the epigenomic signature of acute enhancers, forming the Ku70–HP1γ–Med26 complex to promote transcriptional activation (28). In breast cancer cells, Ku70 collaborates with AP2, being recruited to the proximal promoter of ERBB2 for transcription regulation (29). Our research delineates an NHEJ-independent role for Ku70 in supporting FOXP3 transcriptional activity, highlighting Ku70’s pivotal involvement in immune regulation. It is noteworthy that humans have a longer lifespan compared with mice and exhibit significantly higher levels of DNA repair proteins, including Ku70 (2, 30). In Ku70-knockdown human iTregs, we observed more pronounced phenotypic alterations relative to murine Tregs. In murine Tregs, in both ex vivo and in vitro TCR stimulation, the absence of Ku70 did not elicit detectable changes in proliferation or DNA damage; in contrast, a reduction in Ki67 expression surfaced in Ku70-knockdown human iTregs under in vitro TCR activation conditions. These observations suggest that Ku70 plays a more critical role in sustaining the functionality of human Tregs. The acquisition of additional clinical data is imperative to further elucidate the influence of Ku70 regulation on Tregs in human diseases. Moreover, our research has validated alterations in the characteristics of Tregs following Ku70 absence and the interaction between Ku70 and FOXP3, thereby highlighting the existence and importance of Ku70’s noncanonical functions. To enhance our comprehension of this nontraditional role, further investigation, potentially involving the exploration of small molecules capable of intervening in the Ku70-FOXP3 interaction, is warranted and holds marked potential for advancing therapeutic strategies.

The association between Ku70 and tumor prognosis is organ specific; generally, high expression of Ku70 in cancer cells correlates with adverse clinicopathological and enhanced chemotherapy resistance (2, 31–33). Research found that Ku70 binds to FOXO4, confining FOXO4 within the nucleus, which disrupts its tumor-suppressor ability and promotes cancer cell proliferation (34, 35). However, intriguingly, in head and neck cancer, higher Ku70 mRNA levels were found in chemotherapy responders compared with nonresponders (36). During colitis, increased cytosolic DNA induces the translocation of Ku70 to the cytosol, where it forms a complex with GTPase Ras and kinase Raf, activating the MEK/ERK pathway to inhibit intestinal tumor formation (37). In this study, we have elucidated that ablation of Ku70 in Tregs leads to altered lung immune homeostasis and enhanced pulmonary antitumor immune responses. Nonetheless, the absence of Ku70 in Tregs fails to inhibit the growth of the B16F10 subcutaneous tumor model. An analysis of TCGA data revealed that *XRCC6* overexpression was associated with an unfavorable prognosis in LUAD, while no such correlation was found in LUSC, COAD, and LIHC. Our research corroborated that the absence of Ku70 in Tregs diminishes their immunosuppressive properties. The findings from Co-IP and ChIP elucidated that Ku70 forms a complex with FOXP3 to regulate the transcription of FOXP3 target genes. This interaction is not tissue specific and represents a general mechanism that influences Treg functionality across various tissues. However, a heightened sensitivity to Ku70 regulation was observed in lung Tregs. The underlying factors of this increased sensitivity are currently not fully understood. Within TME, we found that TCM from LLC substantially upregulated Ku70 expression in human iTregs when compared with TCM from B16F10. Moreover, glucose deprivation, rather than TGF or hypoxia, was identified as a marked enhancer of Ku70 expression in human iTregs. These findings suggest that the metabolic heterogeneity within different tumor types may account for the divergent behaviors of Ku70-deficient Tregs in various malignancies. A profound comprehension of the distinct roles of Ku70 across various cancers will aid in better targeting Ku70 for tumor therapy.

Lung cancer remains the leading cause of global cancer mortalities, though immunotherapy brings encouraging therapy benefit. Increasing evidence underscores the pivotal role of antitumor immune activation in controlling tumor evolution. Targeting immunosuppressive Tregs, such as through the neutralization of CTLA-4, has been recognized as an effective strategy to enhance the antitumor immune response. However, existing research has demonstrated that in “cold” tumor models characterized by low lymphocyte infiltration, such as the TC-1 lung tumor model, radiotherapy enhances the expansion and activation of tTregs (Helios^+^), which possess an effector phenotype. And combining with CTLA4 blockade further augments the activation of these effector phenotype Tregs, ultimately failing to control tumor growth (38). These findings suggest that radiotherapy-induced DNA damage and the subsequent DNA repair pathways may exert a more intricate influence on the behavior and function of Tregs. Many molecules, acting as cofactors of FOXP3, play a crucial role in regulating the stability of Treg function, including NFAT (39), RUNX1 (40), and DBC1 (41). In our research, we found that the interaction of DNA damage repair protein Ku70 and FOXP3 influences the transcription of Treg-specific features, which shed light on the intricate mechanisms of FOXP3-dependent regulation. Additionally, we have previously reported that poly (ADP-ribose) polymerase 1 (PARP1), a key enzyme in initiating various forms of DNA repair, enhances FOXP3 poly(ADP-ribosyl)ation, thereby suppressing the suppressive activity of Tregs (42). These findings suggest that DNA repair pathways may harbor novel roles in immune regulation, opening up new possibilities for intervening in DNA repair proteins to boost the antitumor immune response and dampen cancer cells themselves as a potential approach for tumor treatment.

The impact of the interaction may be reciprocal. While our findings focused on Ku70 binding to FOXP3 to enhance FOXP3’s transcriptional activity, we did not delve into comprehensive research on whether FOXP3 influences the DNA repair activity of Ku70. Regarding the role of FOXP3 in DNA repair, in cancer cells, the absence of FOXP3 enhances the homologous recombination (HR) pathway by activating BRCA1 expression (43). In cancer cells subjected to DNA damage stimuli, FOXP3 expression is induced in a p53-dependent manner (44). However, as a critical transcription factor of Tregs, the role of FOXP3 in Treg DNA repair is unclear, with conflicting studies on Treg resistance to DNA-damaging drugs. Some papers suggest that both human and murine Tregs are more resistant to DNA damage agents (45, 46), while others show a decrease in Treg proportion in a mouse tumor model after chemotherapy drug treatment (47). Further research, particularly involving clinical data, is essential for elucidating the role of FOXP3 in NHEJ and assessing the resistance of various T cell clusters to DNA-damaging agents.

Furthermore, despite observing age-related alterations in immune homeostasis across multiple tissues in cKO mice, severe inflammatory responses were not detected in these mice. Our research primarily focuses on the functional changes of Ku70-deletion Tregs in the TME, with a current lack of comprehensive insight into the implications of Ku70 deficiency in Tregs under conditions of autoimmune inflammation. We have established adoptive transfer colitis models and discerned that Tregs deficient in Ku70 markedly diminish their capacity to regulate the progression of colitis. However, it is not yet clear whether the accumulation of cytosolic DNA, potentially resulting from autoimmune inflammation, triggers changes in the cellular localization of Ku70, thereby influencing the immunosuppressive function of Tregs in a manner that is independent of FOXP3.

Existing data have already proposed an essential role of Ku70 in chemoresistance. For example, Ku70 knockdown significantly facilitated human cancer cell sensitivity to radiation and the topoisomerase II inhibitor (2). Our results suggest that Ku70 deficiency damages the suppressive ability of Tregs and promotes pulmonary antitumor immunity. In conclusion, these findings highlight that the DNA repair pathway may regulate tumor immune response through nonclassical roles to affect the tumorigenesis and progression of lung cancer.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Samples of patients.

A total of 16 treatment-naive patients who were undergoing surgery, pathologically diagnosed with primary LUAD at Shanghai Chest Hospital, were enrolled in this study. Paired, fresh tumor and peritumor tissue samples (at least 2 cm from matched tumor tissues) were collected. We used the eighth American Joint Committee on Cancer TNM Staging (AJCC, 8th edition) (48) to classify the tumor. We excluded patients who fit the following criteria: (a) patients with a history of concurrent malignant disease or other previous primary cancers; (b) patients with a treatment history of preoperative induction therapy; (c) patients with nonclinical N0 disease, which is defined as preoperative CT scans showing hilar or mediastinal nodes with a shortest diameter of less than 1.0 cm; and (d) patients with nodules containing a ground-glass opacity (GGO) component in CT imaging. General clinical and pathological information are shown in Supplemental Tables 1 and 2.

### Mice.

All mouse lines in this paper were maintained on a C57BL/6J background. *Foxp3*^Yfp–Cre^ mice were purchased from the Jackson Laboratory (no. 016959). *Xrcc6*^fl/fl^ mice were purchased from Saiye Biotechnology Co. Ltd. All mice received standard care in a specific pathogen–free environment (84–86°F, 55% humidity, 12-hour light/12-hour dark cycle, 22°C), with free access to food and water. To exclude cage effects, heterozygotes were bred to generate Treg-specific knockout mice (*Xrcc6*^fl/fl^*Foxp3*^Yfp–Cre^, cKO) and *Foxp3*^Yfp–Cre^ (control, WT) mice. The offspring mice aged 6–30 weeks were selected for this study, with the specific age of each experimental group noted in the figure legends. DNA was extracted from murine tail biopsy, then was used to perform PCR for genotyping. The genotyping primers are provided in Supplemental Table 4. The ages and numbers of mice per experimental group are indicated in the figure legends.

### Plasmids and antibodies.

Pip-Flag/Myc–tagged FOXP3 and FOXP3 truncations were previously constructed in our lab (49). Flag/Myc–tagged Ku70 and Ku70 truncations were constructed into pip-plasmids. For knockdown assay, targeted Ku70 shRNAs or scrambled shRNA was cloned into pLKO.1-GFP lentiviral vector. shKu70 target sequence and primers for plasmid construction are provided in Supplemental Table 4. Antibodies used for IP, IF, immunoblotting (IB), and flow cytometry are provided in Supplemental Table 5.

### Immunohistochemical and H&E staining.

Partial samples from patients were fixed by formalin, then embedded by paraffin for IHC to detect Ku70 levels in tumors and paired peritumor tissues. The paraffin section was used for IHC staining for Ku70 (Proteintech: 10723-1-AP). Quantification of IHC staining was evaluated by IHC profiler plugin in ImageJ software (NIH). For the mouse tumor model, the right middle lobes of lung tissues from the tumor model were embedded in paraffin and processed for H&E staining to detect tumor lesions.

### Isolation of murine T cell subsets and murine iTreg induction.

Murine lymphocytes were isolated from the spleen and pLNs. CD4^+^ cells were purified by murine CD4 MicroBeads (Miltenyi Biotec, catalog 130-049-201). Murine naive CD4^+^ T cells (CD4^+^CD25^–^YFP^–^CD62L^+^), Tregs (CD4^+^CD25^+^YFP^+^), and Tconv cells (CD4^+^CD25^–^YFP^–^) were sorted by BD FACS Aria II Cell Sorter. Isolated mouse T cells were cultured in RPMI 1640 medium (Gibco, Thermo Fisher Scientific, C22400500) supplemented with 10% FBS (Gibco, Thermo Fisher Scientific, 10100147), 1% sodium pyruvate (Gibco, Thermo Fisher Scientific, 11360070), 1% MEM Non-Essential Amino Acids Solution (Gibco, Thermo Fisher Scientific, 11140050), and 1% penicillin–streptomycin (Gibco, Thermo Fisher Scientific, 15140122). For murine iTreg induction, naive CD4^+^ T cells were cultured with 5 μg/mL plate-coated antibody anti-CD3 (Bio X Cell, BE0001-1) and 3 μg/mL soluble antibody against CD28 (Bio X Cell, BE0015-1) in the presence of 100 U/mL IL-2 (R&D Biotech, 402-ML) and 5 ng/mL TGF-β (R&D Biotech, 7666-MB-005/CF) for 3 days.

### Cell culture and transfection.

HEK293T, LLC, and B16F10 were purchased from ATCC and were grown in DMEM (Gibco, Thermo Fisher Scientific, C11995500) supplemented with 10% FBS. Cells were cultured in cell incubator at 37°C with 5% CO_2_. HEK293T cells were transiently transfected with plasmids using polyethylenimine (PEI) (Polysciences, 23966-2) protocols. After about 40 hours of transient transfection, the cells were collected for experiments. For lentiviral packaging, the mixtures containing PEI/pLKO.1/dR8.9/VSVG were transfecting into HEK293T cells. The supernatant was collected at 48 and 72 hours after transfection.

### Isolation of human naive CD4^+^ T cells, Tregs, and CD8^+^ cells.

Human PBMCs were isolated from peripheral blood of healthy donors from Shanghai Blood Center. Human total CD4^+^ and CD8^+^ T cells were purified by human CD4 MicroBeads (Miltenyi Biotec, 130-045-101) and human CD8 MicroBeads (Miltenyi Biotec, 130-045-201), respectively. Human naive CD4^+^ T cells (CD4^+^CD25^lo^CD127^hi^CD45RA^+^), Tregs (CD4^+^CD25^hi^CD127^lo^), and Teff cells (CD4^+^CD25^lo^CD127^hi^) were sorted using the BD FACS Aria II Cell Sorter.

### Human iTreg induction and lentivirus infection.

Human naive CD4^+^ T cells were cultured in X-VIVO medium (Lonza, 04-418Q) containing 10% FBS, 1% GlutaMAX (Gibco, Thermo Fisher Scientific, 35050061), 1% sodium pyruvat, 1% MEM nonessential amino acids solution, and 1% penicillin–streptomycin, in the presence of Dynabeads Human T-activator CD3/CD28 (Gibco, Thermo Fisher Scientific, 11132D), treated by 100 U/mL human IL-2 (PeproTech, 200-02) and 5 ng/mL human TGF-β (R&D Systems, 7754-BH) to induce human iTregs in vitro for 7 days. For lentivirus infection, after about 5 days inducing, the lentiviral supernatants concentrated by Polyethylene Glycol 8000 (MilliporeSigma, P2139) replaced the medium of Tregs supplemented with 8 μg/mL Polybrene (MilliporeSigma, TR-1003-G). Then the mixtures were spun in a benchtop centrifuge at 975*g* or 120 minutes at 32°C. The mixtures were maintained for 12 hours in cell incubators. Lentivirus-transduced GFP^+^ Tregs were sorted using the BD FACS Aria II cell sorter.

### Flow cytometry and cytokines stimulation analysis.

Cells isolated from tissues were washed in FACS buffer (PBS containing 2% FBS and 2 mM EDTA) twice. For analysis of surface markers, cells were stained in FACS buffer with indicated antibodies for 30 minutes. FOXP3 staining was performed according to the manufacturer’s instructions (Foxp3/Transcription Factor Staining Buffer Set, eBioscience, 00-5523-00). For cytokine analysis, cells were prestimulated in culture medium with phorbol 12-myristate 13-acetate (50 ng/mL, MilliporeSigma, P1585-1MG), ionomycin (1 μM, MilliporeSigma, I3909-1ML), and Golgi Stop (BD Pharmingen: 554724) for 5 hours.

### Tumor model.

To establish lung metastasis model, LLC cells (1 million per mouse) or B16F10 cells (0.35 million per mouse) were tail intravenously injected into 8- to 10-week-old WT and cKO mice. Tumors were excised at 21 days and were digested for 30 minutes at 37°C with Collagenase IV (1 mg/mL, MilliporeSigma, C5138-1G), and DNaseI (0.15 mg/mL, MilliporeSigma, DN25-100mg) for flow cytometric analysis of the tumor microenvironment. For the subcutaneous tumor model, B16F10 cells (0.3 million per mouse) were injected into the flanks of 8- to 10-week-old WT and cKO mice. All mice were killed by cervical dislocation on day 15 after injection. Subcutaneous tumors were surgically excised, weighed, and photographed.

### Adoptive transfer colitis model.

CD45.2^+^ Tregs were sorted from the spleens of 8-week-old WT and cKO mice. Recipient Rag1^–/–^ mice were adoptively transferred intravenously with 0.45 × 10^6^ naive CD45.1^+^CD4^+^ T cells alone or coinjected with 0.15 × 10^6^ Tregs. Mice were monitored for weight and other clinical parameters as previously reported. The genotype of the recipient mice was analyzed 6 weeks after injection.

### In vitro suppression assay.

Sorted human CD8^+^ T cells were labeled with 2.5 μM CellTrace Violet (Invitrogen, C34557) for 15 minutes at 37°C. Human iTregs and labeled CD8^+^ T cells (responder) were cocultured at a ratio of 1:1, 1:2, 1:4, or 1:8 with anti-CD3/CD28 beads for activation. The responder groups included 2 control groups: one without anti-CD3/CD28 bead stimulation and one with anti-CD3/CD28 bead stimulation but without coculture with Tregs. Cells were collected after 84 hours of coculture for examining CD8^+^ T cell proliferation by BD LSRFortessa X-20.

### In vitro Treg treatment experiment.

nTregs were sorted from the spleens of 8-week-old WT and cKO mice and treated with Dynabeads Mouse T-activator CD3/CD28 (Gibco, Thermo Fisher Scientific, 11453D) or Etoposide (Selleck, S1225) for 24 or 48 hours in vitro. The expression of DNA damage marker γH2AX and proliferation marker Ki67 were detected by flow cytometry. The experiment on the effects of TCM stressors on Ku70 expression in human iTregs was conducted similarly to what was previously described (19). Human iTregs were washed and rested for 6 hours in X-Vivo medium. The culture supernatant DMEM medium from B16 and LLC cells, collected after 16 hours of incubation, was used as TCM. TCM or control DMEM medium was then mixed 50:50 with X-vivo medium and incubated on human iTregs for 24 hours. Human iTregs were incubated in X-Vivo containing IL-2 with or without the addition of TGF-β (16 ng/mL) or CoCl_2_ (0, 100, 200 μM) for 24 hours. The expression of Ku70 was detected by quantitative reverse-transcription PCR (RT-qPCR).

### IP and Western blot.

Cells were harvested, washed with PBS, and lysed on ice for 45 minutes in RIPA lysis buffer with proteinase inhibitors and phosphatase inhibitors. Cell lysates were centrifuged at 12,000 rcf, and then 1 μg of the antibodies was added into the supernatants and incubated at 4°C for 3 hours, followed by incubating with 12 μL of protein A/G Plus-agarose (Santa Cruz Biotechnology Inc., sc-2003) at 4°C for 1 hour. After washing, the precipitates were then subjected to SDS-PAGE and immunoblot analysis.

### Immunofluorescent staining.

Human iTregs were seeded in poly-l-lysine–coated glass coverslips and fixed by 4% paraformaldehyde for 15 minutes. Samples were permeabilized for 10 minutes with 0.2% Triton X-100 in PBS and blocked with 1% bovine serum albumin for 1 hour. Primary antibodies against Ku70 and FOXP3 were incubated at 4°C for 12 hours. After washing, samples were then incubated with secondary antibodies and DAPI for 1 hour at room temperature. A Leica SP8 confocal laser scanning microscope was used to observe the immunofluorescent intensity.

### RT-qPCR and bulk RNA-Seq analysis.

Total RNA was extracted using TRIzol reagent (Ambion, 15596018). Reverse transcription of RNA to cDNA was performed using the Reverse Transcriptase Kit (Vazyme, R323-01). RT-qPCR was run using SYBR qPCR Master Mix (Vazyme, Q711-02) on a ViiA7 PCR system. β-Actin was used as the reference gene. Primers used for RT-qPCR are listed in Supplemental Table 4. For RNA-Seq of tumor-infiltrating Tregs, the library construction and sequencing were conducted by Huada Corporation using the BGI-Seq500 sequencing platform. Paired-end sequence reads of 150 bp length were generated, and the clean reads were aligned to GRCm38. Gene counts were calculated and then imported into the R (version 4.1.2) for analyzing the differential gene expression by DESeq2 package (1.34.0). Significantly differentially expressed genes were defined by |log_2_FoldChange| ≥1 and *P* < 0.05 (Supplemental Table 3). Heatmap plots were generated with the R package pheatmap.

### ChIP assay for sequencing.

CD4^+^CD25^–^YFP^–^ Tconv and CD4^+^CD25^+^YFP^+^ Tregs were sorted from Foxp3^Yfp–cre^ mice for Ku70 ChIP-Seq, and Tregs were sorted from WT and cKO mice for FOXP3 ChIP-Seq. The ChIP-Seq experiments were performed with 2 biological replicates. Cells were crosslinked and the chromatin sonicated into fragments. Chromatin digestion was performed as described in the SimpleChIP Plus Enzymatic Chromatin IP Kit (Cell Signaling Technology, 9005) manual. The sheared chromatin was immunoprecipitated with antibodies against FOXP3, Ku70, or mouse control IgG overnight at 4°C, followed by precipitation with ChIP-Grade Protein G Magnetic Beads (Cell Signaling Technology, 9006S). The pulled-down DNA fragments and input samples were subjected to sequencing. Sequencing was conducted on the BGI DNBSEQ-T7 platform with 150 bp paired-end reads.

### Analysis for ChIP-Seq.

The quality of raw sequence reads was controlled using FastQC, and low quality reads (Phred score below 20) were discarded. The quality of raw sequence reads was controlled using FastQC, and low quality reads (Phred score below 20) were discarded. Raw sequences were trimmed using trim_galore with the default setting. Sequencing reads were mapped to the mouse genome mm10 using Bowtie2 with default setting. Duplicated sequences were removed by picard from GATK toolkit. The coverage and quality of the sequencing data are summarized in Supplemental Table 6. Common ChIP-Seq peaks in the given conditions were identified by merging 2 replicates for each condition, and were defined using MACS2 (50) callpeak method with the following command: macs2 callpeak -t ${name}_rep1.dedup.bam ${name}_rep2.dedup.bam -c input ${name}.dedup.bam -g mm -n ${name} -B -p 0.05, –nomodel -extsize 140. The Bdg2bw tool was used for the conversion of bedgraph to bigwig for visualization. Specific peaks between given conditions were identified by the MACS2 bdgdiff method as follows: macs2 bdgdiff --t1 ${condition1}_treat_pileup.bdg --c1 ${condition1}_control_lambda.bdg --t2 ${condition2}_treat_pileup.bdg --c2 ${condition2}_control_lambda.bdg -g 60 -l 140 --o-prefix diff. Overlaps between Chip-Seq peak and differentially expressed genes in RNA-Seq data were calculated using annotatePeak in R package ChIPseeker (51) with tssRegion being 3kb upstream or downstream. Venn plots were also generated with this condition. Integrated genome viewer (IGV) was used for the visualization of peak or region data.

### ChIP assay for qPCR analysis.

Human iTregs were induced and CD4^–^ PBMCs were isolated from healthy donors as previously described. ChIP assay was performed as previously described. The sheared chromatin was immunoprecipitated with antibodies against Ku70 or rabbit control IgG overnight at 4°C. The pulled-down DNA fragments were subjected to qPCR analysis with the primers listed in Supplemental Table 4.

### Luciferase-based transcription activity and repression assays.

The IL-2 luciferase reporter plasmid was cotransfected with a Renilla luciferase-encoding plasmid and a FOXP3-overexpressing plasmid into HEK293T cells, which were transfected with control vector or shKu70 vector. The cells were lysed and analyzed using a luciferase assay, and the results were normalized to Renilla luciferase activity according to the manufacturer’s protocol (Beyotime, RG027).

### Statistics.

Unless stated otherwise, data are represented as mean ± SD and *P* values were calculated with unpaired 2-tailed Student’s *t* test in GraphPad Prism, version 6.0. For RNA-Seq data, *P* values were adjusted using the Benjamini–Hochberg method.

### Study approval.

This study was approved by the Ethics Committee of Shanghai Chest Hospital (KS22026) and complied with all relevant ethics regulations; informed consent was obtained from each patient. Human PBMCs were isolated from peripheral blood of healthy donors from Shanghai Blood Center, which was approved by the Shanghai Blood Center Ethics Committee. All animal experiments followed the protocols approved by the Institutional Animal Care and Use Committee at the Institute of Shanghai Immunology, School of Medicine, Shanghai Jiao Tong University, under protocol number A-2022-031.

### Data availability.

The bulk RNA-Seq and ChIP-Seq data generated in this paper are available through the NCBI’s Gene Expression Omnibus database (GEO GSE247031 and GSE278950). Other data analyzed during this study are available from the GEO; accession numbers are listed in Figure 1. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

QH led the project design, conducted experiments, analyzed the data, and wrote the manuscript. NT was primarily responsible for conducting experiments and interpreting the data. JZ contributed to the collection of clinical samples. SS contributed to data analysis. HC, XL, and WZ integrated and analyzed the data. YY and YD provided technical support. XD, RL, DL, and SMD provided technical support and revised the manuscript. CW, ZC, QZ, and BL supervised the project and provided technical and material support. All authors have read and approved the final manuscript. QH is the first author in the list of shared first authors, as she initiated the project and performed all the experiments and data analysis. NT is the second author in the list of shared first authors, as she conducted the majority of the animal experiments. JZ is the third author in the list of shared first authors, as he collected clinical samples for analysis. SS is the fourth author in the list of shared first authors, as she performed data analysis for the ChIP-Seq.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental tables 1-6

Supporting data values

## Figures and Tables

**Figure 1:**
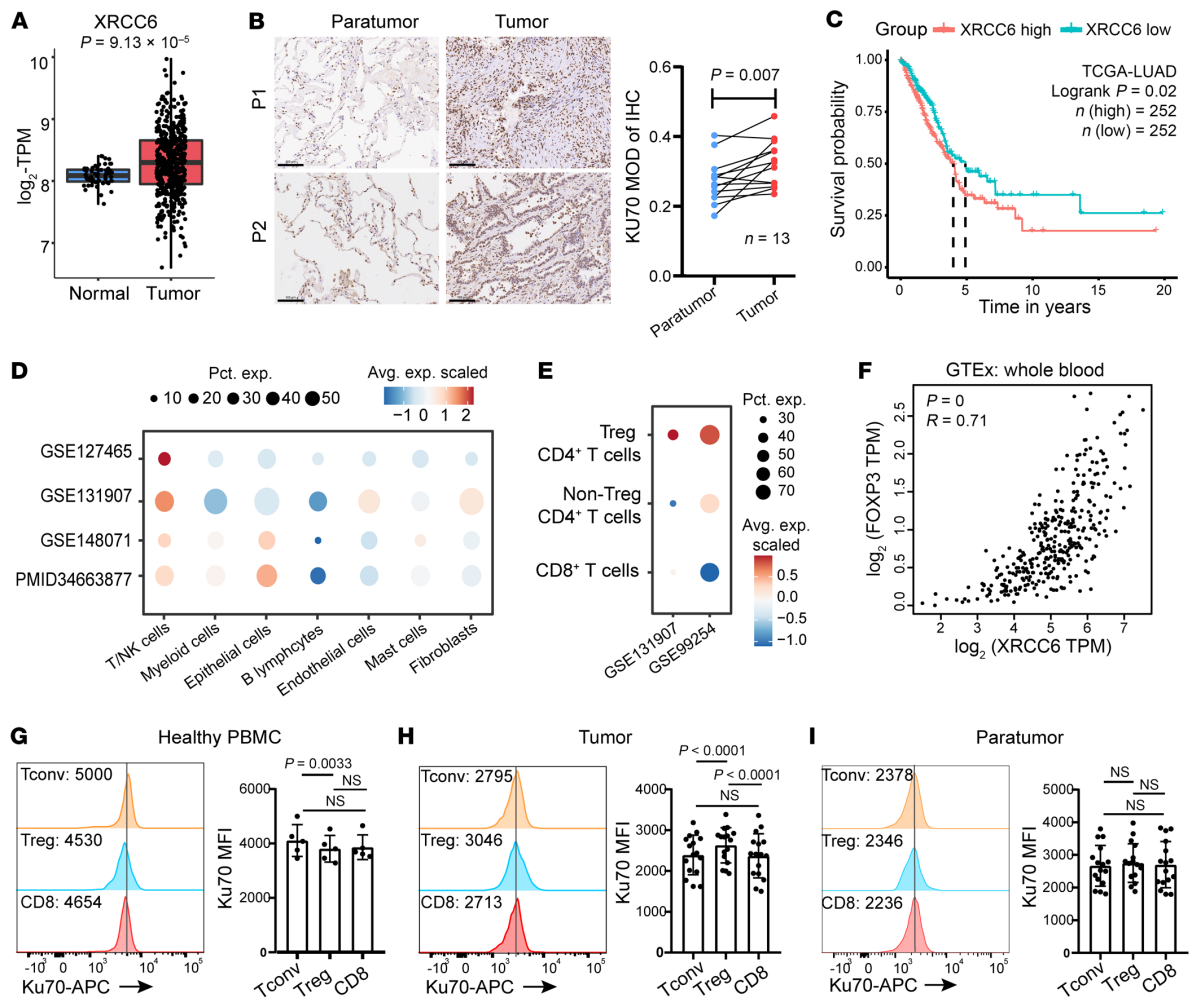
Increased Ku70 expression indicates an adverse prognosis in LUAD, particularly enhanced in tumor-infiltrating Tregs. (**A**) The expression of *XRCC6* between normal (*n* = 58) and LUAD tissues (*n* = 513) from the TCGA database. (**B**) Immunohistochemical analysis of Ku70 expression in tissues from LUAD patients (*n* = 13). Scale bar: 100 μm. (**C**) Overall survival analysis based on *XRCC6* gene expression (median) using Kaplan–Meier curves in the TCGA-LUAD cohort. The red line represents patients with high *XRCC6* expression, while the blue line represents those with low expression. *P* values were calculated using log-rank test. (**D** and **E**) Dot plot depicting *XRCC6* expression in different cell clusters. The dot size reflected the percentage of cells in a cluster expressing each gene. The dot color reflected the expression level. (**F**) Correlation between *FOXP3* expression and *XRCC6* expression in whole blood from GTEx database. Spearman’s correlation was used for calculation. (**G**–**I**) Quantification of Ku70 expression in PBMCs from healthy donors (*n* = 5; **G**), tumor tissues (**H**), and paratumor tissues (**I**) from LUAD patients (*n* = 16). Statistical analyses were performed using Student’s paired *t* test between Tregs and Tconv cells from donors and Tregs and CD8^+^ cells as well as between CD8^+^ and Tconv cells. Data are represented as means ± SD.

**Figure 2:**
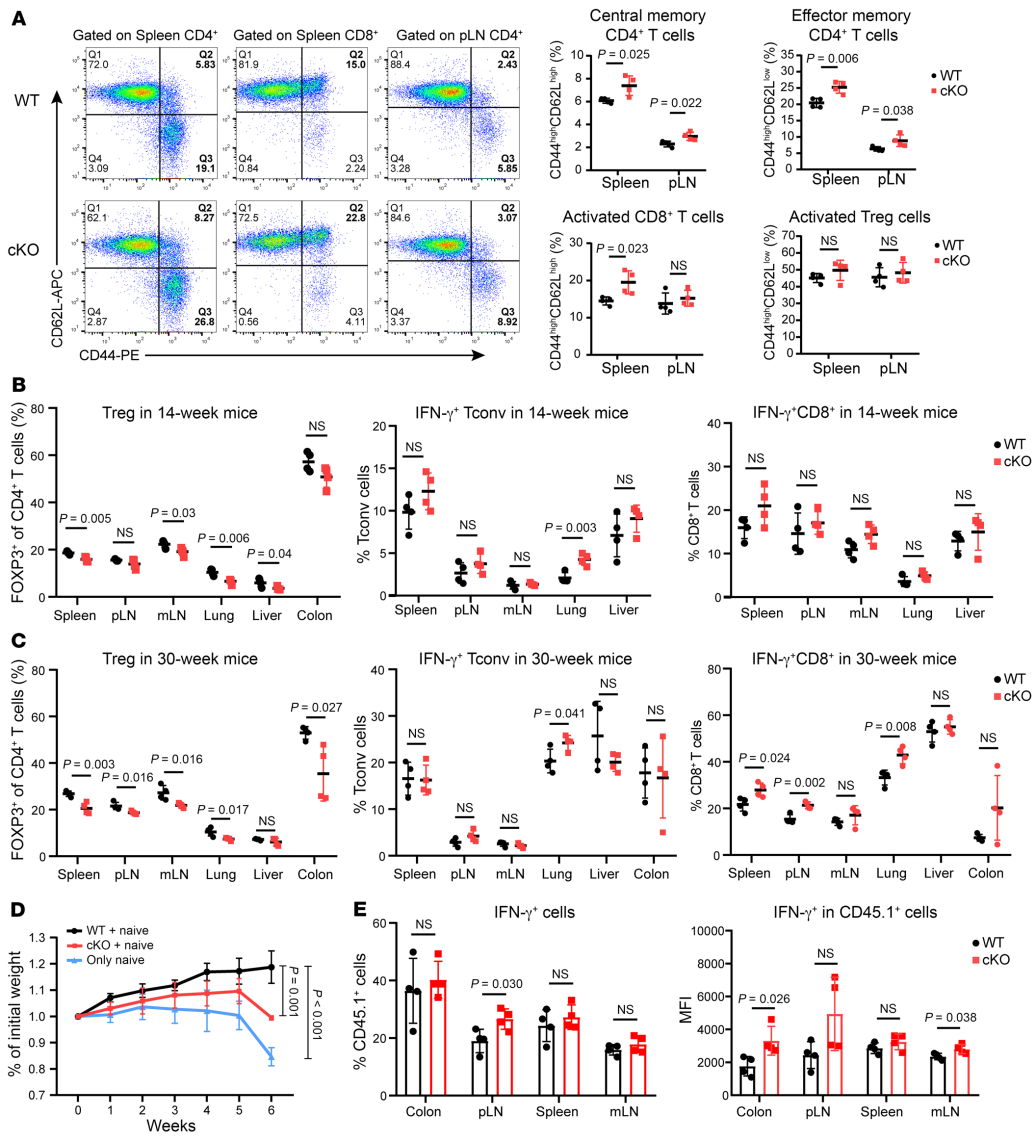
Treg-specific deletion of Ku70 enhances T cell activation in spleen and pLN. (**A**) Representative flow cytometry staining (left) for CD62L and CD44 on the surface of different subpopulations of T cells in spleen and pLNs of WT and cKO mice (14 weeks old, *n* = 4) and summaries (right) for the frequencies of the activation status of T cells are shown. (**B**) Frequency of Tregs and IFN-γ–producing CD4^+^ and CD8^+^ T cells in different organs in WT and cKO mice (14 weeks old, *n* = 4). (**C**) Frequency of Tregs and IFN-γ–producing CD4^+^ and CD8^+^ T cells in different organs in WT and cKO mice (30 weeks old, *n* = 4). (**D** and **E**) Tregs were sorted from the spleens of WT and cKO mice. Rag^–/–^ mice (*n* = 4) were injected with 0.45 × 10^6^ naive CD4^+^CD45.1^+^ T cells alone or coinjected with 0.15 × 10^6^ Tregs from WT and cKO mice. Mouse body weight was measured weekly (**D**), and frequency of IFN-γ–producing CD45.1^+^CD4^+^ T cells and mean fluorescence intensity (MFI) of IFN-γ in different organs in recipient mice was also measured (**E**). Data are representative of 3 independent experiments. Data are represented as means ± SD. Significance was measured by unpaired 2-tailed Student’s *t* test.

**Figure 3:**
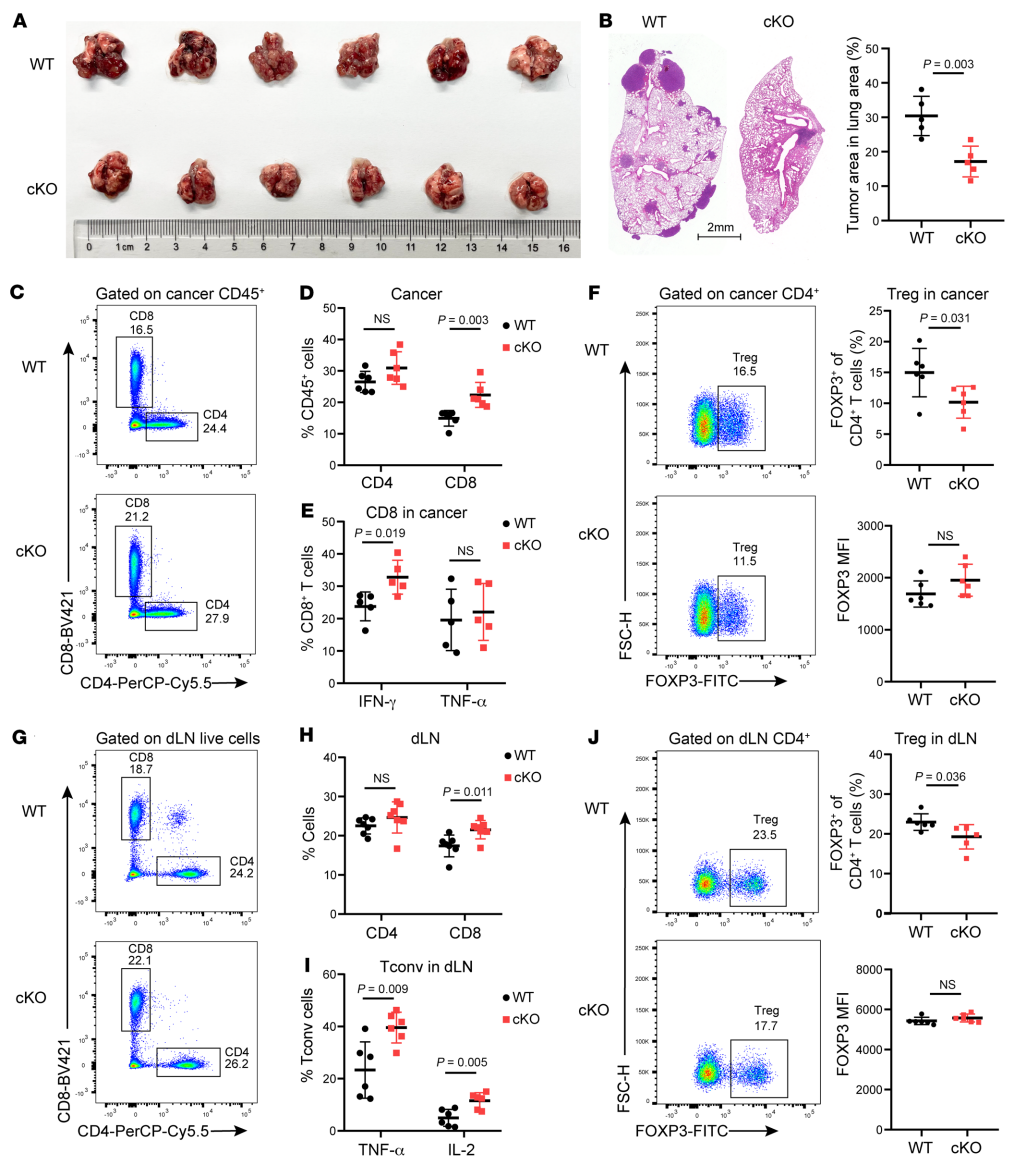
The absence of Ku70 in Tregs unleashes potent pulmonary antitumor immune responses. (**A**) Macroscopic evaluation of tumor size in lung from LLC-bearing WT and cKO mice (*n* = 6) at 21 days after tail-vein injection. (**B**) Representative lung histopathology images and percentage of lung area occupied by tumor lesions based on lung histopathological analysis (*n* = 5). (**C** and **D**) Representative histogram of CD4^+^ and CD8^+^ T cells (**C**) in lung cancer and summaries (**D**) for the frequencies (*n* = 6). (**E**) Frequency of IFN-γ– and TNF-α–producing CD8^+^ T cells in tumor of WT and cKO mice (*n* = 5). (**F**) Representative histogram of Treg proportion (left) in lung cancer and summaries (right) for the frequencies and Foxp3 MFI (*n* = 6). (**G** and **H**) Representative histogram of CD4^+^ and CD8^+^ T cells (**G**) in dLNs and summaries (**H**) for the frequencies (*n* = 6). (**I**) Frequency of TNF-α– and IL-2–producing Tconv cells in dLNs of WT and cKO mice (*n* = 6). (**J**) Representative histogram of Treg proportion (left) in dLNs and summaries (right) for the frequencies and Foxp3 MFI (*n* = 6). Data are represented as means ± SD. Significance was measured by unpaired 2-tailed Student’s *t* test.

**Figure 4:**
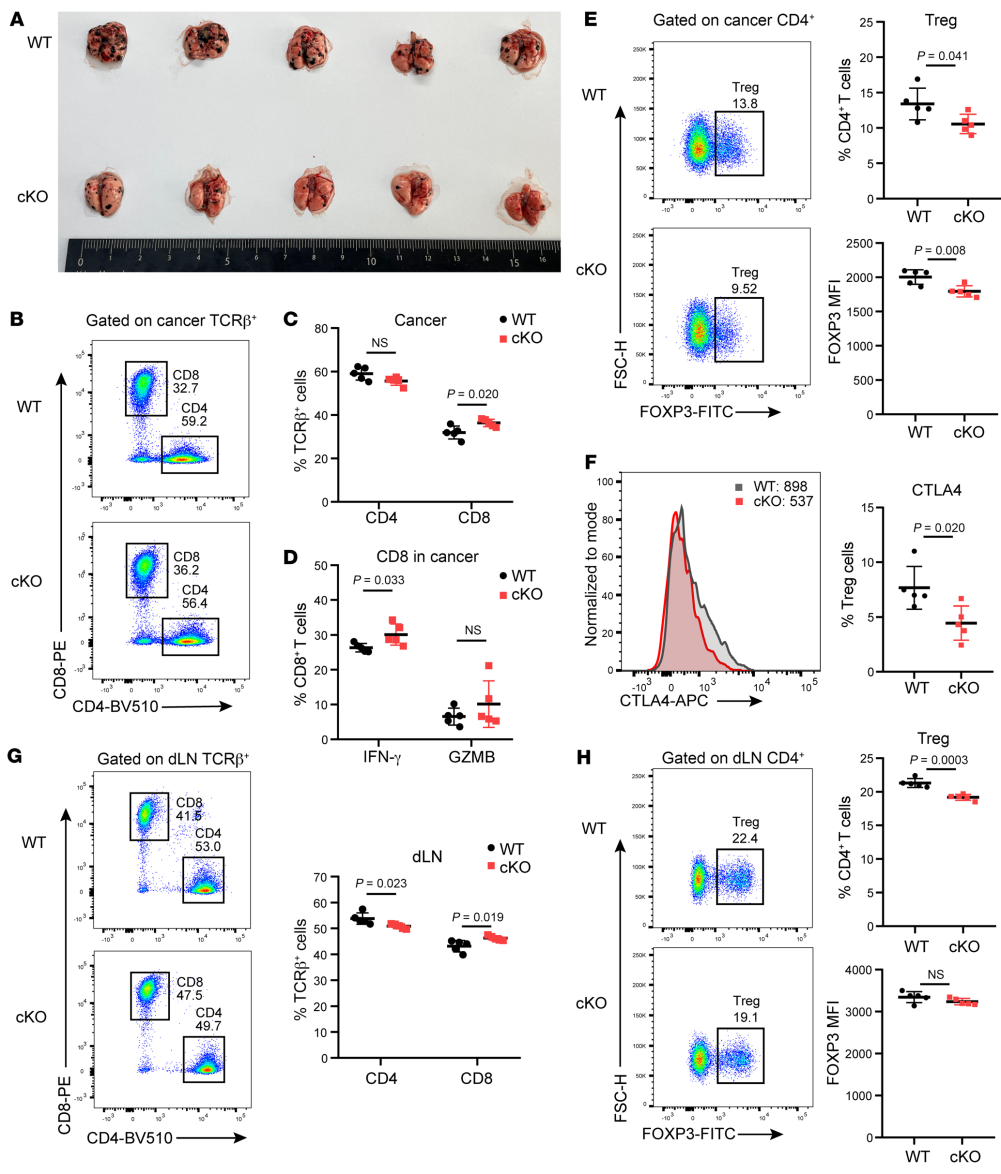
Tregs with Ku70 depletion trigger robust immune responses to restrain melanoma lung metastasis. (**A**) Macroscopic evaluation of tumor size in lung from B16F10-bearing WT and cKO mice (*n* = 5) at 21 days after tail-vein injection. (**B** and **C**) Representative histogram of CD4^+^ and CD8^+^ T cells (**B**) in lung cancer and summaries (**C**) for the frequencies (*n* = 5). (**D**) Frequency of IFN-γ– and GZMB-producing CD8^+^ T cells in tumor of WT and cKO mice (*n* = 5). (**E**) Representative histogram of Treg proportion (left) in lung cancer and summaries (right) for the frequencies and Foxp3 MFI (*n* = 5). (**F**) Representative histogram of CTLA4 expression (left) in lung cancer and proportion summaries (right) for CTLA4^+^ Tregs in tumor (*n* = 5). (**G**) Representative histogram of CD4^+^ and CD8^+^ T cells in tumor dLNs and summaries for the frequencies (*n* = 5). (**H**) Representative histogram of Treg proportion (left) in dLNs and summaries (right) for the frequencies and Foxp3 MFI (*n* = 5). Data are represented as means ± SD. Significance was measured by unpaired 2-tailed Student’s *t* test.

**Figure 5:**
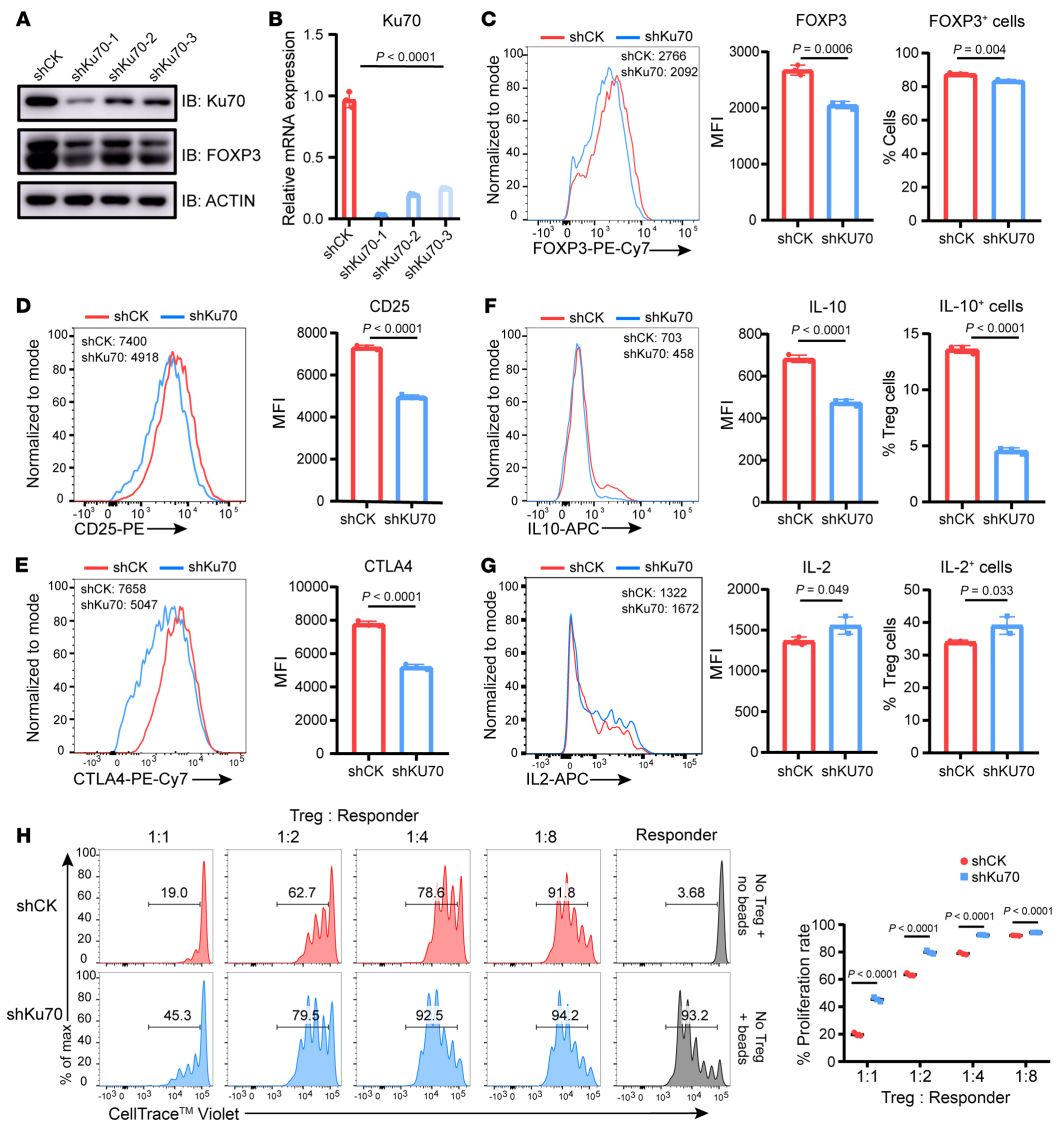
Human iTreg suppressive function is compromised upon knockdown of Ku70. (**A** and **B**) Ku70 knockdown assay was performed in human iTregs using shRNA-Ctrl (shCK) or shRNA-Ku70 (shKu70) lentiviruses, and the expression levels of Ku70 and FOXP3 were examined by Western blot (**A**) and qRT-PCR (**B**). (**C**–**E**) Representative histogram of protein abundance of FOXP3, CD25, and CTLA4 in control and shKu70 knockdown human iTregs and summaries for the MFI. (**F** and **G**) IL-10 and IL-2 production from human iTregs were assessed after knockdown of Ku70 by lentiviruses carrying Ku70 shRNA. (**H**) In vitro suppression assay was performed in human iTregs with or without Ku70 knockdown. Human iTreg and CD8^+^ T cells (responder) were cocultured for 84 hours at a ratio of 1:1, 1:2, 1:4, or 1:8 with anti-CD3/CD28 beads for activation. The responder groups include 2 control groups: one without anti-CD3/CD28 bead stimulation and one with anti-CD3/CD28 bead stimulation but without coculture with Tregs. The generations of proliferating responder were monitored by dye dilution of CellTrace Violet (CTV). Data are representative of 3 independent experiments. Data are represented as means ± SD. Significance was measured by unpaired 2-tailed Student’s *t* test.

**Figure 6:**
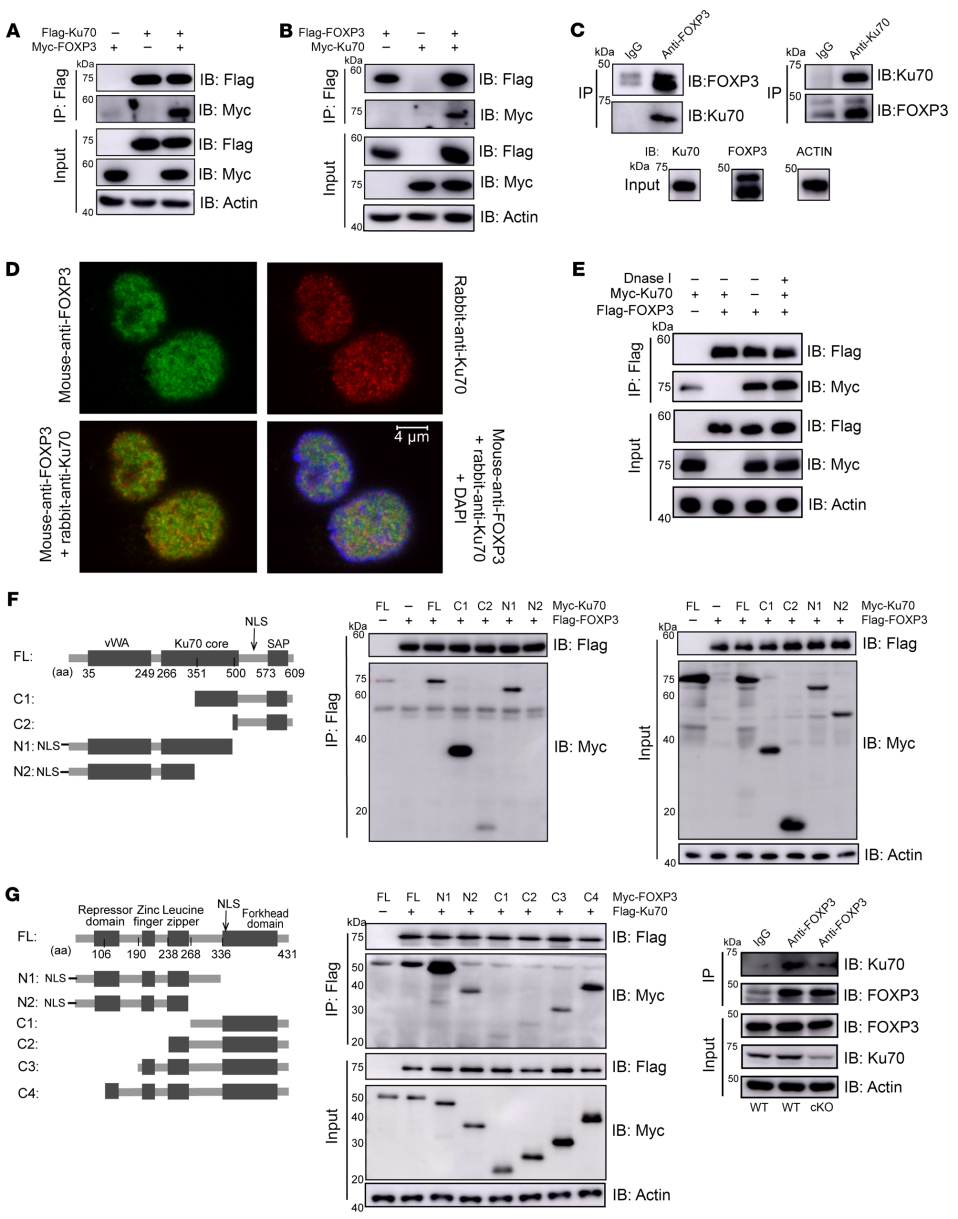
FOXP3 physically interacts with Ku70. (**A** and **B**) HEK293T cells were transfected with Flag-Ku70/Myc-FOXP3 (**A**) or Flag-FOXP3/Myc-Ku70 (**B**). Cell lysate was IP with anti-Flag antibody plus protein A/G beads. The results were analyzed by Western blotting using the indicated antibodies. (**C**) Endogenous IPs with anti-Ku70 or anti-FOXP3 antibody were performed in human iTregs induced in vitro. The results were detected by Western blotting with indicated antibodies. (**D**) IF analysis of Ku70 (red), FOXP3 (green), and DAPI (blue) in human iTregs after 24-hour activation by anti-CD3/CD28 beads. (**E**) HEK293T cells were transfected with Flag-FOXP3/Myc-Ku70. DNase I (10 U) were added to HEK293T lysates, which were subjected to IP using anti-FLAG antibody followed by Western blotting. (**F**) Schematic representations of the plasmids encoding full-length (WT) and truncated mutants of Ku70 (left). Flag-tagged FOXP3 was cotransfected into HEK293T cells with the indicated Myc-tagged Ku70 constructs and IP with anti-Flag antibody followed by Western blotting. vWA, von Willebrand A domain; NLS, nuclear localization signal; SAP, SAF-A/B, acinus and PIAS domain. Ku70 mutant constructs include Ku70-C1 (amino acids [aa] 351–609), Ku70-C2 (aa 500–609), Ku70-N1 (aa 1–500), and Ku70-N2 (aa 1–351), with each fused to a Myc tag. (**G**) Schematic diagram of FOXP3 and the deletion constructs (left). Flag-tagged Ku70 was cotransfected into HEK293T cells with the indicated Myc-tagged FOXP3 constructs and IP with anti-Flag antibody followed by Western blotting. (**H**) Naive CD4^+^ T cells were sorted from spleen of WT or cKO mice (8 weeks old), then were induced into iTregs in vitro. Endogenous IPs with anti-Foxp3 or IgG antibody were performed after 5 days of induced differentiation. The results were analyzed by Western blotting using the indicated antibodies.

**Figure 7:**
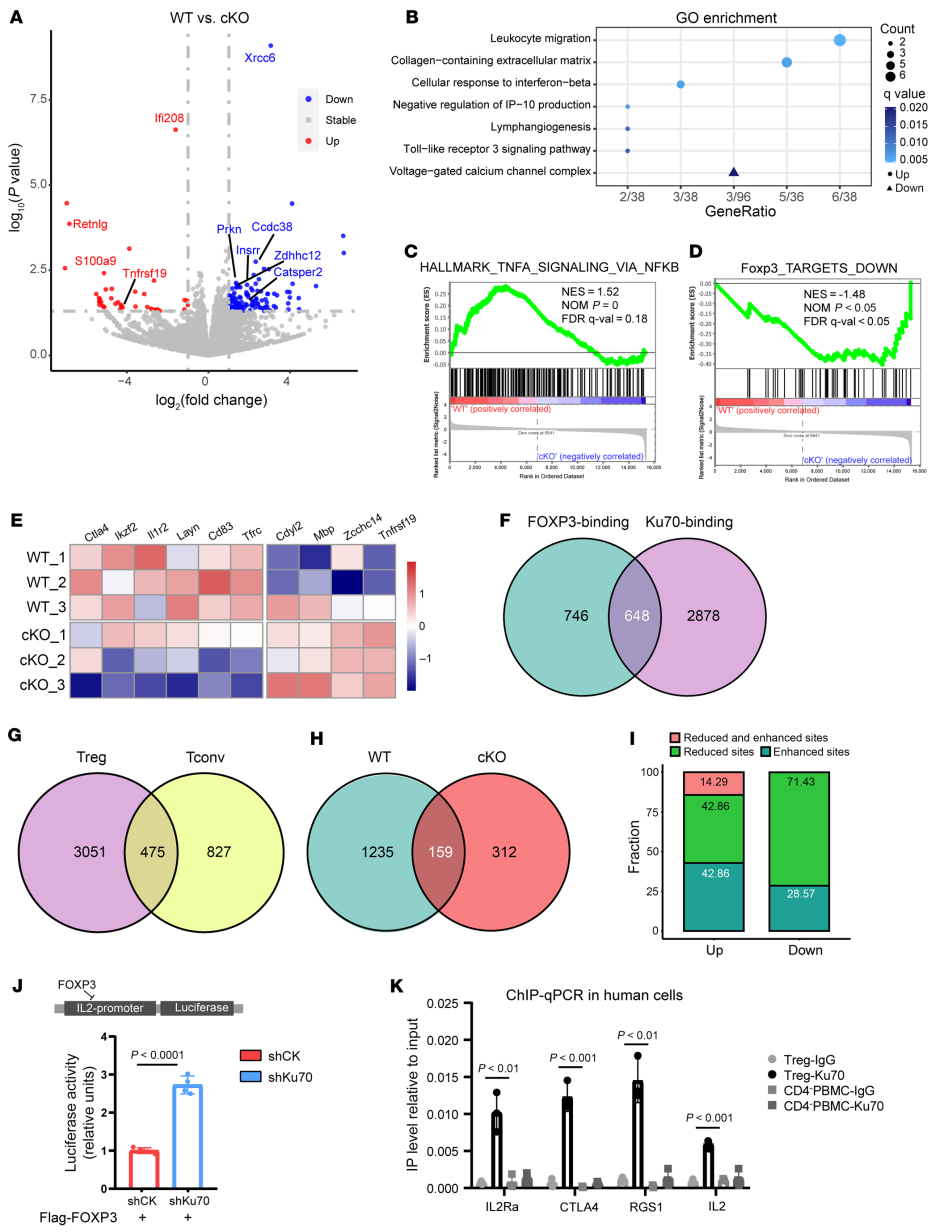
Ku70 enhances the functionality of FOXP3 transcription. (**A**) Volcano plot generated from RNA-Seq differential expression analysis using tumor-infiltrating Tregs. Tregs were isolated from LLC tumor-bearing WT or cKO mice at 21 days after tumor injection. Compared with the WT group, blue represents decrease in the cKO group, and red represents increase. The horizontal line denotes the significance threshold (*P* < 0.05) for DEGs. The vertical line denotes the log_2_(foldchange) threshold of 1. (**B**) Gene Ontology analysis of enriched pathways of upregulated genes (circle) or downregulated genes (triangle) in RNA-Seq. (**C** and **D**) GSEA enrichment plots of the indicated signatures in tumor-infiltrating WT and Ku70-deficient Tregs. (**E**) Heatmap showing expression of selected FOXP3-associated genes. (**F**) Venn diagram of FOXP3 ChIP-Seq peaks and Ku70 ChIP-Seq peaks in Tregs from *FOXP3*^Cre^ mice. (**G**) Venn diagram of Ku70 ChIP-Seq peaks in Tregs and Tconv cells from Foxp3Cre mice. (**H**) Venn diagram of FOXP3 ChIP-Seq peaks in Tregs from *FOXP3*^Cre^ and *FOXP3^Cre^XRCC6^fl/fl^* mice. (**I**) The bar graph illustrates the changes in FOXP3 binding for the differentially expressed genes that harbor altered FOXP3 binding sites. (**J**) HEK293T cells were cotransfected with either IL-2 promoter luciferase reporter and FOXP3-overexpressing plasmid, control vector, or shKu70 vector. Data were normalized to Renilla luciferase activity; the average induction in control group was set at 100%. (**K**) Anti-Ku70 or control rabbit Ig was used to precipitate crosslinked protein–DNA complexes from human iTreg lysates of CD4-negative (CD4^–^) PBMC lysates. The crosslinking of the immunoprecipitated material was removed and protease treated, and the DNA was purified. Ku70 IP versus the IgG fold enrichment ratio was determined from duplicate ChIP assay evaluated in duplicate by qRT-PCR. Data were normalized to input chromatin (normalized for nonspecific chromatin IP). *P* value was calculated between iTreg-Ku70 and CD4^–^ PBMCs. Data are represented as the mean ± SD. Significance was measured by unpaired 2-tailed Student’s *t* test.

# Supplementary material for: Nonclassical action of Ku70 promotes Treg-suppressive function through a FOXP3-dependent mechanism in lung adenocarcinoma
**Source:** J Clin Invest. 2024 Oct 24;134(23):e178079. doi: 10.1172/JCI178079
**Supplement:** Supplemental data

## Supplemental Figure

Figure S1

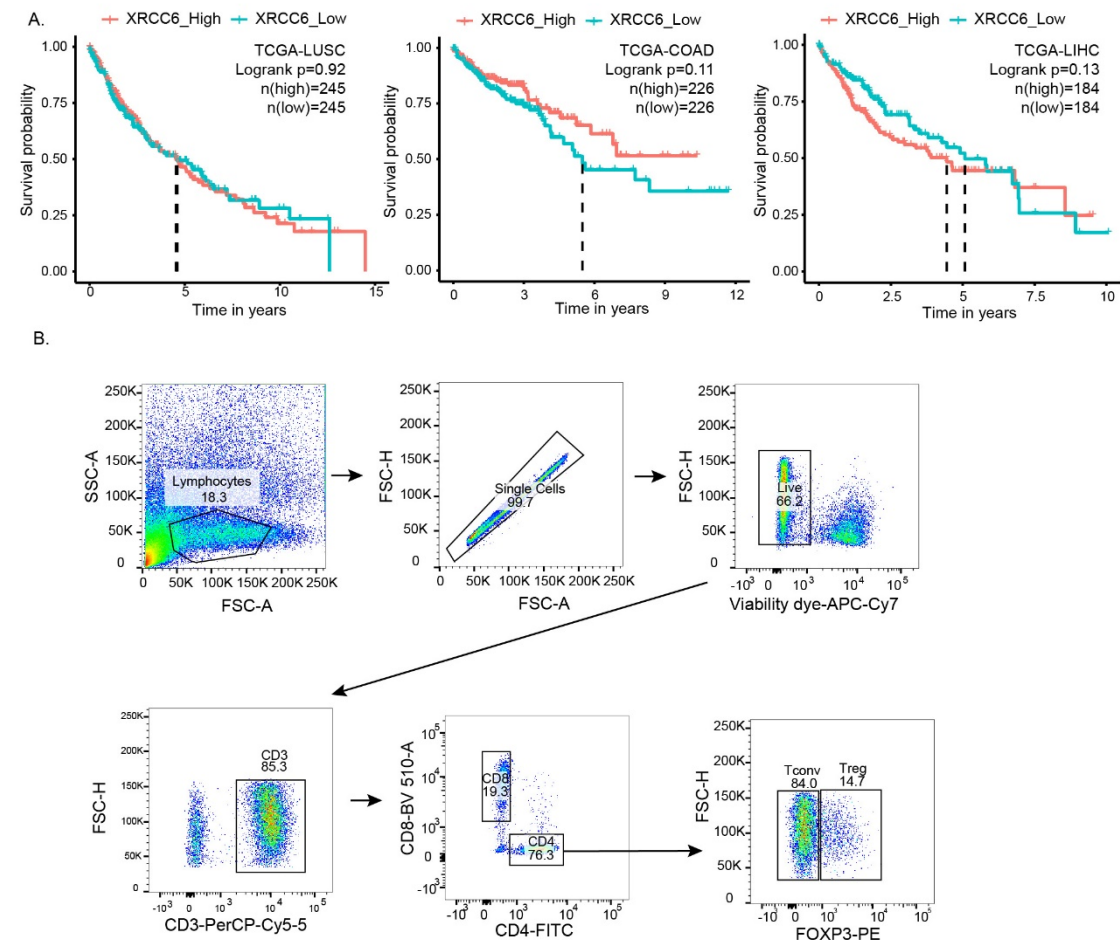

**Figure S1 The Kaplan-Meier curves of Ku70 in diverse cancer types and flow cytometry gating strategy of patient samples. (A)** Overall survival analysis based on *XRCC6* gene expression (median) using Kaplan–Meier curves in the TCGA-LUSC, TCGA-COAD and TCGA-LIHC cohort. The red line represents patients with high *XRCC6* expression, while the blue line represents those with low expression. P-values were calculated using log-rank test. **(B)** Flow cytometry gating strategy of the patient samples to isolate CD8<sup>+</sup> T cells, CD4<sup>+</sup>FOXP3<sup>-</sup> Tconv cells and CD4<sup>+</sup>FOXP3<sup>+</sup> Treg cells.

Figure S2

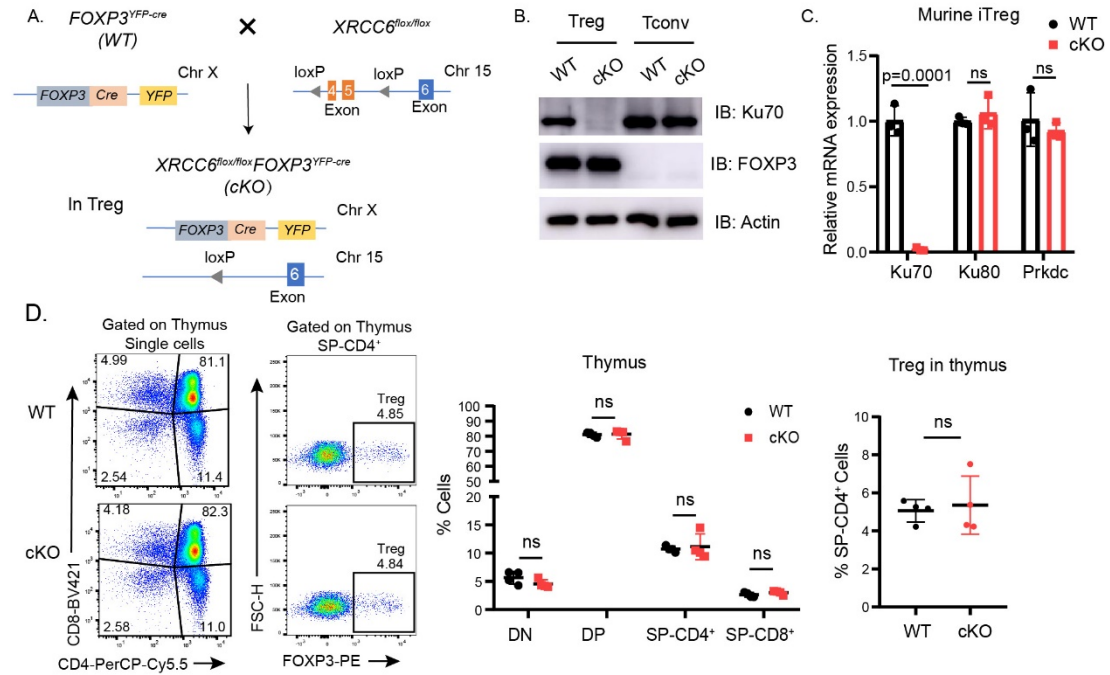

**Figure S2 The development of T cell was comparable in WT and *cKO* mice.** (A) Schematic illustration of the strategy used to generate Treg-specific Ku70 knockout mice. (B) Immunoblot analysis of Ku70 expression in Treg cells and Tconv cells from WT and *cKO* mice. (C) qRT-PCR analysis of Ku70, Ku80 and Prkdc expression in Treg cells and Tconv cells from WT and *cKO* mice. (D) CD4<sup>+</sup>CD8<sup>-</sup> double negative (DN), CD4<sup>+</sup>CD8<sup>+</sup> double positive (DP), CD4<sup>+</sup> T cells (SP-CD4<sup>+</sup>), CD8<sup>+</sup> T cells (SP-CD8<sup>+</sup>) and Treg cells, in the thymus from WT and *cKO* mice (6-week-old, n=4). Data are representative of 3 independent experiments. Data are represented as the mean  $\pm$  SD. The significances were measured by unpaired two-tailed Student's *t*-test. NS, not significant.

Figure S3

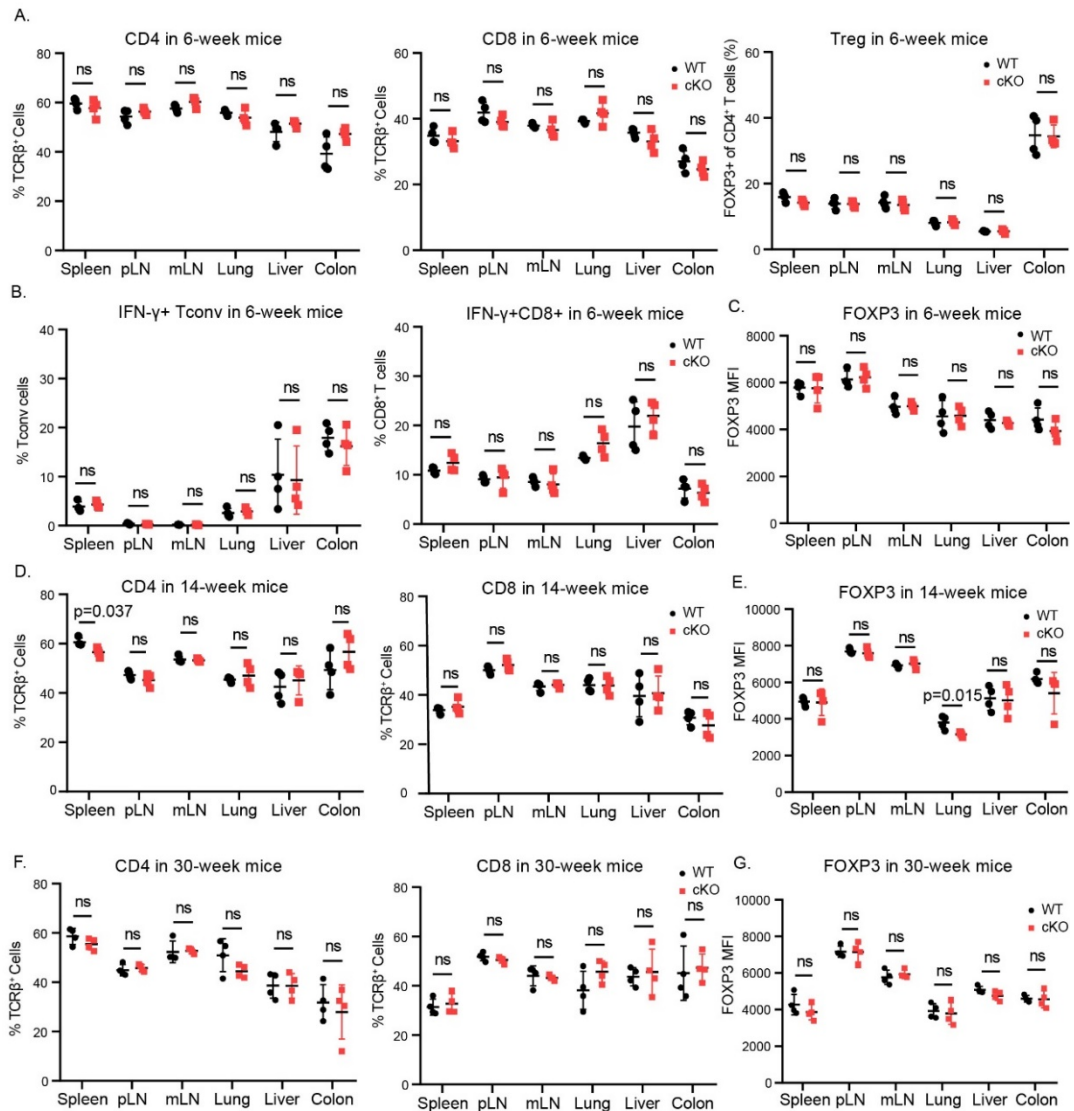

**Figure S3. Alterations in immune homeostasis in various tissues of mice at different ages.** (A) Frequency of CD4<sup>+</sup>, CD8<sup>+</sup> T and Treg cells in different organs in WT and cKO mice (6-week-old, n=4). (B) Frequency of IFN-γ producing Tconv and CD8<sup>+</sup> T cells in different organs in WT and cKO mice (6-week-old, n=4). (C) Mean fluorescence intensity of FOXP3 in different organs in WT and cKO mice (6-week-old, n=4). (D) Frequency of CD4<sup>+</sup>, CD8<sup>+</sup> T and Treg cells in different organs in WT and cKO mice (14-week-old, n=4). (E) Mean fluorescence intensity of FOXP3 in different organs in WT and cKO mice (14-week-old, n=4). (F) Frequency of CD4<sup>+</sup>, CD8<sup>+</sup> T and Treg cells in different organs in WT and cKO mice (30-week-old, n=4). (G) Mean fluorescence intensity of FOXP3 in different organs in WT and cKO mice (30-week-old, n=4). Data are represented as the mean ± SD. The significances were measured by unpaired two-tailed Student's t-test. ns, not significant.

Figure S4

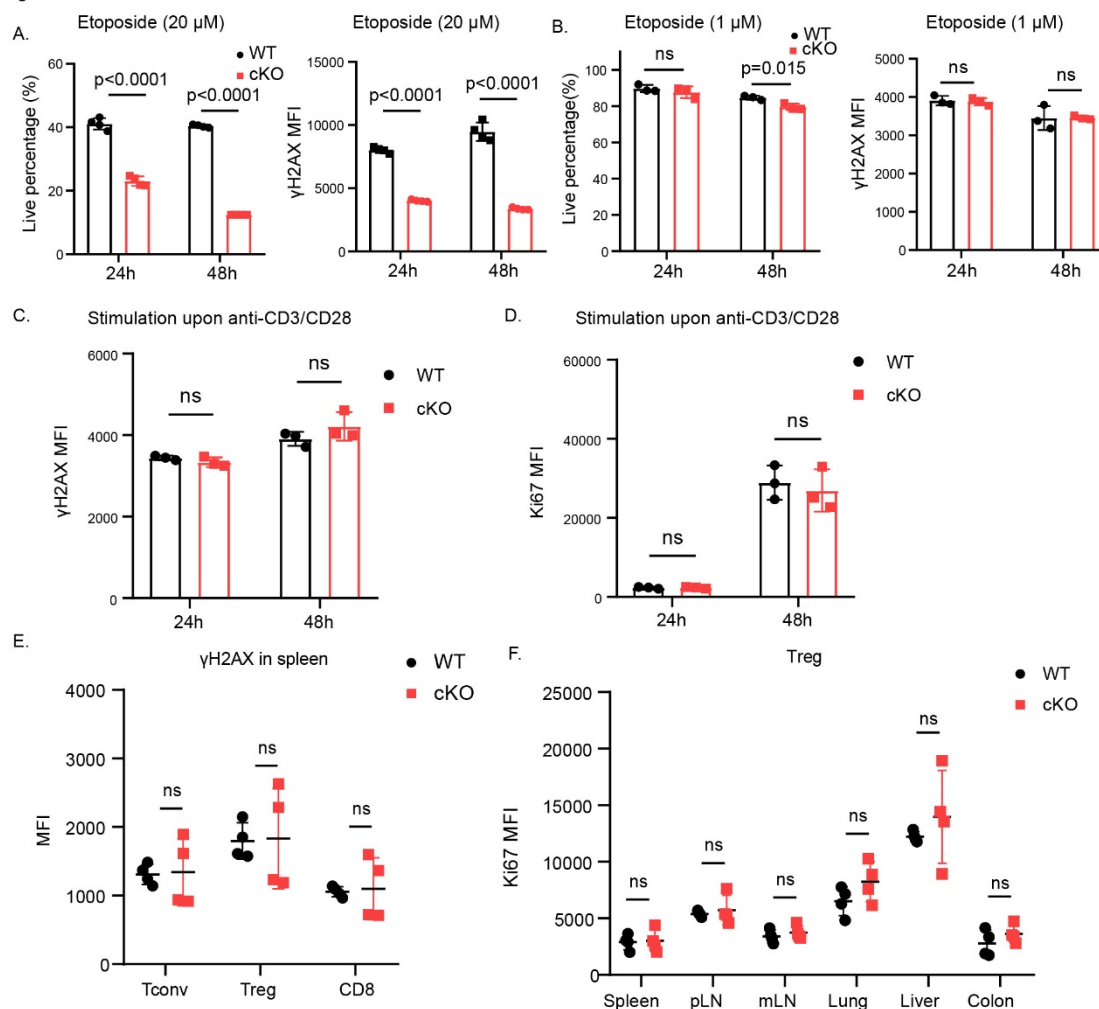

**Figure S4 Changes in DNA damage and proliferation status in Ku70-deficient Treg cells.** (A-B) Natural Treg cells were sorted from the spleens of WT or cKO mice (8-week-old) and then treated with the topoisomerase II inhibitor etoposide for 24 or 48 hours in vitro. The cells were collected to assess cell viability and the expression of the DNA damage marker  $\gamma$ H2AX by flow cytometry. (C-D) Natural Treg cells were sorted from the spleens of WT or cKO mice (8-week-old) and then stimulated with anti-CD3/CD28 beads for 24 or 48 hours in vitro. The cells were collected and analyzed by flow cytometry for the expression of DNA damage marker  $\gamma$ H2AX and cell proliferation marker Ki67. (E-F) The expression of proliferation marker Ki67 and DNA damage marker  $\gamma$ H2AX in T cells from WT and cKO mice (14-week-old, n=4). Data are represented as the mean  $\pm$  SD. The significances were measured by unpaired two-tailed Student's t-test. ns, not significant.

Figure S5

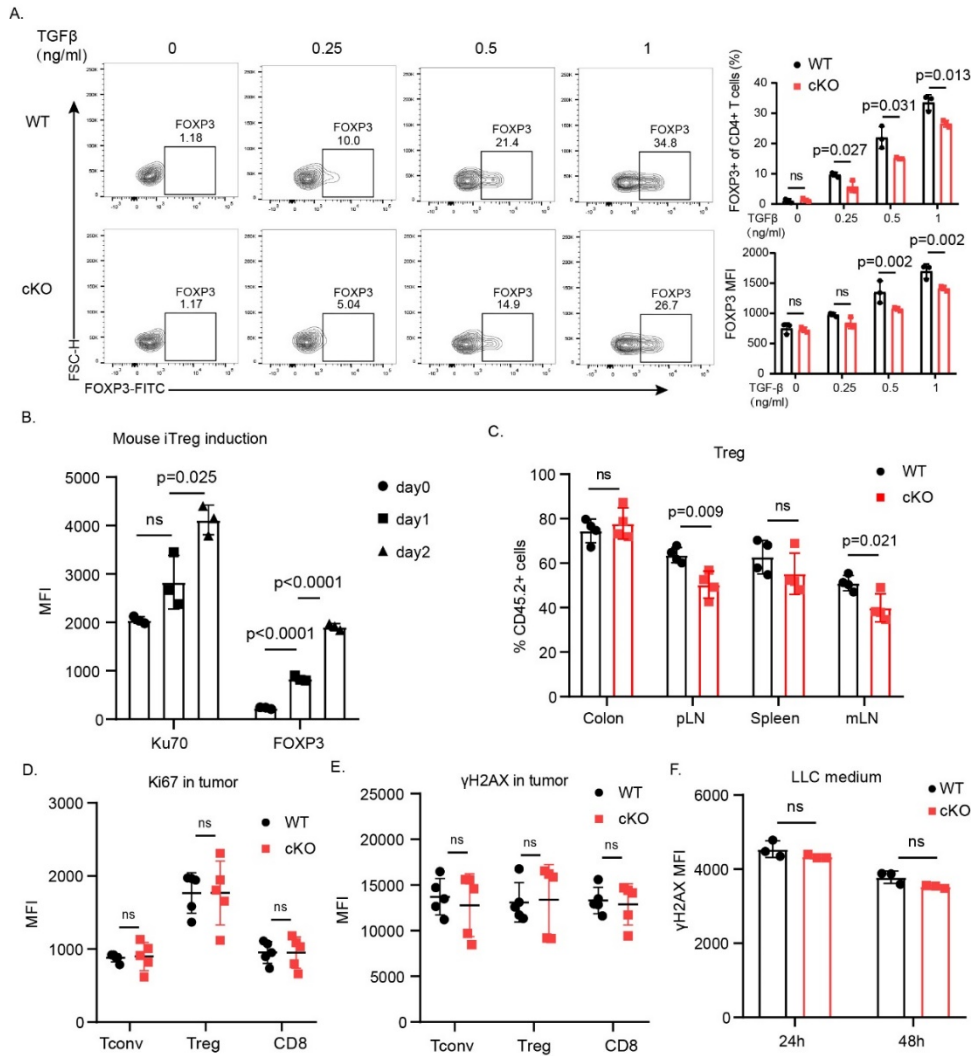

**Figure S5 Ku70 affects the induced differentiation of Treg cells.** (A) Naïve CD4<sup>+</sup> T cells were sorted from spleen of WT and cKO mice (14-week-old), then, were induced into iTreg cells in vitro. The differentiation efficiency of Tregs was determined by the frequencies of Foxp3<sup>+</sup> cells. (B) Naïve CD4<sup>+</sup> T cells were sorted from spleen of WT mice (8-week-old), then, were induced into iTreg cells in vitro. The expression levels of FOXP3 and Ku70 were assessed by flow cytometry. (C) Frequency of CD45.2<sup>+</sup> Treg cells in different organs in recipient mice (n=4) with adoptive transfer colitis models at six weeks. (D-E) The expression of proliferation marker Ki67 and DNA damage marker γH2AX in tumor-infiltrating T cells from B16F10-bearing WT and cKO mice (n=5). (F) Natural Treg cells were sorted from the spleens of WT or cKO mice (8-week-old) and then treated with LLC conditional medium for 24 or 48 hours in vitro. The cells were collected to assess the expression of the DNA damage marker γH2AX by flow cytometry. Data are represented as the mean ± SD. The significances were measured by unpaired two-tailed Student's *t*-test. NS, not significant.

Figure S6

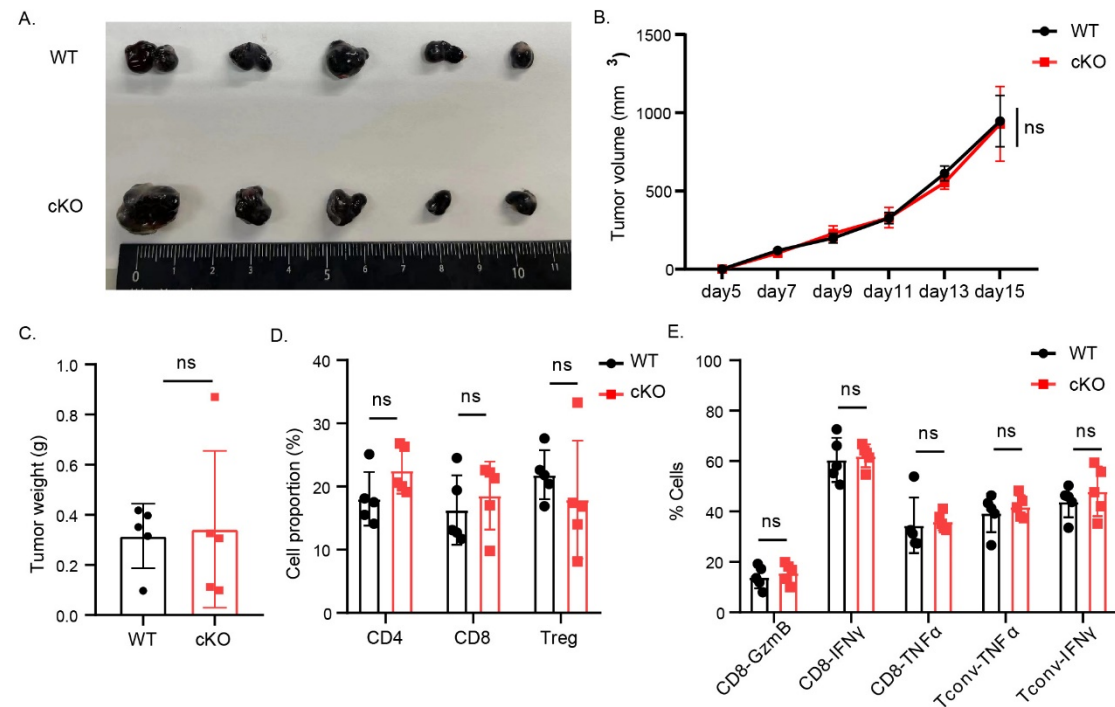

**Figure S6 The deletion of Ku70 in Treg cells fails to inhibit the growth of the B16F10 subcutaneous tumor model.** (A) Macroscopic evaluation of subcutaneous tumor size from B16-bearing WT and cKO mice (n=5) on day 15 post-injection. (B) Tumor growth curves are summarized. Data are represented as the mean  $\pm$  SEM. (C) The final tumor volumes after 15 days are summarized. (D) Frequencies of CD4<sup>+</sup>, CD8<sup>+</sup> T and Treg cells in B16 subcutaneous tumors from WT and cKO mice (n=5). (E) Frequency of GzmB, IFN $\gamma$  and TNF $\alpha$  producing CD4<sup>+</sup> and CD8<sup>+</sup> T cells in B16 subcutaneous tumors of WT and cKO mice (n=5). Data are represented as the mean  $\pm$  SD. The significances were measured by unpaired two-tailed Student's t-test. ns, not significant.

Figure S7

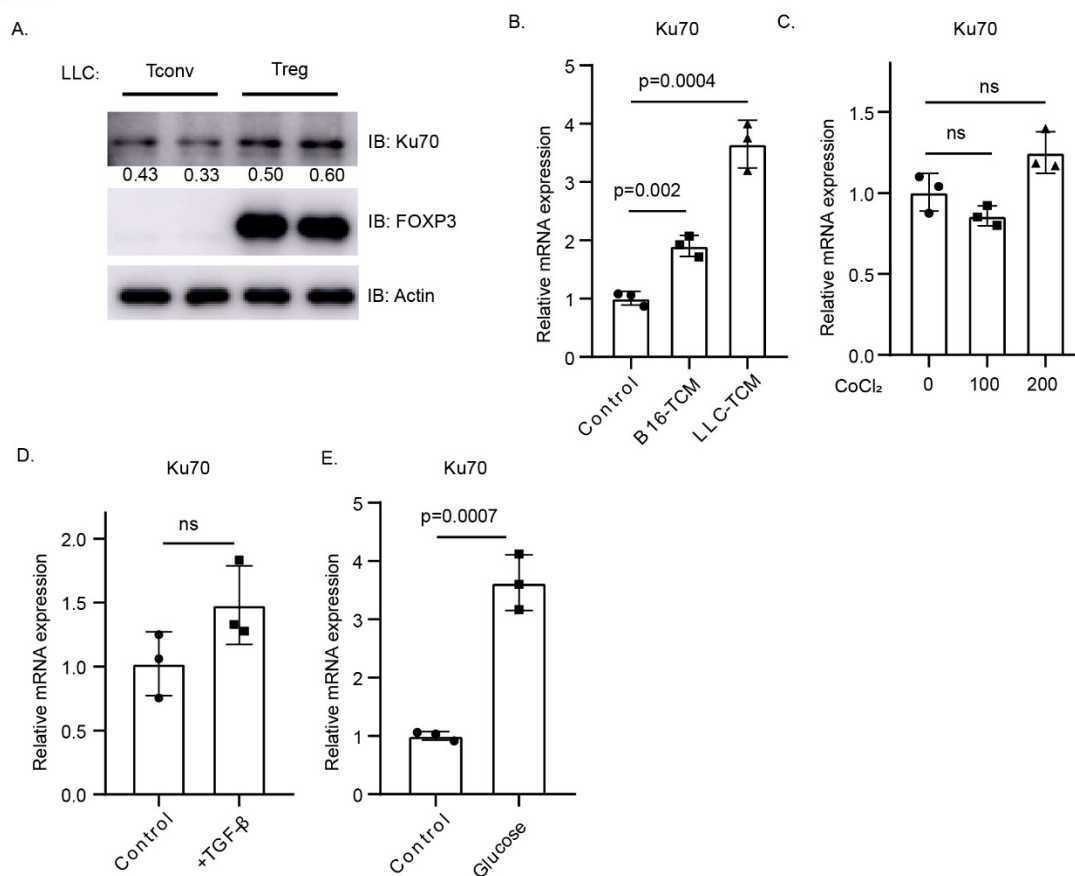

**Figure S7 The impact of the tumor microenvironment on Ku70 expression in Treg cells.** (A) The detection of Ku70 expression in different T-cell types from murine tumor models by immunoblotting assay. These cells were isolated from LLC tumor-bearing mice at 21 days after tumor injection by flow cytometry. (B) Ku70 mRNA level in human iTreg cells in control T cell medium compared to addition of tumor cell-treated medium at 50:50 with T cell medium for 24 hours (n=3). (C) The mRNA level of Ku70 in human iTreg cells was measured after treatment with different concentrations of CoCl<sub>2</sub> (0, 100, 200μM) for 24 hours to induce a hypoxic environment (n=3). (D) The mRNA level of Ku70 in human iTreg cells with the addition of TGF-β (16ng/ml) in medium for 24 hours (n=3). (E) The mRNA level of Ku70 in Treg cells after exposure to glucose-restricted conditions after 24 hours relative to normal medium (n=3). Data are represented as the mean ± SD. The significances were measured by unpaired two-tailed Student's t-test. ns, not significant.

Figure S8

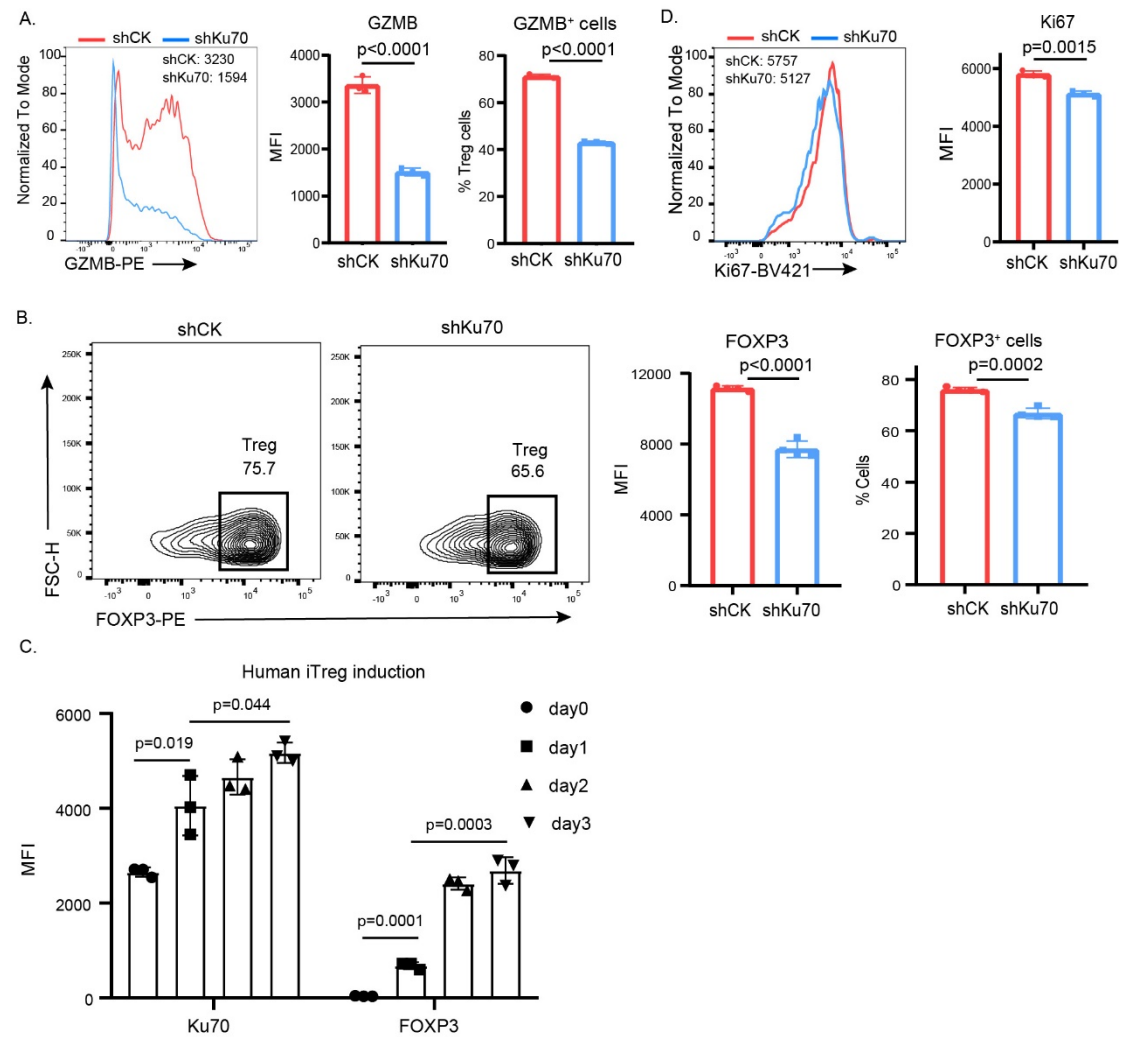

**Figure S8 The effect of Ku70 knockdown on human iTreg cells.** (A) GZMB production from human iTreg cells were assessed after knockdown of Ku70 by lentiviruses carrying Ku70 shRNA. (B) Ku70 was knocked down in naïve CD4<sup>+</sup> T cells by shKu70 lentivirus. After puromycin selection, the human naïve CD4<sup>+</sup> T cells with Ku70 knockdown were induced into iTreg cells *in vitro*. The differentiation efficiency of Tregs was determined by the frequencies of FOXP3<sup>+</sup> cells. (C) Naïve CD4<sup>+</sup> T cells were sorted from donor PBMC, then, were induced into iTreg cells *in vitro*. The expression levels of FOXP3 and Ku70 were assessed by flow cytometry. (D) Representative histogram and the quantification of Ki67 MFI in Treg cells carrying shCK or shKu70. Data are representative of 3 independent experiments. Data are represented as the mean  $\pm$  SD. The significances were measured by unpaired two-tailed Student's *t*-test. NS, not significant.

Figure S9

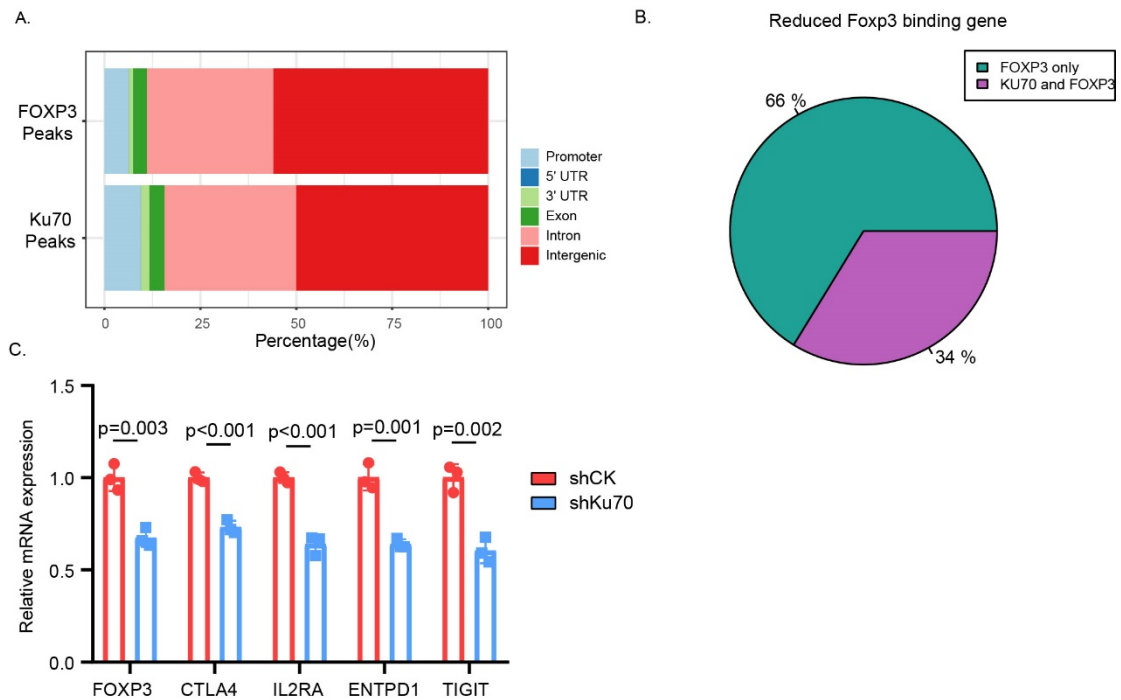

**Figure S9. Chip-seq data confirmed that Ku70 supports the activity of FOXP3 transcription.**

(A) Peak annotation of FOXP3-binding and Ku70-binding sites in Treg cells. (B) Pie chart illustrated the percentage of FOXP3- and Ku70-binding within the reduced FOXP3-binding sites. (C) qRT-PCR analysis of down-regulated genes in Ku70 knockdown human Treg cells.

# Supplementary material for: Nonclassical action of Ku70 promotes Treg-suppressive function through a FOXP3-dependent mechanism in lung adenocarcinoma
**Source:** J Clin Invest. 2024 Oct 24;134(23):e178079. doi: 10.1172/JCI178079

## Full unedited gel for Figure 5A

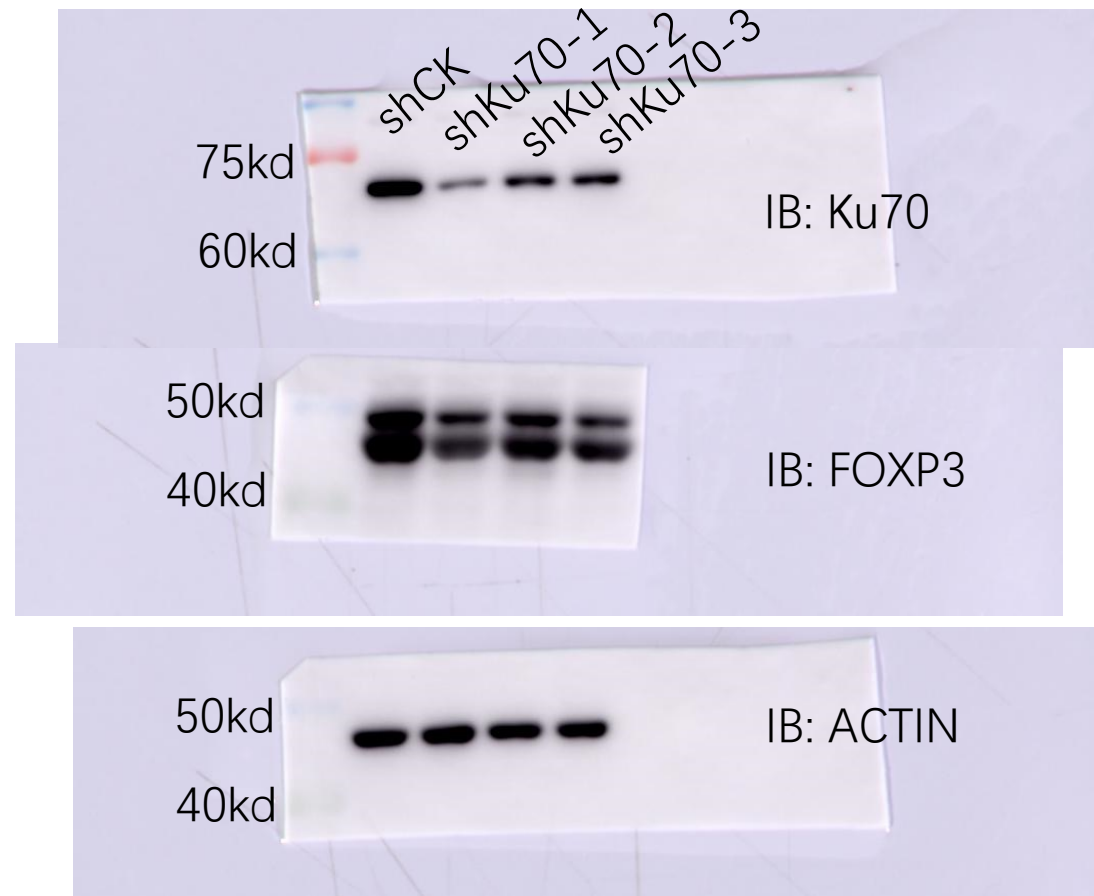

## IP

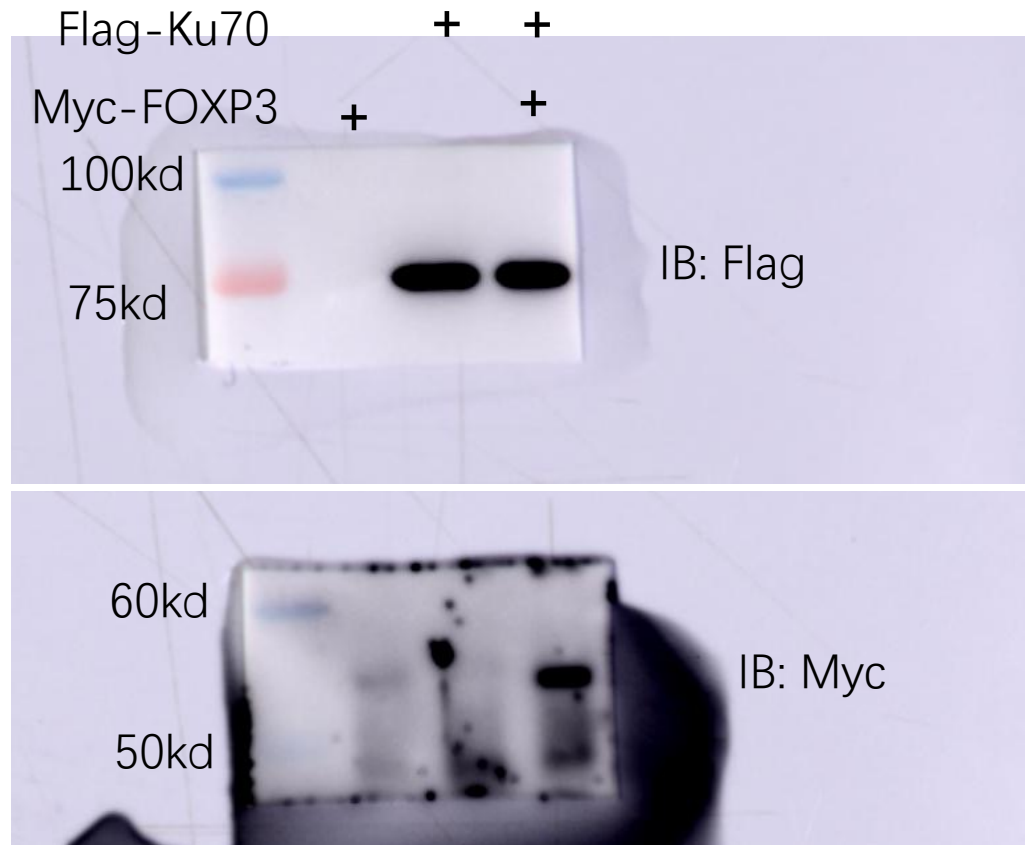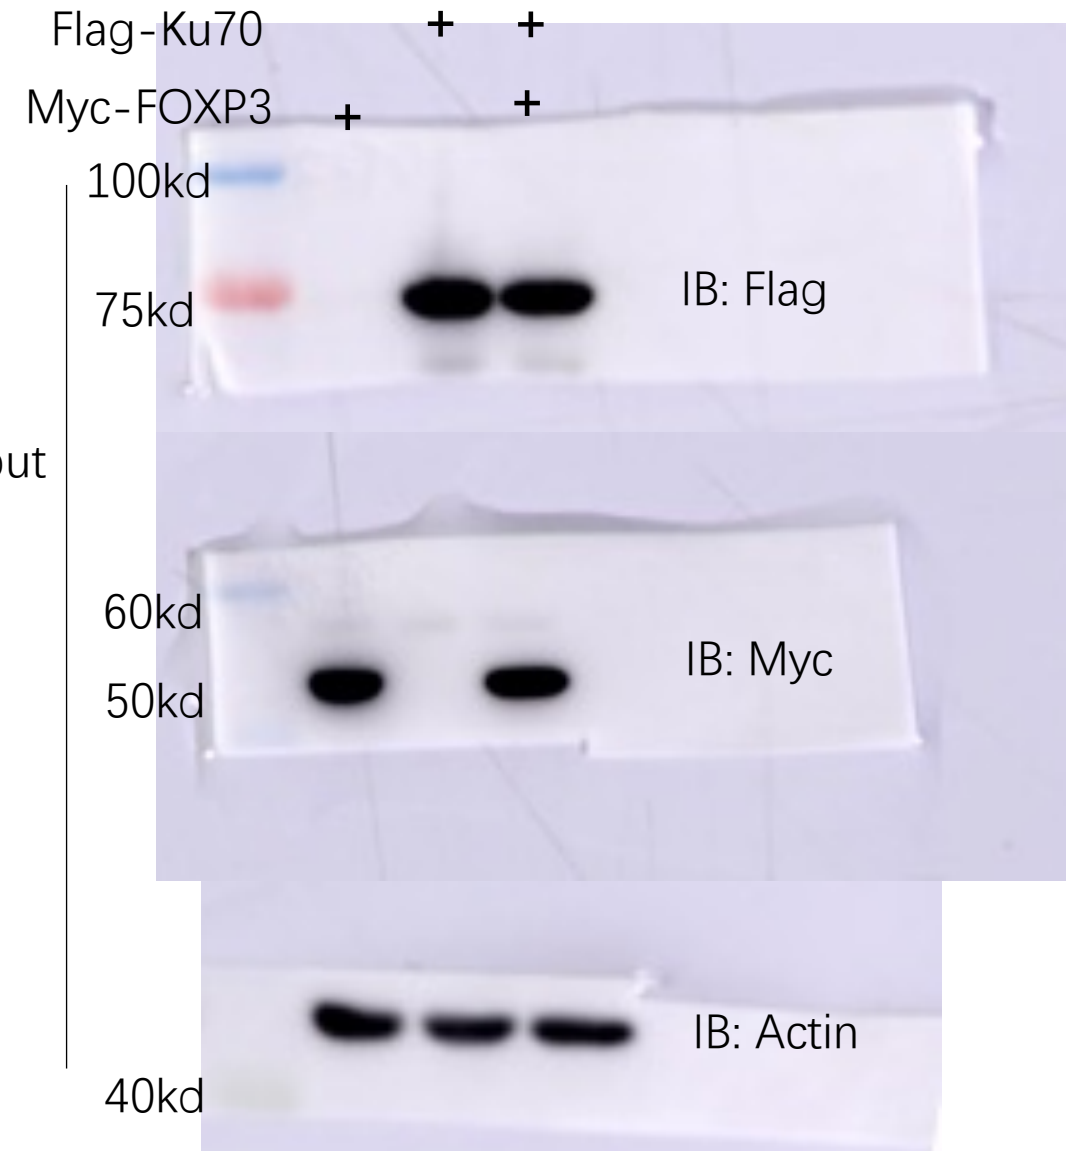

Full unedited gel for Figure 6B

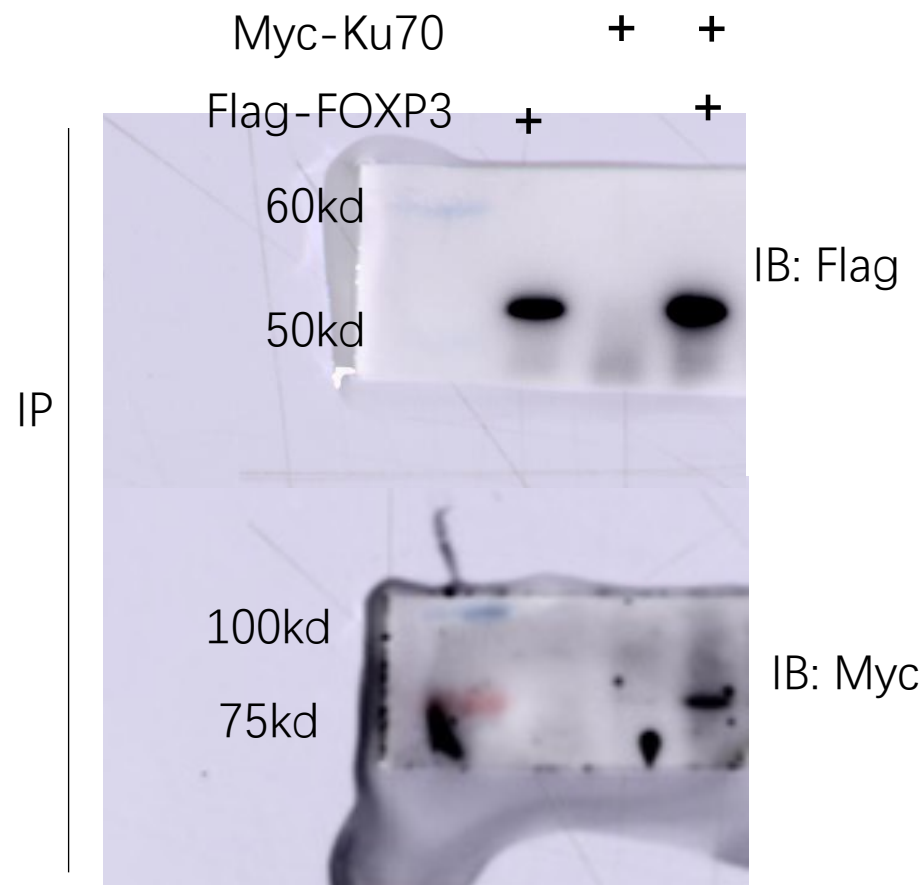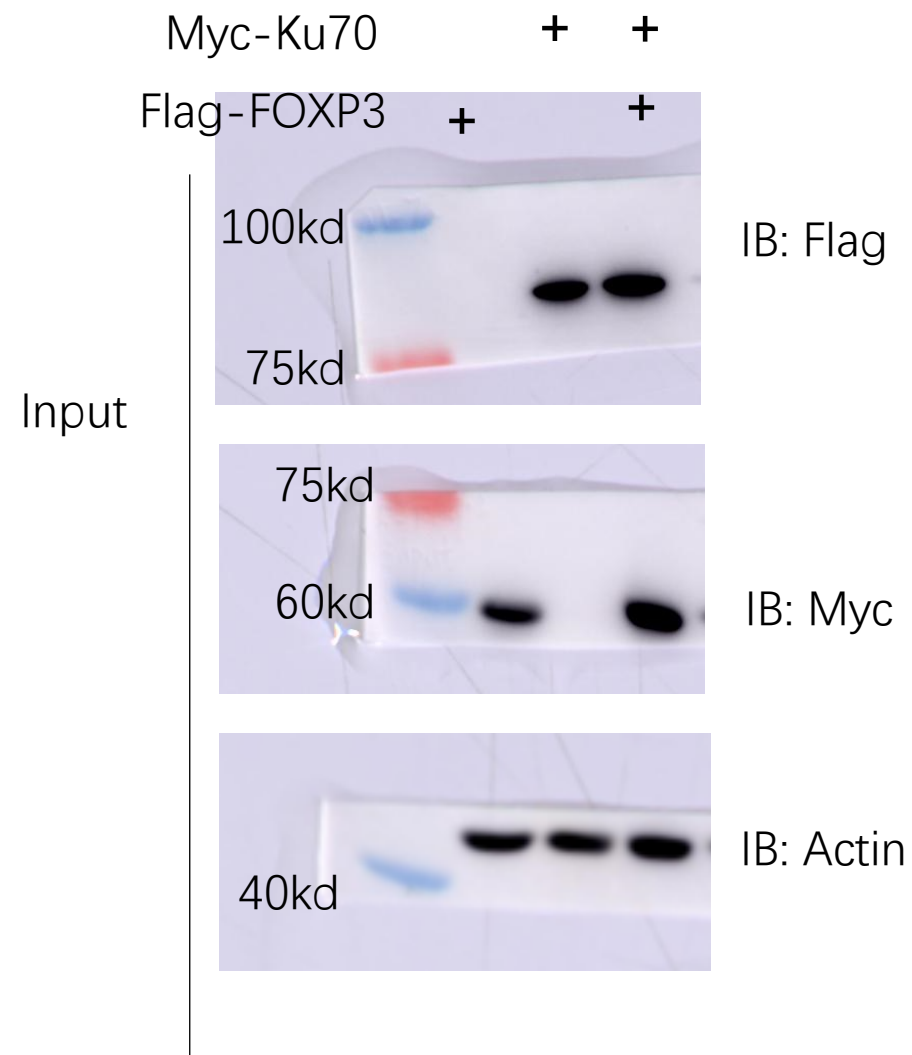

Full unedited gel for Figure 6C

IP

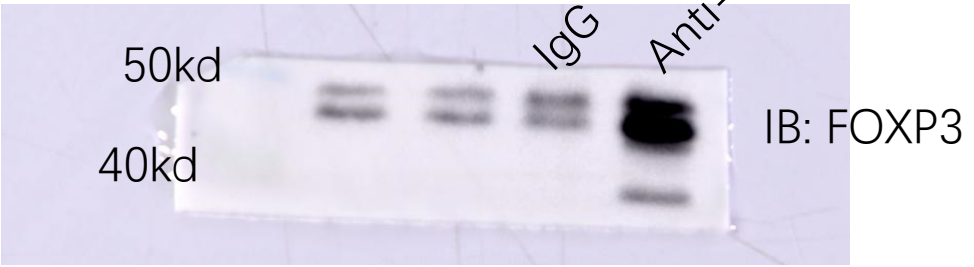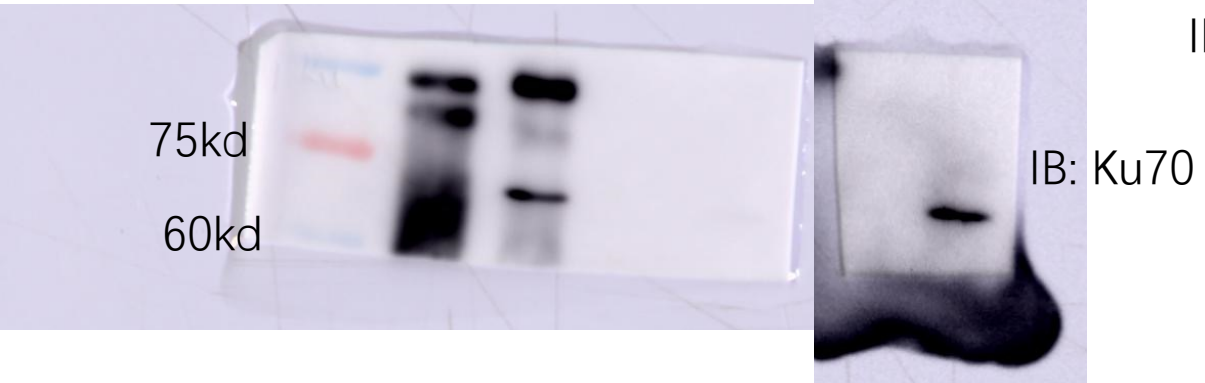

IP

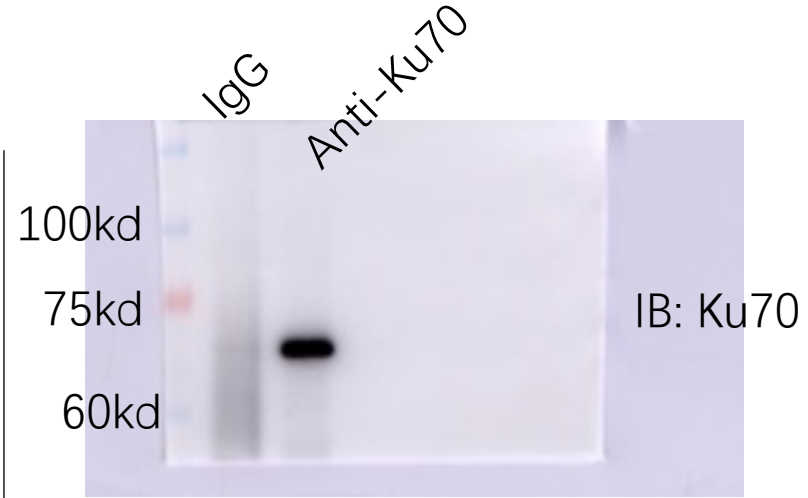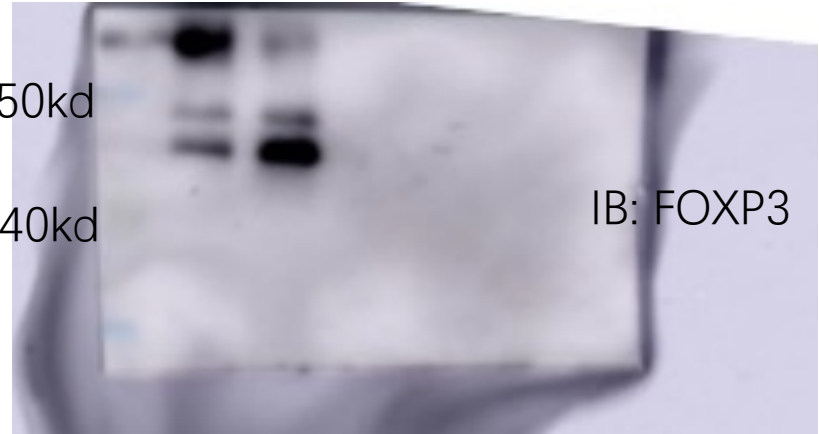

Input

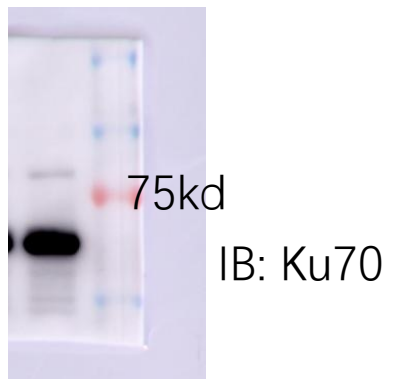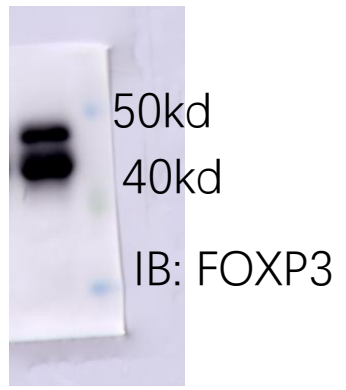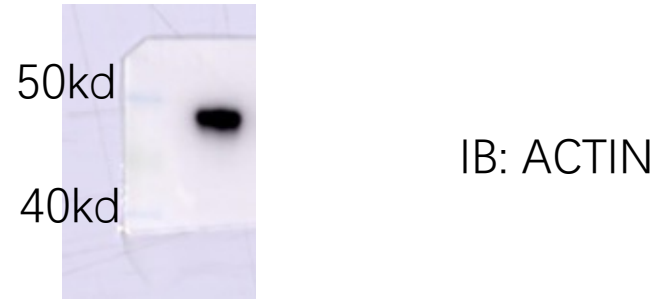

Full unedited gel for Figure 6E

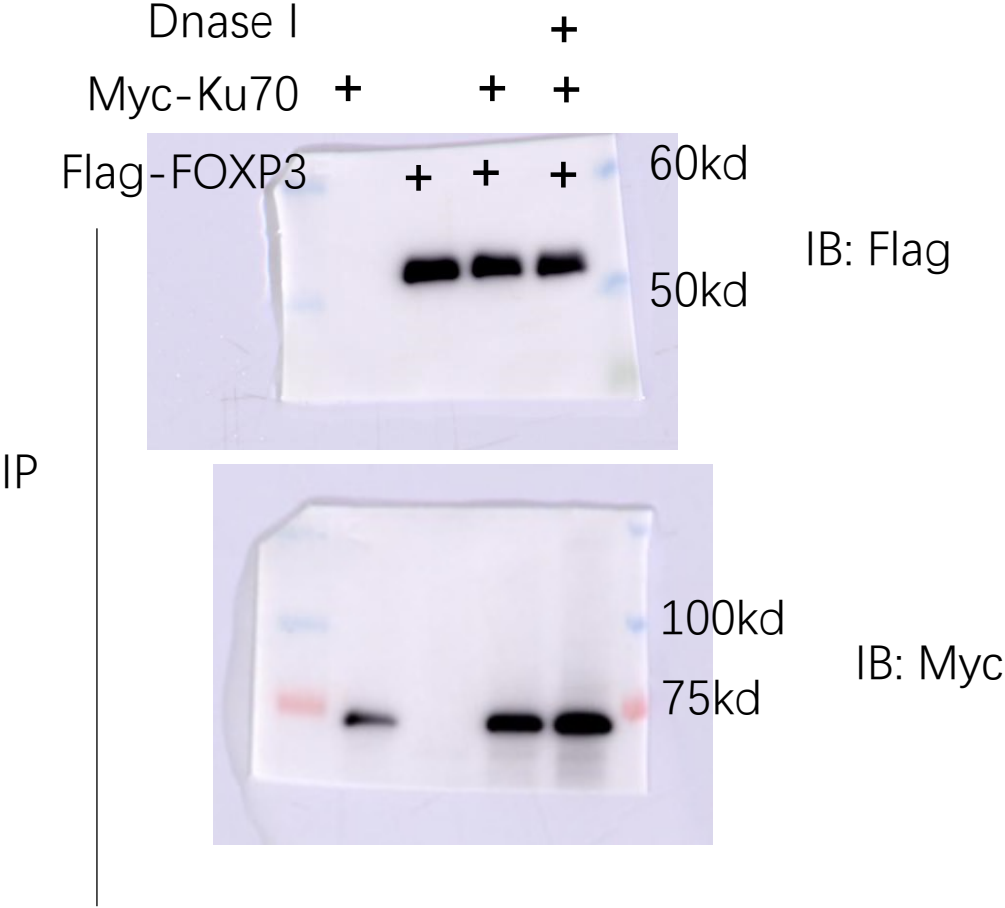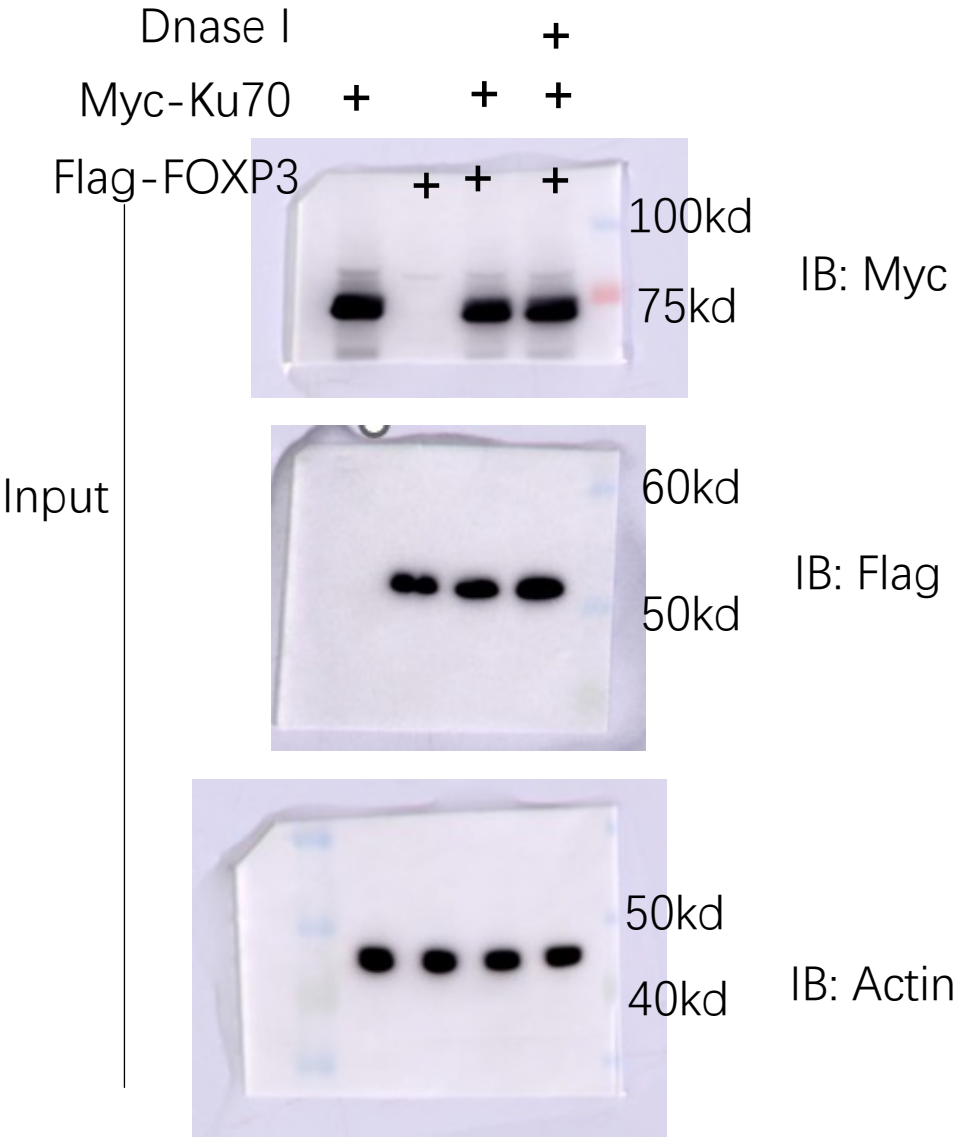

Full unedited gel for Figure 6F

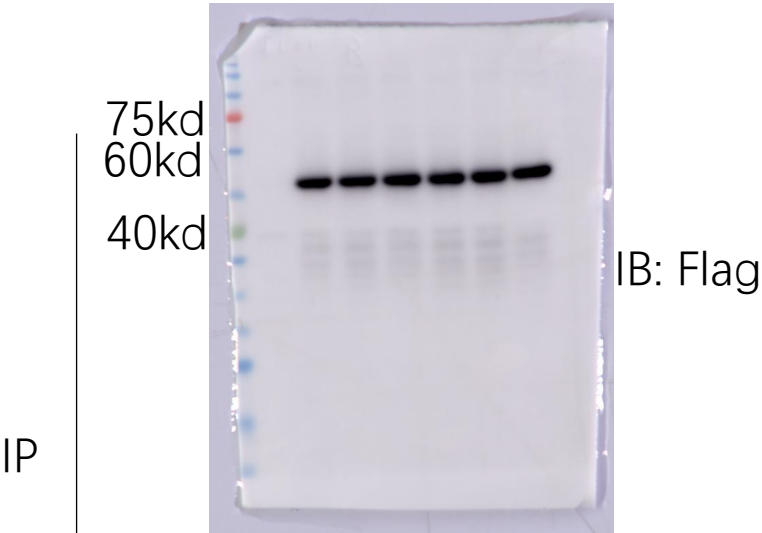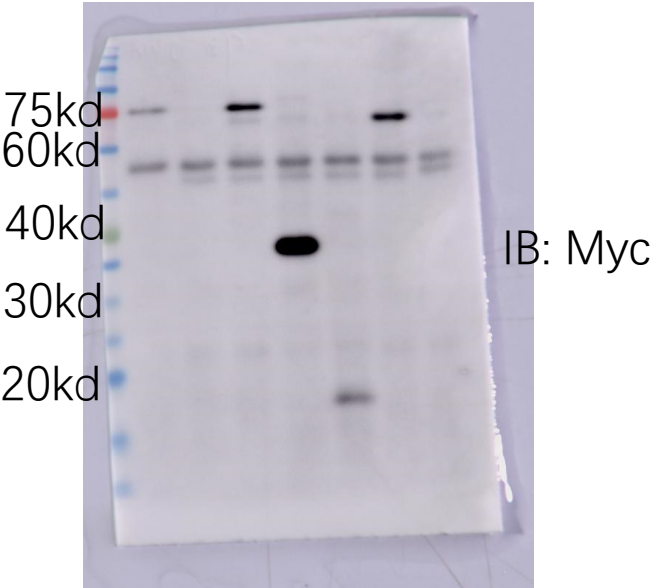

Input

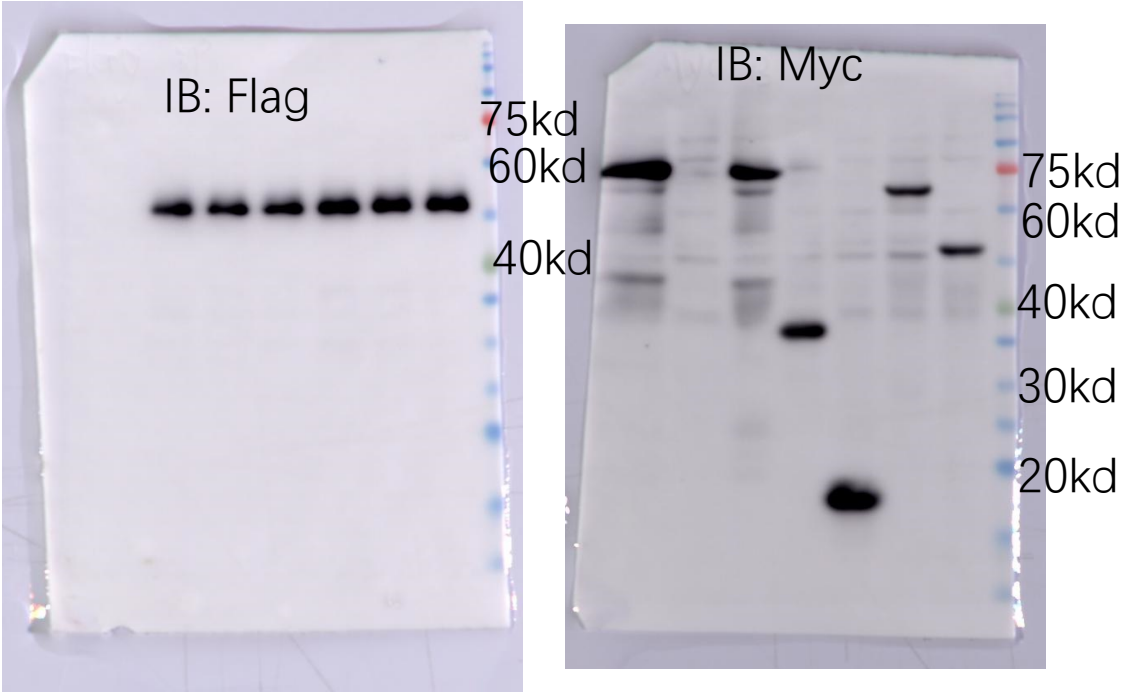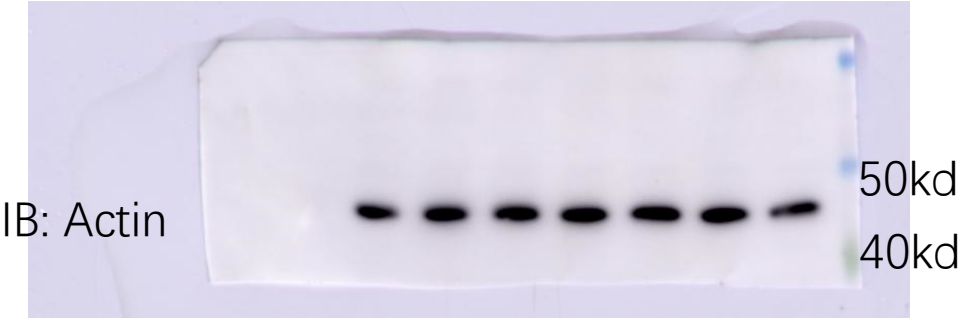

Full unedited gel for Figure 6G

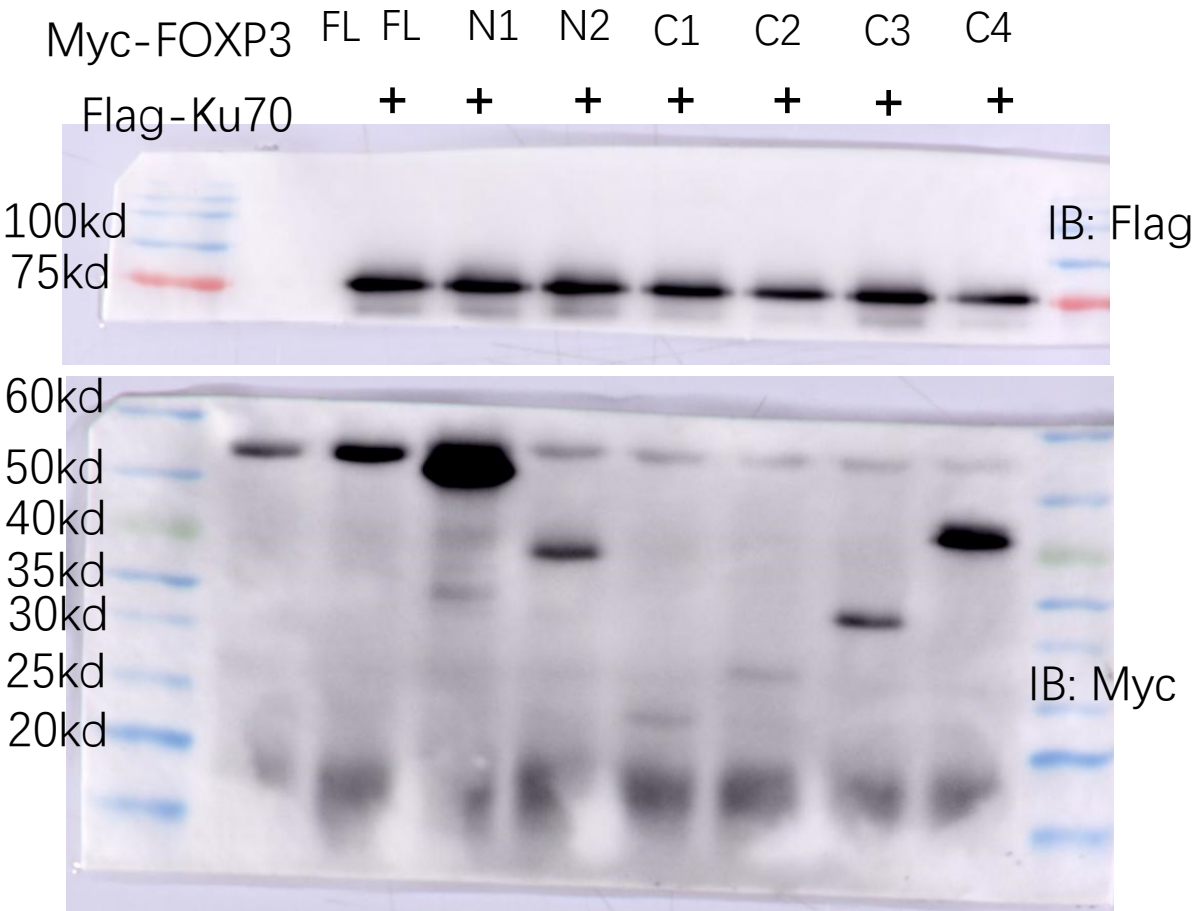

Input

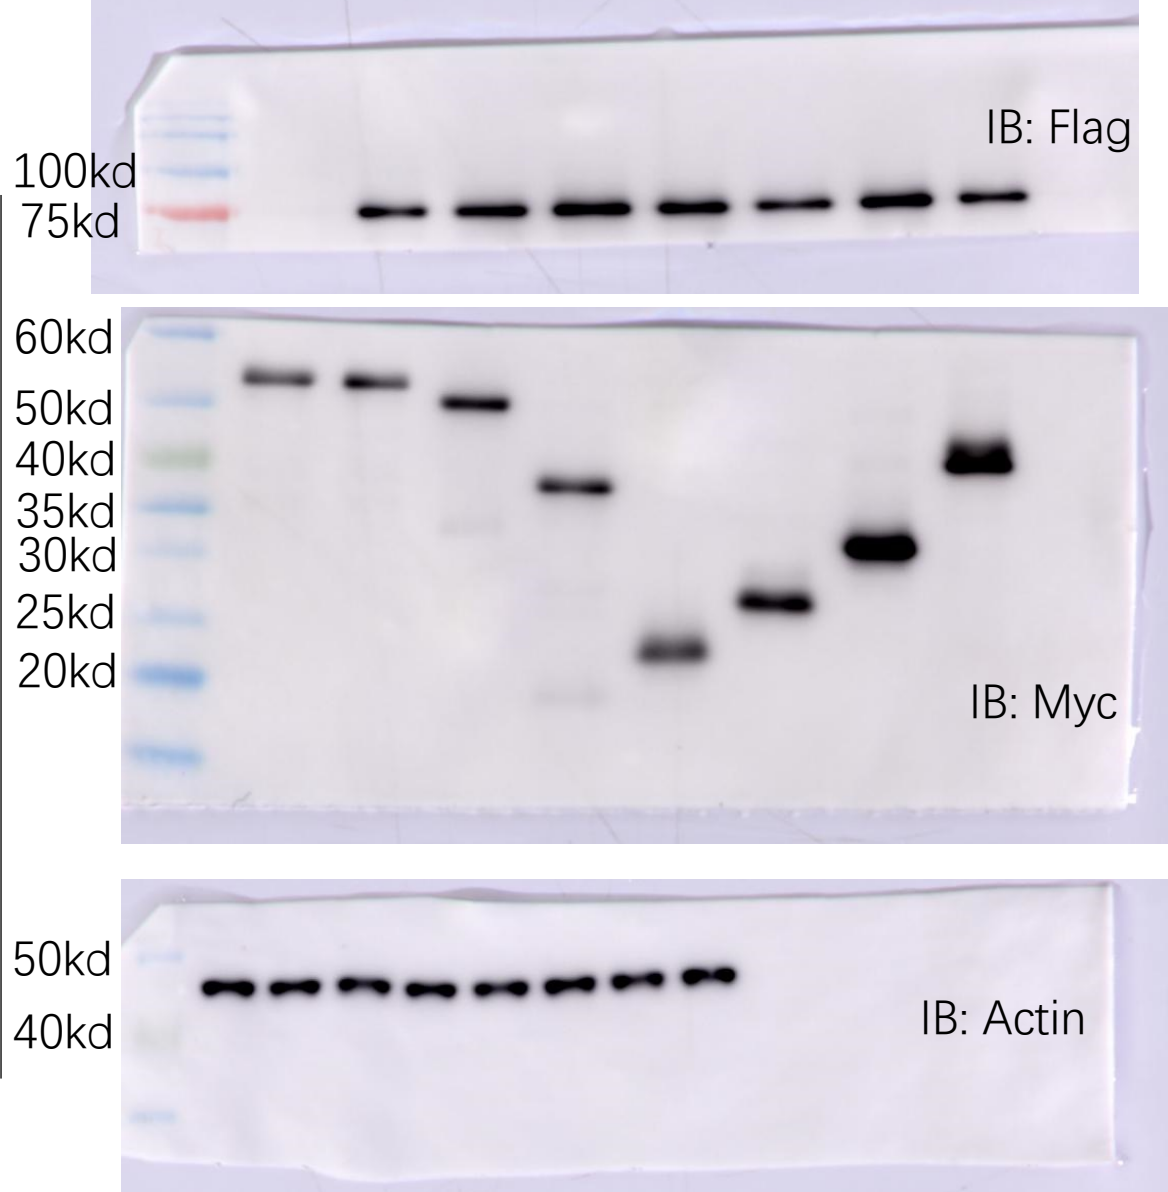

Full unedited gel for Figure 6H

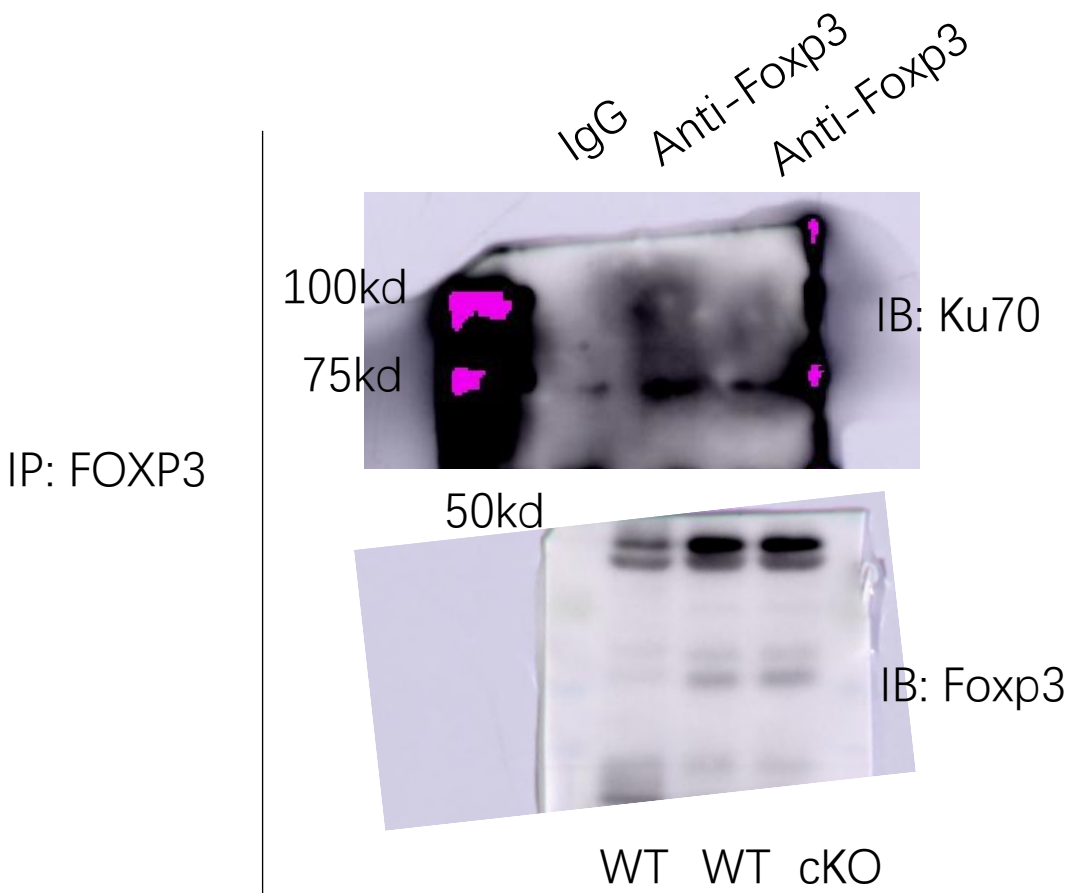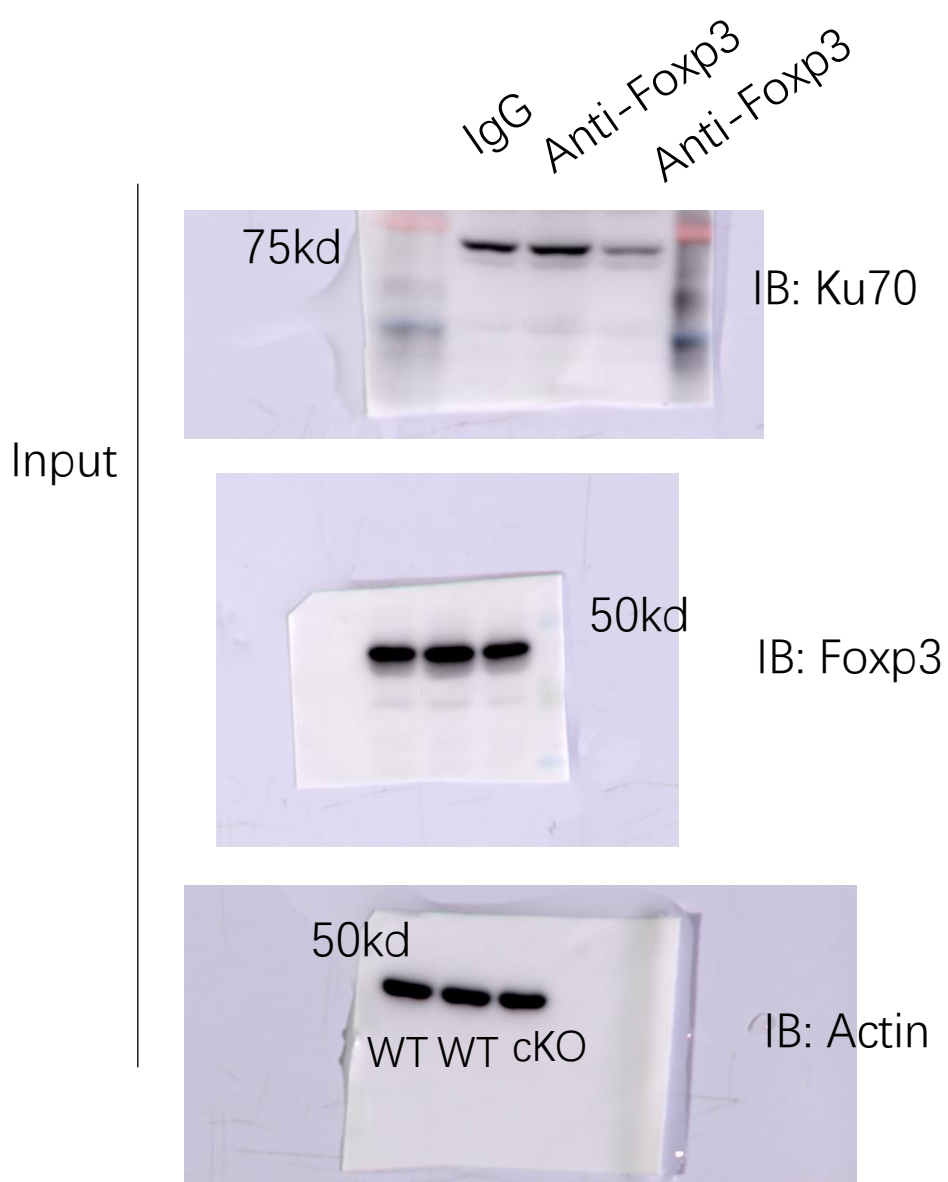

Full unedited gel for supplemental Figure 2B

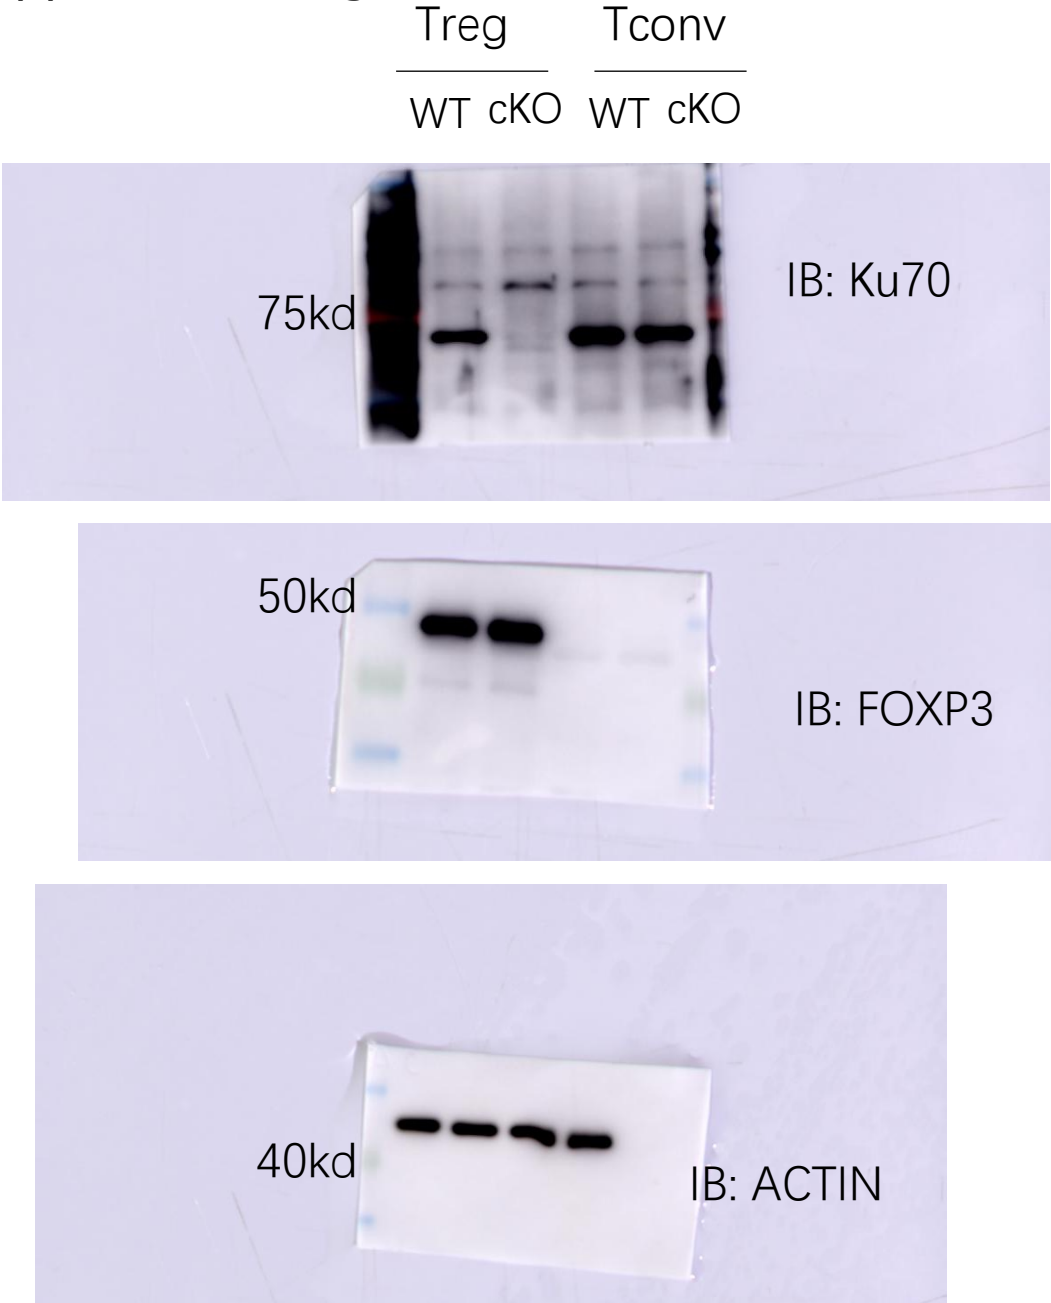

# Full unedited gel for supplemental Figure 7A

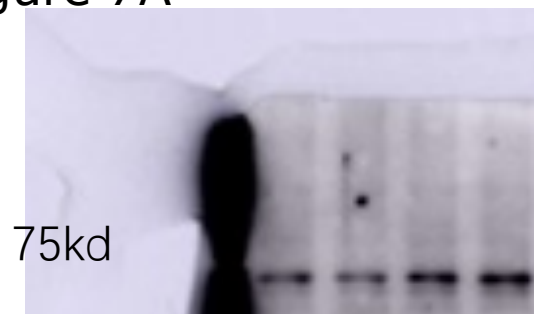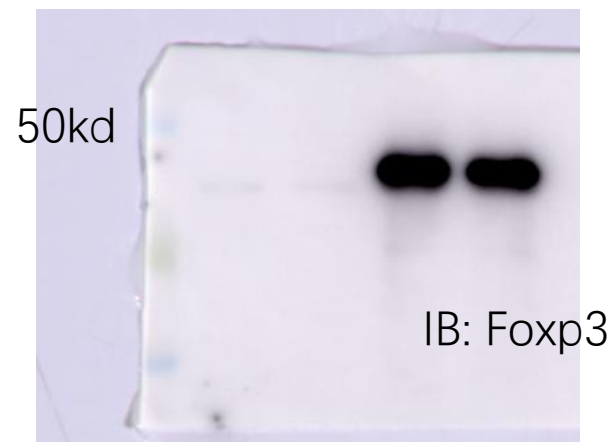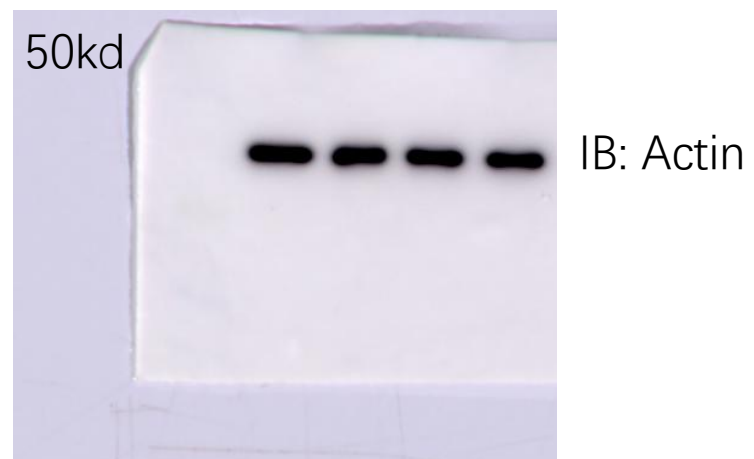

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

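The RNA-Seq measured tumor-infiltrating Tregs from 3 WT and 3 cKO libraries. The authors deposited expected counts per gene symbol, which were not normalized, made from clean paired-end reads aligned to GRCm38; the program that assigned reads to genes and its annotation are not named in the paper's text. The deposited counts were not whole numbers in 21.7% of values and in 26.9% of genes, so they were rounded to whole counts before testing. The table lists 15319 different gene symbols, of which 14783 were found in the GENCODE vM21 annotation of GRCm38, which gave the positions of genes, and 15164 in that annotation or the RefSeq table of the same build. The replicates of each group differed by more than the sampling noise and each was used as 1 sample. Total counts ranged from 19032620 to 21707706 in the WT group (median 19376740) and from 20762042 to 23159815 in the cKO group (median 22382218).

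Counts were scaled and tested with edgeR (version 4.0.16) and limma (version 3.58.1) in R (version 4.3.3). The main test was edgeR's quasi-likelihood test of cKO against WT over all 6 libraries, TMM scaling and Benjamini-Hochberg adjustment over the 15315 genes with at least 1 count. Standard errors were derived from the log2 fold change and the F statistic. Gene lists were tested with camera at a preset correlation of 0.01, and with fry. Exact permutation tests were two-sided, and 3 libraries against 3 cannot give a p under 0.1. A fold against a group at or under 3 counts in every library was computed against that limit as a lower bound. The 2 lists of heatmap genes come from Figure 7E, and the other lists, which were NF-kB response genes, Treg signature genes, genes low in Tregs, voltage-gated calcium channel subunits, interferon response genes, and markers of neutrophils, red blood cells, endothelial cells, stromal cells, lung epithelium, oocytes, testis and sperm, B and plasma cells, macrophages and dendritic cells, CD8 T and NK cells, proliferation and DNA repair, were written from general knowledge before the deposited counts were opened. By then all genes that the paper calls in Supplemental Table 3, measured on the same libraries, had been read with their fold changes, and the marker lists were chosen with them in view. Each list was therefore also tested without its members among the genes called by DESeq2, after the data were seen. The genes named were fixed by a rule at the same time: the genes that the paper's text, Figure 7A or Figure 7E names, genes that the paper measures in T cells as protein, RNA or bound chromatin, up to 5 genes per direction past an adjusted p of 0.05, and the 3 most abundant members of a list. A gene of this rule is not reported here.

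The tests were tried on simulated data with 200 genes changed by a log2 fold change of 2. The changed genes were drawn from those with a mean of at least 5 CPM. Each gene had the same dispersion in every library, so no simulated library was unlike the rest as WT replicate 2 was. The numbers recovered are therefore not the power in the data, least of all for genes under 5 CPM. With the dispersions of all 6 libraries, edgeR recovered 152 of the 200 genes at an adjusted p under 0.05 among 15315 genes and DESeq2 recovered 186, with 11 and 90 unchanged genes called. With the dispersions estimated without WT replicate 2, both recovered all 200. Under the paper's definition, 382 unchanged genes were called by edgeR and 424 by DESeq2 in the first simulation. The alternatives were DESeq2 (version 1.42.0), median-of-ratios scaling, library size only, edgeR's filterByExpr (minimum count 10), limma's voomWithQualityWeights, a robust dispersion, the replicate number as a block, each library left out in turn, fry, and list members passing the filter only. DESeq2 without WT replicate 2 was added after seeing the data. The DESeq2 fits that left out each other library were not among the alternatives set before the deposited counts were opened. Supplemental Table 3 was read in part, 1998 of 15313 rows, and compared with the values of single genes and the number of genes past a threshold. The ChIP-Seq, ontology and hallmark gene sets were not used here.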

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

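The oocyte tests below, other than the splits of the libraries, were chosen after the result was seen. A list of 42 oocyte genes had 30 genes with counts, and all 30 were higher in the cKO group over the 6 libraries, with a median log2 fold change of 4.44 (camera adjusted p = 8.1e-30 over 12 lists, fry adjusted p = 0.013). The list was written before the deposited counts were opened, but because oocyte genes had been noticed among the genes that the paper calls in Supplemental Table 3 on the same libraries, so it is not independent of them. Without the 8 members among the genes called by DESeq2, all 22 others were higher in the cKO group, 16 of them at 0 in all WT libraries, with a median log2 fold change of 4.35 (p = 1.6e-17 by limma's camera and 0.00258 by fry, both unadjusted; for the summed CPM of the full list, the exact two-sided permutation test gave p = 0.1, the smallest possible). Without WT replicate 2, 3 of the 30 genes, all among these 22, were not higher: Khdc3 (log2 fold change -0.48), Sohlh1 (-0.07) and Oas1c (-0.00). The median of the 30 genes was then 4.45. This is a signal in genes that the paper's text does not discuss, above the level in the WT libraries. The fitted values depend on the prior count, since 21 of the 30 genes were at 0 in all WT libraries; with such genes set at the limit of 3 counts, the median was 0.65. Of the 30, 16 were at 0 in every WT library and present in every cKO library, and 0 were the other way around. Zp3 had 8, 6 and 10 counts in cKO replicates 1, 2 and 3, Zp2 had 4, 6 and 7 and Oas1d had 6, 12 and 8, all against 0 in the WT libraries. The most abundant members were Oas1c, at 10.9 ± 3.88 CPM in the WT group and 13.1 ± 1.48 CPM in the cKO group (SD, n = 3), Gdf9, at 0.204 ± 0.24 and 0.941 ± 0.216 CPM, and Npm2, at 0.361 ± 0.359 and 0.74 ± 0.0422 CPM. Only Oas1c reached 5 CPM in WT replicates 1 and 3, and 3 of the 30 genes are in another list. In the edgeR calls under the paper's definition, 17 of the 114 upregulated genes were in this list, and 8 of the 39 from DESeq2.

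Depth does not account for it: over the 29 listed genes under 5 CPM in WT, the summed CPM, which is corrected for depth, was 0.239 times as high in WT replicates 1 and 3 as in the cKO group (summed CPM of 2.06 and 1.98 against 6.77, 10.1 and 8.36 in cKO replicates 1, 2 and 3). Over all 30 genes, the measure computed first, the ratio was 0.704, which had been read as fitting depth. The restriction to genes under 5 CPM was chosen after that value was seen, since Oas1c makes up most of the sum. The zeros of WT replicate 2, whatever their source, do not account for it either, since the camera p was 2.43e-30 without that library. A general loss of silencing of germline genes was not decided: 0 of the listed testis and sperm genes were at 0 in every WT library and present in every cKO library, but 0 of those 18 genes were at 0 in all WT libraries to begin with. RNA or reads from oocytes in the cKO libraries is a candidate source. Among the cKO libraries, the highest summed CPM over the 29 genes was 1.5 times the lowest. Neither this source nor a difference between genotypes sets how alike the libraries would be, so the ratio does not separate them. Library preparation batches are not given, and all cKO libraries share the pattern, so a batch and the genotype cannot be told apart. The Y-linked genes Ddx3y and Uty, chosen after their values were seen, were expressed in all 6 libraries (Ddx3y at 85.1 to 149 CPM). In 1 of the 10 splits of the 6 libraries, the real one, the list had a camera p as small. A response of Tregs to the loss of Ku70 stays open as untested.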

How the results depend on the processing

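All alternatives in this section other than DESeq2 without WT replicate 2 were set before the deposited counts were opened. The count of genes at an adjusted p under 0.05 was 0 in both directions with edgeR, with 144 higher and 133 lower at an unadjusted p under 0.05, and 1 higher and 1 lower with DESeq2. DESeq2 without WT replicate 2, chosen after seeing the data, gave 1 higher and 2 lower, the second being Gm38690. Across the 6 fits that each left out one library, the count was 0 higher in each and from 0 to 1 lower, the 1 being Xrcc6 without WT replicate 2. The other alternatives gave 0.

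Under the paper's definition, edgeR gave 114 higher and 67 lower genes, a share of 63.0% higher. DESeq2 gave 39 and 110, a share of 26.2%. The filterByExpr setting, which tests 12344 genes, gave 8 and 37, voomWithQualityWeights gave 170 and 127, the replicate block gave 14 and 14, and DESeq2 without WT replicate 2 gave 89 and 42, a share of 67.9%, so the balance of DESeq2 turned from mostly lower to mostly higher genes. Library size only gave 112 and 90, a share of 55.4%. With each library left out, the higher genes ranged from 44 (without cKO replicate 3) to 2.3e+02 (without WT replicate 3, rounded to 2 digits) and the lower genes from 8 (without cKO replicate 2) to 249 (without WT replicate 1). For filterByExpr, fewer genes were tested. The fits that left out a library all had the same number of samples, yet their counts moved in both directions. Fewer samples alone do not account for this. The cause was not tested for any setting. No link between same-numbered samples is given beyond the number. The correlations of their deviations from the group means were 0.121, -0.07 and 0.226, not all over 0.1. Such values cannot exclude a batch shared by same-numbered samples. Scaling moved the median log2 fold change of all genes from 0.04 to -0.01 with library size only.

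Xrcc6 was lower in the cKO group and past the paper's definition under every alternative run, with log2 fold changes from -3.33 to -2.38 across the fits that each left out one library. The share of lower genes in which WT replicate 2 is the highest WT library was 86.6% with edgeR and 17.3% with voomWithQualityWeights, which gave WT replicate 2 a weight of 0.0876.

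For the lists, fry left none of the 7 lists past an adjusted p of 0.05. Unlike camera, it asks whether the listed genes changed at all, not whether they changed more than other genes. The lists that camera had called had medians of -0.0884 for NF-kB response genes, -0.44 for heatmap genes up in tumor Tregs, 0.58 for heatmap genes repressed by FOXP3, -0.12 for Treg signature genes and 0.10 for interferon response genes. With voomWithQualityWeights the median of NF-kB response genes was -0.00709, no longer past the threshold, and that of genes low in Tregs was 0.15, now past it. With filterByExpr the heatmap genes repressed by FOXP3 had a median of 0.22, and 0.22 over the members that pass it, not past the threshold. Across the fits that each left out one library, the median ranged from -0.15 to 0.0191 for NF-kB response genes, from -0.58 to -0.30 for heatmap genes up in tumor Tregs, from 0.35 to 0.74 for heatmap genes repressed by FOXP3, from -0.21 to 0.0435 for Treg signature genes, from -0.0356 to 0.24 for genes low in Tregs, from -0.56 to 0.69 for voltage-gated calcium channel subunits and from -0.00244 to 0.29 for interferon response genes. The call by camera was lost without WT replicate 1 for heatmap genes repressed by FOXP3 (adjusted p = 0.147), without WT replicate 1 and without cKO replicate 3 for Treg signature genes (0.947 and 0.248), without WT replicate 2 for NF-kB response genes (0.883), and without WT replicate 3 and without cKO replicate 2 for interferon response genes (0.16 and 0.126). It was gained without WT replicates 2 and 3 for genes low in Tregs (0.00229 and 0.0473). The cause of these changes was not tested.

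Endothelial markers were no longer called with filterByExpr (0.0845, and 0.0899 over the members that pass it). Of the other lists, lung epithelial markers changed direction with filterByExpr (-0.0611, and -0.0582 over the members that pass it) and with voomWithQualityWeights (-1.82e-05), testis and sperm markers with the replicate block (0.21), and DNA damage and repair genes with library size only (-0.00496). The mean of log2(CPM + 0.5) in place of the summed CPM changed the direction for neutrophil (0.47), endothelial (0.29) and lung epithelial markers (0.27) and for proliferation genes (0.20). Leaving out one library changed the direction of the median, which ranged from -0.12 to 0.63 for lung epithelial markers, from -0.60 to 0.32 for testis and sperm markers, from -0.23 to 0.75 for CD8 T and NK cell markers and from -0.0504 to 0.20 for proliferation genes. For the log2 ratio of the summed CPM, the ranges were -0.14 to 0.12 for endothelial, -0.31 to 0.0801 for lung epithelial, -0.0472 to 0.17 for B and plasma cell, -0.0545 to 0.65 for macrophage and dendritic cell and -0.42 to 0.85 for CD8 T and NK cell markers. The cause was not tested.

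Of the single genes, the direction changed with voomWithQualityWeights for Gzmb (-0.0363), Il2 (-0.39) and Mki67 (-0.0694), and with DESeq2 without WT replicate 2 for Il2 (-0.46), Mki67 (-0.16), Xrcc5 (-0.00603) and Rgs1 (0.0139). With each library left out, the log2 fold change ranged from -0.38 to 0.0198 for Il2ra, from -0.11 to 0.70 for Gzmb, from -0.46 to 1.00 for Il2, from -0.16 to 0.52 for Mki67, from -0.00345 to 1.04 for Xrcc5 and from -0.42 to 0.0177 for Rgs1. The cause was not tested.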

Differences from the paper's values

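For the genes past the paper's definition, edgeR gave 114 upregulated genes against the paper's 39. Of the alternatives set before the deposited counts were opened, DESeq2, the paper's tool, gave 39, and leaving out cKO replicate 2 or 3 gave 47 and 44, and the others did not come within 1.5 times. For downregulated genes, edgeR gave 67 against the paper's 110. DESeq2 gave 110, library size only gave 90, voomWithQualityWeights gave 127, leaving out WT replicate 2 gave 80 and leaving out WT replicate 3 gave 146, and the other alternatives set before the deposited counts were opened differed by more than 1.5 times.

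In the paper's Supplemental Table 3, 1 gene is higher in cKO at an adjusted p under 0.05 and 1 is lower, and edgeR gave 0 and 0, with 144 higher and 133 lower at an unadjusted p under 0.05. DESeq2 gave 1 and 1, and edgeR without WT replicate 2 gave 1 lower gene, Xrcc6; no other alternative set before the deposited counts were opened gave any. The paper's adjusted p is 1.22e-05 for Xrcc6 and 0.0018 for Ifi208, against 0.984 for both from edgeR. DESeq2 gave the paper's values for both genes, and no other alternative set before the deposited counts were opened did; for Xrcc6 the adjusted p ranged from 1.22e-05 to 1 over them. DESeq2 without WT replicate 2, chosen after seeing the values, also gave Ifi208 and Xrcc6 at an adjusted p under 0.05. Over the 1997 rows of the table that matched the file, the log2 fold changes of DESeq2 differed from the paper's by at most 2.02e-05. For Catsper2, which Figure 7A names as downregulated, the unadjusted p was 0.0655 from edgeR; DESeq2 (0.0313) and edgeR without WT replicate 1 (0.0289) called it.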

Other observations

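Of the tests below, those on sequencing depth, on the identity of the cells, on S100a9 and Retnlg, on the histone genes and on lists without genes called by DESeq2 were chosen after the result was seen. WT replicate 2 listed 11513 genes, fewer than each of the other 5 libraries. Sequencing depth does not account for this, since the other libraries still listed at least 14370 genes after thinning to its total. Transcript length and GC content do not either: of the genes at 2 to 5 CPM in the other libraries, in the middle range of both properties, 32.4% were at 0 in WT replicate 2 and 0% in each other library (14780 of 15315 genes had both values). The summed CPM of the Treg signature genes was 0.935 times the mean of the other 5 libraries, which argues against a library made of other cells than Tregs. It cannot exclude a different mix of cells. Foxp3 was at 150 CPM in WT replicate 2 and at 189 to 282 CPM in the other libraries. The CD8 T and NK cell markers summed to 303 CPM in WT replicate 2, against 763 to 1863 CPM. A candidate explanation is a loss of RNA molecules before amplification. Over the 2706 genes at 0.5 to 5 CPM in the other libraries, 43.7% were at 0 in WT replicate 2, and its mean CPM over them was 1.17 times the others' mean, so the remaining genes made up for the zeros. The same ratio was 0.966 to 1.11 for the other 5 libraries. Xrcc5, which encodes the partner of Ku70, had 2 counts in WT replicate 2 and 405 to 495 in the other libraries. A difference between mice was not tested.

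Of the genes lower in cKO under the paper's definition, WT replicate 2 was the highest WT library in 86.6% from edgeR (58 of 67) and 92.7% from DESeq2. In 10000 random lists matched on mean expression, the share for edgeR had a median of 28.4% and a maximum of 47.8% (one-sided permutation p = 1e-04, the smallest they can give). The pattern was noticed in Supplemental Table 3, in the same data. High values of WT replicate 2 are a candidate cause of part of these calls: 16 of the 110 genes from DESeq2 were still called without it, against 100 and 94 without WT replicates 1 and 3. Leaving out cKO replicate 1, 2 or 3 left 53, 31 and 37 of the 110 genes called, so calls were also lost without libraries of the other group, and how many rest on WT replicate 2 alone stays open.

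Other splits of the 6 libraries into 3 and 3, 10 in all with the real one, cannot give a share under 0.1. For the 0 genes at an adjusted p under 0.05, higher or lower, the splits cannot tell, since any split gives at least 0. All 10 splits gave 0 genes in both directions. The real split gave 144 higher and 133 lower genes at an unadjusted p under 0.05. Under the paper's definition, a split was counted when either of its directions gave as many genes, since the direction of a split is arbitrary. So counted, 3 splits gave as many genes as the 114 higher and 7 as many as the 67 lower from edgeR. From DESeq2, 10 gave as many as the 39 higher and 6 as many as the 110 lower. For the camera p of the lists, 5 splits were as small for NF-kB response genes, 1 for heatmap genes up in tumor Tregs, 1 for heatmap genes repressed by FOXP3, 5 for Treg signature genes, 10 for genes low in Tregs, 4 for voltage-gated calcium channel subunits and 3 for interferon response genes.

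S100a9 and Retnlg were higher in the cKO group without WT replicate 2 as well (the larger p was 0.000883), which argues against the zeros of that library as the cause. RNA from neutrophils may contribute: of 19 other neutrophil genes under 5 CPM in WT, 15 were higher in the cKO group without WT replicate 2, with a median log2 fold change of 0.26. The most abundant genes of that list, Il1r2, Chil3 and Acod1, are expressed here at 319, 43.0 and 27.8 CPM in the WT group and would hide a small share, and S100a8, chosen after its values were seen, was at 0.335, 7.05 and 3.02 CPM in WT replicates 1, 2 and 3 and at 4.36 ± 0.925 CPM (SD, n = 3) in the cKO group, with a log2 fold change of 0.33 that was 1.39 without WT replicate 2 (unadjusted p of 0.075 from edgeR). Of the 28 neutrophil genes with counts, 7 reached 5 CPM in WT replicates 1 and 3 and 3 are in another list. Neutrophil RNA and expression in Tregs cannot be told apart for these genes, since a few counts decide them.

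The marker lists were chosen after the paper's called genes had been read, several because of them. Without the members among the genes called by DESeq2, the camera p was 0.0776 for neutrophils, 0.0254 for red blood cells, 0.00267 for endothelial cells and 0.00144 for stromal cells. The full lists gave these median log2 fold changes: 0.47 for neutrophils (camera adjusted p = 8.37e-07, fry adjusted p = 0.173), 1.14 for red blood cells (0.000743 and 0.292), 1.26 for endothelial cells (9.96e-06 and 0.115), 0.72 for stromal cells (0.000111 and 0.292), 0.12 for lung epithelium (0.302 and 0.509), -0.08 for testis and sperm (0.273 and 0.803), 0.44 for B and plasma cells (0.0705 and 0.509), 0.77 for macrophages and dendritic cells (0.000743 and 0.509), 0.17 for CD8 T and NK cells (0.31 and 0.698), 0.07 for proliferation (0.461 and 0.893) and 0.08 for DNA damage and repair (0.568 and 0.292), the first number in each pair of brackets from camera and the second from fry. Among the splits of the libraries, the real one had the smallest unadjusted camera p for neutrophils (1.4e-07) and endothelial cells (2.49e-06). Another split gave a smaller one for red blood cells (0.00033 against 0.000372). So did other splits for stromal cells (2.69e-06 against 3.69e-05) and for macrophages and dendritic cells (6.15e-22 against 0.000351). The medians without WT replicate 2 were 0.22 for neutrophils, 0.59 for red blood cells, 1.18 for endothelial cells, 0.59 for stromal cells and 0.78 for macrophages and dendritic cells. Leaving it out changed the call by camera for B and plasma cells (0.95, adjusted p = 0.00115) and for testis and sperm (-0.48, adjusted p = 0.00327). With filterByExpr the call for endothelial cells was lost (median 0.08, adjusted p = 0.394; over the members that pass it 0.09, adjusted p = 0.507).

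H3c14 was at 0 counts in the WT libraries and at 23, 25 and 23 in the cKO libraries, and H3c15, a near-identical copy, at 9, 36 and 8 and at 0; they were chosen after their values were seen. The summed counts of both gave a log2 fold change of 0.37 with an unadjusted p of 0.669 from edgeR, as would be seen if reads were divided differently between the copies. The sum was 9, 36 and 8 counts in WT replicates 1, 2 and 3 and 23, 25 and 23 in cKO replicates 1, 2 and 3, so it rests on WT replicate 2 and may hide a difference. Of the 154 genes within 5 Mb of Xrcc6, 0.649% had an unadjusted p under 0.05 from edgeR, against 1.81% of all other genes (Fisher's exact test, p = 0.533). With so few genes passing anywhere, this cannot exclude an effect of variants linked to the Xrcc6 locus.

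Genes whose products the paper measures in other assays had these log2 fold changes in the tumor-infiltrating Tregs: 0.25 for Foxp3 (standard error 0.23), -0.13 for Il2ra (0.23), -0.31 for Il10 (0.21), 0.43 for Gzmb (0.45), 0.12 for Il2 (1.31), -0.48 for Ifng (0.25), 0.21 for Mki67 (0.39), 0.58 for Xrcc5 (1.14) and -0.50 for Prkdc (0.29), with the standard error in brackets. None had an unadjusted p under 0.05 from edgeR. Leaving out WT replicate 2 gave 0.08 for Foxp3, -0.00 for Xrcc5 and -0.12 for Prkdc. The paper's assays differ in kind and in cells, so these values do not test them. Its loss of CD25, IL-10 and GZMB and gain of IL-2 were seen in human iTregs. IFN-γ was measured in other T cells, and Xrcc5 and Prkdc as RNA by qRT-PCR.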
